# Time‑resolved transcriptome analysis during transitions of sulfur nutritional status provides insight into triacylglycerol (TAG) and astaxanthin accumulation in the green alga *Chromochloris zofingiensis*

**DOI:** 10.1186/s13068-020-01768-y

**Published:** 2020-07-17

**Authors:** Xuemei Mao, Yongmin Lao, Han Sun, Xiaojie Li, Jianfeng Yu, Feng Chen

**Keywords:** *Chromochloris zofingiensis*, Transcriptomic dynamics, Lipid metabolism, Astaxanthin, Sulfur-starvation

## Abstract

**Background:**

*Chromochloris zofingiensis*, an oleaginous microalga, is a promising feedstock for the co-production of triacylglycerol (TAG)-based biodiesel and the high-value product astaxanthin. To reveal the molecular mechanism of TAG and astaxanthin biosynthesis during transitions of sulfur nutritional status, namely sulfur-starvation (SS) and sulfur-replenishment (SR), the physiological responses and the transcriptomic dynamics of *C. zofingiensis* were examined.

**Results:**

The results revealed a reversible TAG and astaxanthin accumulation under SS, which is correlated with the reduction of cell growth and protein content, indicating the reallocation of carbon. By correlating the data on the physiological and transcriptional responses to different sulfur nutritional status, a model for the underlying mechanism of TAG and astaxanthin accumulation in *C. zofingiensis* was postulated, which involved up-regulation of key genes including diacylglycerol acyltransferase (*DGTT5*) and beta-carotene ketolase (*BKT1*), increased energy and NADPH supply by elevating the tricarboxylic acid (TCA) cycle and the oxidative pentose phosphate (OPP) pathway, and the increased carbon precursors (pyruvate and acetyl-CoA) through central carbon metabolism. In addition, the net enhancement of the de novo biosynthesis of fatty acids and the re-direction of the terpenoid precursors toward the branch catalyzed by lycopene beta cyclase (*LCYb*) and *BKT1* escalated the substrate availability for the biosynthesis of TAG and astaxanthin, respectively.

**Conclusions:**

In this study, the time-resolved transcriptional analysis of *C. zofingiensis* under SS and SR conditions was reported for the first time to elucidate the regulatory roles of key enzymes, including *DGTT5*, *BKT1* and *LCYb*, in the underlying mechanisms of TAG and astaxanthin accumulation.

## Background

Microalgae are promising candidates for production of the third-generation biodiesel; owing to advantages of high lipid content, fast growth rate and the capacity for photoautotrophic growth using CO_2_ as carbon source [1, 2]. Meanwhile, microalgae have also been considered as hosts for production of high-value products such as carotenoids, polyunsaturated fatty acids and polysaccharides, which are widely applied in the cosmetic, nutraceutical and pharmaceutical industries [3, 4]. Recently, an integrative microalgae biorefinery approach was proposed to promote the sustainability and the net commercial benefit via co-production of various products including high-value products and biofuel [5, 6]. *Chromochloris zofingiensis* is able to accumulate TAG and astaxanthin under stress conditions, such as nutrient depletion and high light [7, 8]. However, knowledge on the metabolism of lipids and astaxanthin in *C. zofingiensis* is still sparse; especially the mechanisms and factors involved in the transcriptional regulation is largely unclear, despite key genes associated with the TAG and astaxanthin biosynthesis pathways having been identified via bioinformatic analysis [9–11]. It is important to determine the parameters on the stress-induced accumulation of TAG and astaxanthin in *C. zofingiensis* and study the underlying metabolic mechanisms, the knowledge from which would aid further development of the co-production of microalgal biodiesel and high-value products.

Microalgae respond rapidly to environmental stresses such as nutrient depletion, salt stress and intense illumination [12, 13]. One of the best characterized stress factors is nitrogen deprivation which is known to induce lipid or/and carotenoids accumulation in a wide variety of microalgae [12, 14, 15]. Recently, several reports have described the underlying molecular mechanism for TAG or astaxanthin accumulation in *C. zofingiensis* under nitrogen starvation or glucose feeding [10, 16, 17]. While the impacts of the C/N ratio or nitrogen starvation have drawn much attention, little is known about that of the C/S ratio or sulfur-starvation (SS). Microalgae and higher plants require sulfur to produce numerous essential metabolites for cell growth and reproduction, such as sulfur-containing amino acids cysteine and methionine. Studies on sulfur acquisition and metabolism in higher plants have yielded fundamental understanding of the regulatory processes for sulfur assimilation, but with less focus on the regulatory mechanism of lipids or carotenoids biosynthesis [18, 19]. As for microalgae, previous study indicated that SS could be a more efficient approach to induce TAG production than N starvation, because prolonged cultivation under SS resulted in higher TAG accumulation in *Chlamydomonas reinhardtii* [20]. The induction of lipid biosynthesis was in tandem with a decrease of starch content in the green microalga *Parachlorella kessleri* [21]. In addition, SS induced the accumulation of astaxanthin in *Haematococcus pluvialis*, an important carotenoid with high market value [22]. Our previous research has revealed the simultaneous induction of TAG and astaxanthin accumulation under SS condition in *C. zofingiensis*, in which the yield of TAG and astaxanthin was even higher than that of N and P starvation [7].

The transcriptional regulatory mechanisms involved in TAG and astaxanthin accumulation under SS are unclear, and only a few regulators have been identified relating to lipid accumulation during SS [23, 24]. Therefore, analysis on the dynamics of the transcriptome of cells during sulfur-starvation would elucidate the underlying mechanism and shed light on the identification of gene targets. Furthermore, the transcriptomic analysis method is also applicable to study the physiological change through the recovery period of sulfur deprivation which has yet been reported. Previous study on the transcriptional responses to sulfur assimilation or TAG accumulation under SS condition was based on the model microalga *C. reinhardtii* [24, 25]. These studies have revealed a redirection of metabolic carbon flow from protein toward TAG synthesis in S-starved cells. Two kinases in *C. reinhardtii*, SNRK2.2 and TAR1, were indicated as TAG accumulation regulators responsible for the cellular responses to SS [23, 24]. However, due to the low abundance of biodiesel precursors and high-value compounds, *C. reinhardtii* is not ideal for productivity analysis. *C. zofingiensis* was recently proposed as a new model microalga to study the co-production of TAG and astaxanthin, due to its ability to accumulate TAG and astaxanthin, and robust growth characteristics under heterotrophic, phototrophic and mixotrophic cultivation conditions [10, 17]. Moreover, the whole genome of *C. zofingiensis* has been sequenced and the respective genetic engineering tools have been developed [9, 26]. Thus, *C. zofingiensis* was used in this study to investigate the dynamic metabolic responses to the transitions of sulfur status.

To reveal the responses of *C. zofingiensis* under SS and sulfur-replenishment (SR), physiological parameters referring to cell growth, photosynthetic activity, lipid content and carotenoid profiles were examined during the two-phase phototrophic cultivation. The time-resolved transcriptome was analyzed to elucidate underlying mechanisms of TAG and astaxanthin accumulation during sulfur-starvation, and identify potential target genes for metabolic engineering to further improve the capacity for TAG and astaxanthin production.

## Results

### Sulfur-starvation leads to cell growth inhibition and cellular ROS accumulation

A two-phase cultivation was conducted to assess the effects of SS and SR (Fig. 1a). In Phase I, *C. zofingiensis* cells cultivated in Kuhl medium were transferred into SS medium for sulfur-starvation treatment and the positive control cells were transferred into fresh Kuhl medium, then both cultures were incubated for a 2-day period. Cultures in the SS group turned light green after Phase I (Fig. 1b), and the chlorophyll content was substantially decreased (Fig. 1c). Then cells were transferred to Phase II and 1 mM Na_2_SO_4_ was added into the cultures (SR group), while the respective control groups, including the SS and the positive control groups, were kept unchanged. After resupplementation of sulfate, the yellow SS cultures reverted to green due to the recovery of chlorophyll content (Fig. 1c). The increase of biomass was repressed under SS along with a reduced cell proliferation rate; and the suppression on biomass and cell number was lifted after SR (Fig. 1d, e). The cellular level of ROS (reactive oxygen species), a group of signaling molecules regulating various physiological responses, was examined during this reversible process. The cellular level of ROS in SS cells was significantly higher (*p* < 0.05), and reached 1.39-fold and 1.65-fold of the control group at the end of Phase I and II, respectively (Fig. 1f). After SR, the ROS level gradually decreased to the same level as the control group, which is consistent with previous report that the ROS production was associated with the environmental stresses such as nitrogen depletion or intense illumination [27, 28].

**Fig. 1:**
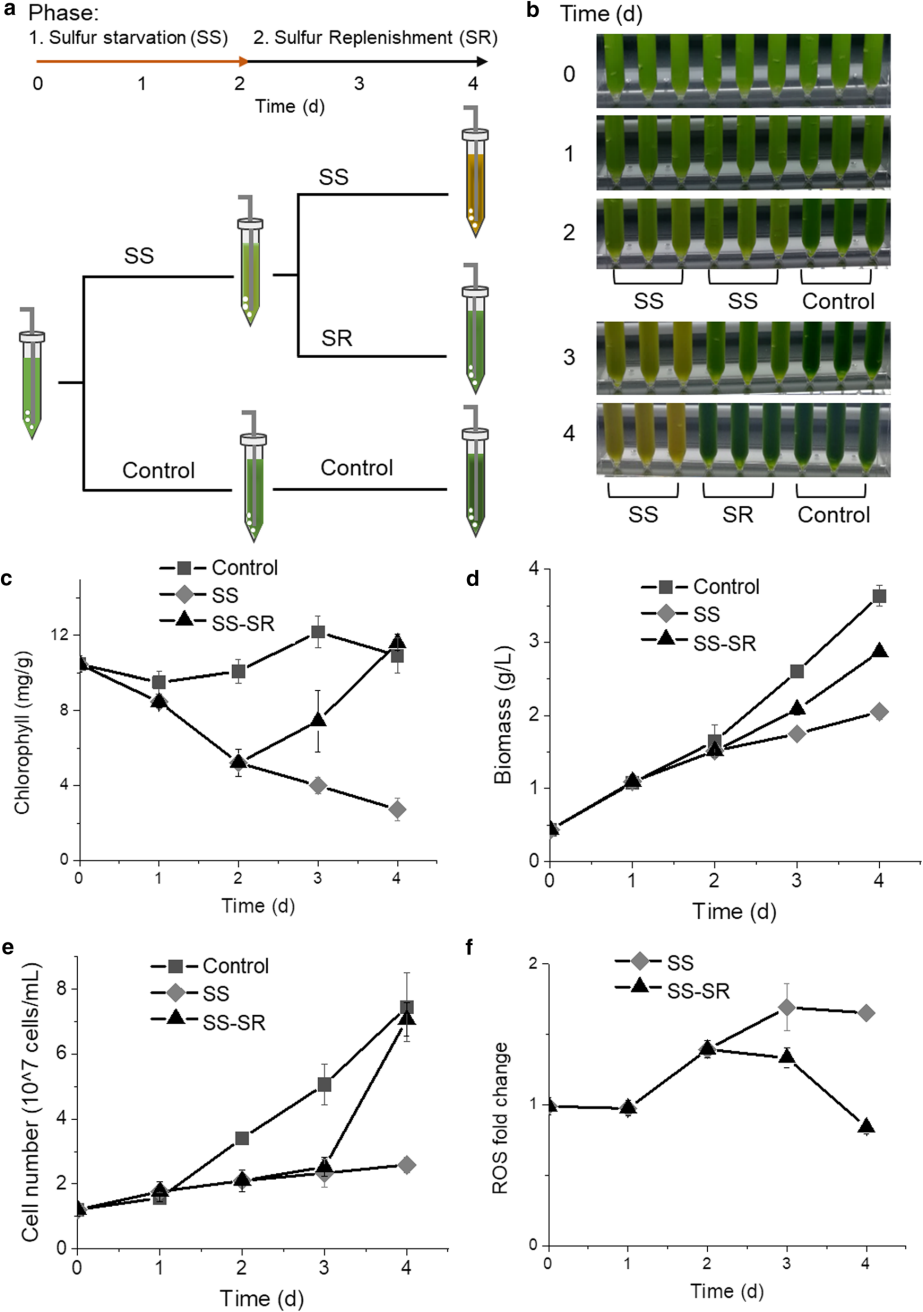
Growth of *C. zofingiensis* under SS and SR. **a** Schematic representation of the experiment design. **b***C. zofingiensis* culture status. **c** Chlorophyll content. **d** Biomass dynamics. **e** Cell number change. **f** ROS level changes with control group as standard. SR stage in SS–SR group was started after 2 days. DW, dry weight

### Under sulfur-starvation, TAG and astaxanthin accumulate while protein decreases

After the 4-day sulfur-starvation–replenishment experiments, the structural integrity and the biochemical composition of the biomass from each group were examined via 2D transmission electron microscopy (TEM) (Fig. 2a). The structure of the thylakoid membranes in the chloroplast was severely damaged under the SS condition, but restored after SR. Meanwhile, the amount of lipid droplets in the SS samples was substantially more than that of the positive control and the SR groups. The abundance of protein, starch, and total fatty acids (TFA) in each sample was also analyzed (Fig. 2b). The cell weight and cell size were increased in SS cultures. Among the three major components, protein accounted for approximately 40% of biomass in the positive control and SR cells on Day-4. It was shown that in the SS group, the protein content was decreased to 22.4% of biomass dry weight, although the protein level per cell was similar to control cells; in contrast, the TFA content reached 25.5% of the dry weight (compared with 10.6% in the positive control group), and the TFA level per cell was increased threefold, which is a significant (*p* < 0.05) stoichiometric change to the cellular composition. The variation in the TFA content between the SR and the positive control groups is insignificant (*p* > 0.05). Although the starch level per cell was increased in SS cells, the percentage of starch in biomass unchanged among all groups.

**Fig. 2:**
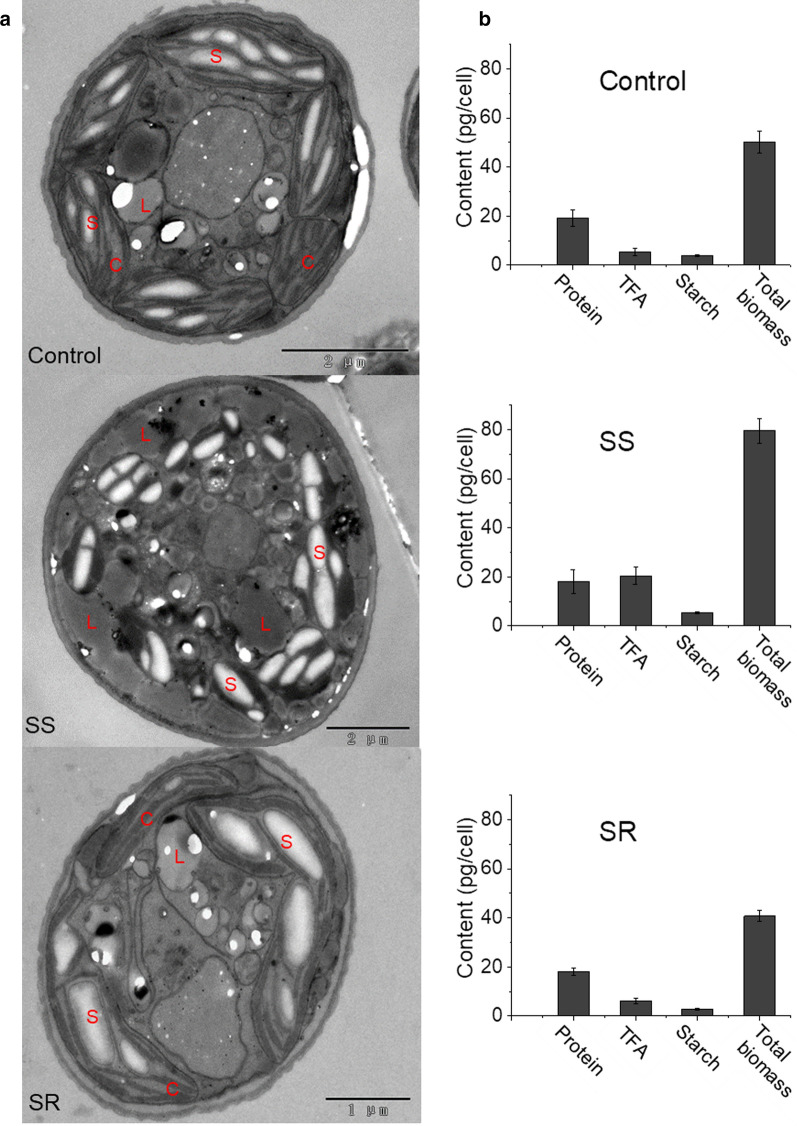
Subcellular structures (**a**) and (**b**) biochemical changes after 4 days. L, lipid droplet; S, starch granule; C, chloroplast

The time courses of protein, starch, TFA and TAG content were also plotted to show the dynamics of the cellular composition (Fig. 3). Under SS condition, the protein content was stably kept at the lowest level from Day-2 to Day-4, whereas that of the SR samples restored to the pre-starvation level in 2 days (Fig. 3a). The starch level remained unchanged in all groups under all tested conditions (Fig. 3b). The TFA level reached maxima under SS condition, which was 22.7% of the total dry weight on Day-2 and 25.5% on Day-4, and substantially decreased after replenishment of sulfate (Fig. 3c). The TAG content showed a similar pattern to that of the TFA, which peaked at 15.7% of the total biomass on Day-4 under the SS condition (Fig. 3d). Therefore, the TFA accumulation in *C. zofingiensis* is correlated with the reduction of the protein content.

**Fig. 3:**
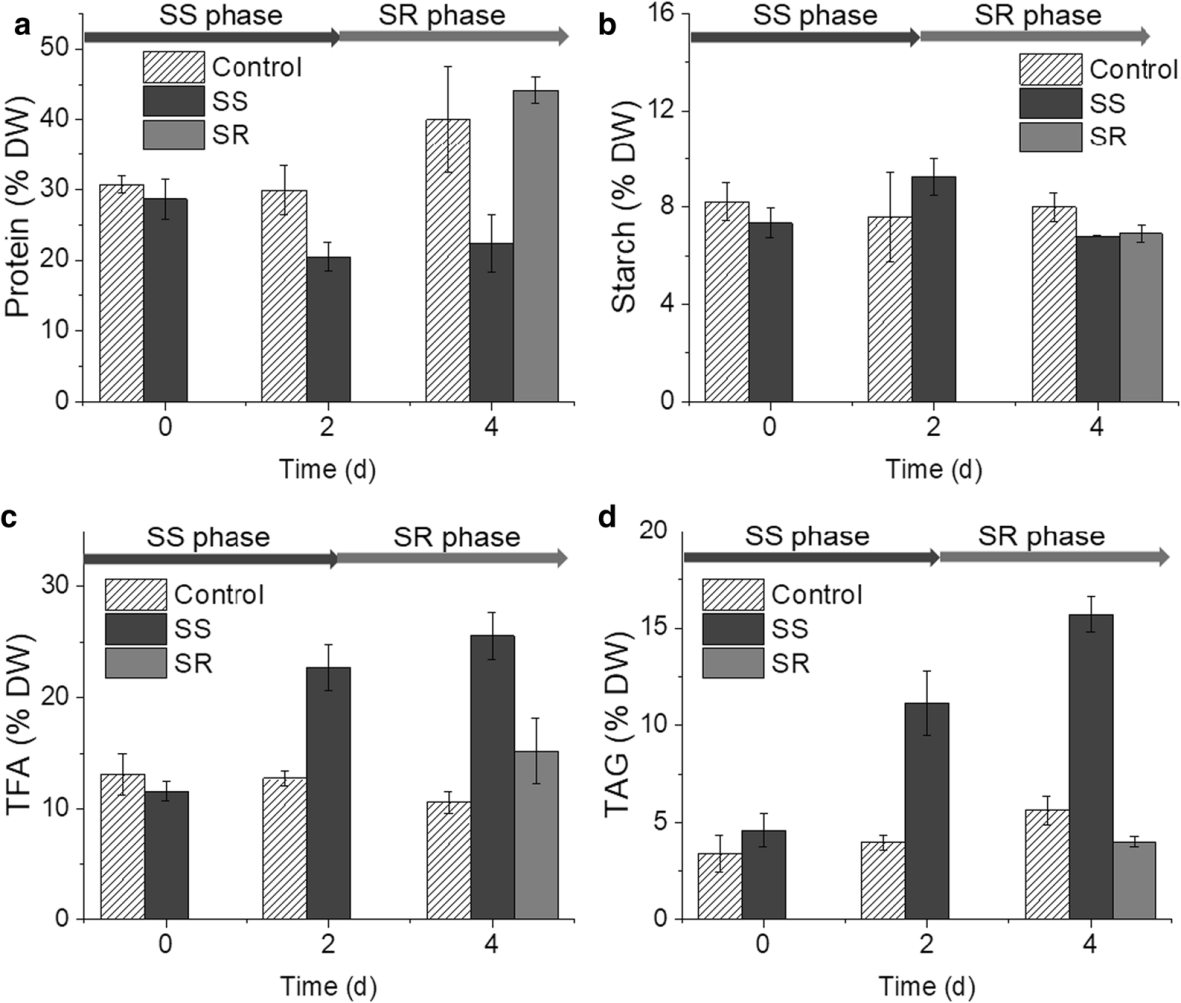
Time course of protein (**a**), starch (**b**), TFA (**c**) and TAG (**d**) content. DW, dry weight

The content of astaxanthin, a high-value compound, was significantly increased in *C. zofingiensis* under the SS condition, and the level per cell was also increased (Fig. 4a). The majority of astaxanthin was esterified with fatty acids as mono-ester and di-esters (Additional file 4: Fig. S1a). In contrast, the level of β-carotene, the precursor of astaxanthin, was significantly lower under the SS condition (*p* < 0.05) (Fig. 4b). Interestingly, these responses were also reversible after sulfate-replenishment as the contents of both astaxanthin and β-carotene were gradually recovered to a similar level as the control group. In addition, the contents of α-carotene in SS cells were lower than control and SR cells (Additional file 4: Fig. S1b), and the content of total carotenoids was decreased under SS (Additional file 4: Fig. S1c).

**Fig. 4:**
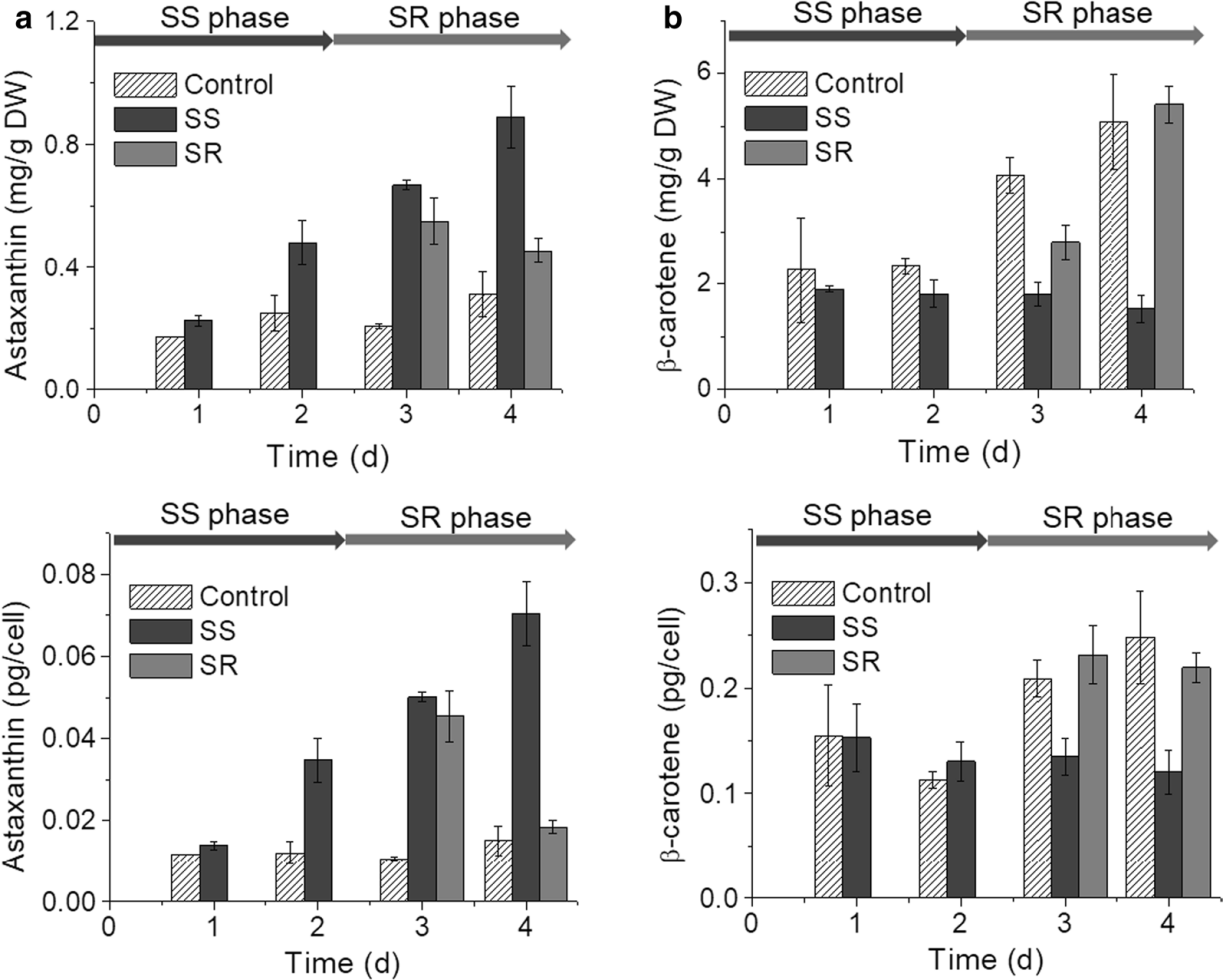
Time course of astaxanthin (**a**) and β-carotene (**b**) content. DW, dry weight

### Transcriptome analysis reveals the metabolic adjustments during SS and SR

To investigate the transcriptional regulations associated with sulfur-mediated metabolic responses, total RNA was extracted from the respective cells at the following time points: 0 h, 6 h, 12 h, 24 h and 48 h through the SS phase, and 12 h into the SR phase (referred as SR-12 h), 3 biological replicates were taken at each time point (Fig. 5a). 

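The transcriptome data comprised 18 samples of C. zofingiensis, a green microalga grown in liquid culture, with 3 biological replicates at each of 6 conditions. The control was taken at 0 h, 4 sets of samples followed at 6, 12, 24 and 48 h of sulfur starvation (SS), and the last set was taken 12 h after sulfur was supplied again (SR-12 h). The paper describes the SR phase as sodium sulfate added to the starved cultures, whereas the sample records describe cells transferred to fresh sulfur-containing medium, so which of these the SR-12 h cells had passed through is not settled here. The authors purified poly-A mRNA, sequenced single-end reads, removed adaptor and low-quality reads, aligned the clean reads to the genome with HISAT and to the reference genes with Bowtie2, and calculated expression with RSEM. The deposited value of a gene in a sample is its FPKM (fragments per kilobase of transcript, scaled to the mapped reads of the sample), given to 0.01, and a gene that a sample does not list was taken as 0. Read counts were not used here, so the depth of each sample was calculated as the clean reads multiplied by the share mapped to genes in the paper's Table S1. It ranged from 10109503 to 13673280 reads. The lowest, median and highest depths were 12821521, 13243441 and 13491921 reads at 0 h, 10109503, 12414371 and 12688064 at SS-6 h, and 12614255, 12709312 and 12966227 at SS-12 h. They were 13254779, 13454522 and 13473792 at SS-24 h, 13236887, 13519618 and 13673280 at SS-48 h, and 13370980, 13425213 and 13585228 at SR-12 h. The authors called differentially expressed genes with DESeq2, which needs counts. Here log2(FPKM + 1) of all 18 samples was fitted with limma (version 3.58.1, empirical Bayes with a mean-dependent trend), and p was adjusted over all genes by the Benjamini-Hochberg method. A gene was called higher or lower where its log2 fold change was at least 1 in size and its adjusted p at most 0.05. All log2 fold changes are on the log2(FPKM + 1) scale, which understates the change of genes with low FPKM. The choices that could change the numbers are the pseudocount, a minimum of expression, the scaling between samples and single replicates, and each was varied. No genome was used, so positions of genes are not given, and gene names are those the paper's tables pair with the gene IDs.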

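Per sample, 23345193 to 23960080 clean reads are listed in Table S1. The relative depth of the samples could also be read from the smallest steps between FPKM values, since 1 read adds a fixed amount to a gene of given length. Set relative to the other samples, that depth differed from the depth in Table S1 by at most 0.012 in any of the 18 samples.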

For each sample, approx. 24 million clean reads were obtained and mapped into the reference genome. In total, 15,224 genes were detected (See Additional file 1). 

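The deposited FPKM values list 15220 genes in at least 1 sample, of which 13749 are listed in every sample. The number of genes listed per sample equalled the number in Table S1 for 18 of 18 samples. It was 14682 to 14697 at 0 h, 14351 to 14467 at SS-6 h, 14521 to 14551 at SS-12 h, 14636 to 14660 at SS-24 h, 14802 to 14867 at SS-48 h and 14619 to 14671 at SR-12 h. The 3 replicates of SS-6 h thus each listed fewer genes, and those of SS-48 h more, than any replicate of another condition. The count of detected genes changed with the level that counts as detection. It fell to 14410 with an FPKM of at least 1 in a sample and was 15132 with an FPKM above 0.1.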

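Pearson's r of FPKM was calculated across genes for each pair of samples; genes are not independent replicates, so r describes the profiles. Its mean was 0.987 over the 18 pairs of replicates of 1 condition and 0.745 over the 135 pairs of samples from different conditions. A difference this large was reached by none of 100000 random relabellings of the 18 samples (one-sided permutation test, p = 1e-05, the smallest p they can give). Among replicates the mean r was 0.995 at 0 h, 0.963 at SS-6 h, 0.996 at SS-12 h, 0.996 at SS-24 h, 0.978 at SS-48 h and 0.996 at SR-12 h. The lowest r among replicates, 0.934, was at SS-6 h, and without SS-6 h replicate 1 the mean over replicate pairs rose to 0.992. In the principal component analysis of the correlation matrix with genes as observations, the first component held 78.79% and the second 12.41% of the variance, and both numbers match those on the axes of Fig. 5c. Of the alternatives, treating samples as observations moved these shares most, to 41.47% and 22.33%.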

According to the Pearson correlation coefficient and the PCA analysis, the transcription profiles of the 18 samples generated in this study had high reproducibility among the three biological replicates (Fig. 5b, c). Moreover, the total expression level of the samples taken at 6 h and 48 h showed greatest difference compared with the control group (0 h), while that from the samples taken at 12 h and 24 h were less obvious. 

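The mean Pearson's r of FPKM with the 0 h samples, over the 9 pairs of samples at each time point, was 0.541 at SS-6 h (range 0.509 to 0.571) and 0.570 at SS-48 h (0.532 to 0.632). It was 0.796 at SS-12 h (0.784 to 0.813) and 0.864 at SS-24 h (0.852 to 0.883). Every pair at SS-6 h and SS-48 h thus had a lower r than every pair at SS-12 h and SS-24 h, while the ranges of SS-6 h and SS-48 h overlapped. On the log2(FPKM + 1) scale, which weighs abundant genes less, the values were closer together, at 0.848 for SS-6 h, 0.888 for SS-48 h, 0.918 for SS-12 h and 0.941 for SS-24 h. The range at SS-48 h was then 0.869 to 0.900 and that at SS-12 h 0.910 to 0.927.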

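The SR-12 h samples had a mean Pearson's r of FPKM with the 0 h samples of 0.918, with 9 pairs from 0.895 to 0.942. Each of these pairs had a higher r than every pair between 0 h and a starved time point. The order depended on the scale: on log2(FPKM + 1) the mean r of SR-12 h with 0 h was 0.930 (range 0.926 to 0.935), below the 0.938 to 0.947 of the SS-24 h pairs, and Spearman's correlation ranked SS-24 h (0.917) above SR-12 h (0.901) as well.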

The expression level of the SR-12 h samples was most similar to that of 0 h; together, the changes in the transcriptome pattern correlated well with the changes of the physiological and biochemical parameters through each phase.

**Fig. 5:**
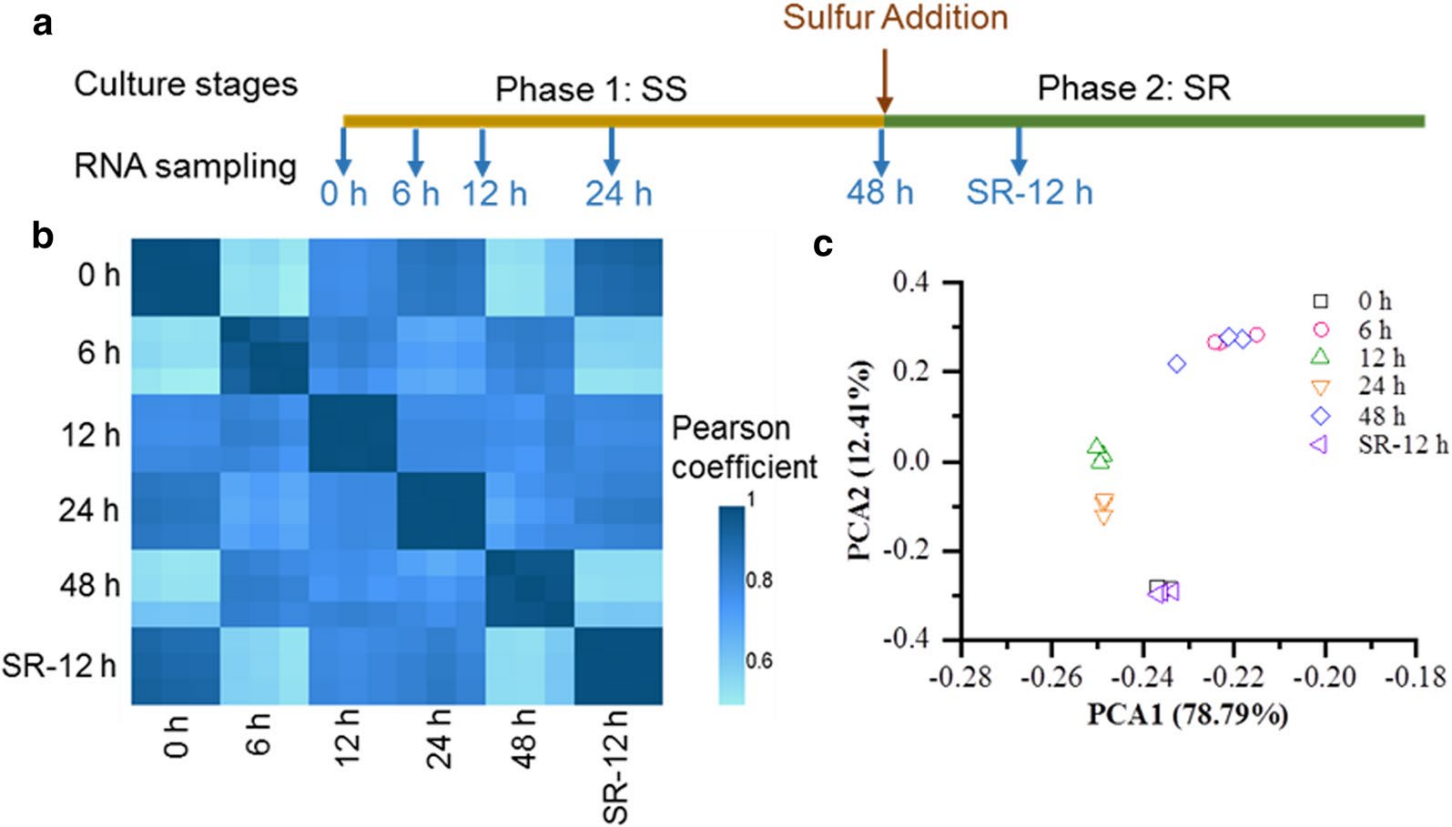
Overview of the transcriptome analysis. **a** Experimental design of RNA sampling during transitions of sulfur nutritional status. **b** Pearson correlation analysis of all gene expression levels. **c** Principal component analysis (PCA) analysis

The changes in transcript abundance relative to the control group (0 h) were expressed as log2FoldChange (FC), and the genes with log2FC ≥ 1 or ≤ − 1 and *p*_adj_ ≤ 0.05 were regarded as differentially expressed genes (DEGs). 

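With the same 2 thresholds, limma's test on log2(FPKM + 1) was first run on simulated values made from the deposited ones. Every group was given the 0 h means, and each gene 1 spread, averaged over the 6 conditions. Of 15218 genes, 200 that were not of low FPKM at 0 h were changed at SS-6 h by known amounts. Recovery of changed genes of low FPKM, or with the spread of SS-6 h itself, was thus not tested. Limma's test called 193 of the 200 genes (96.5%) in the right direction, among them 131 of the 134 with a true log2 change of 2 or 3, and 1 unchanged gene. The median difference of fitted and true log2 change was -0.001.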

In total, 9101 genes were recognized as DEGs from all groups. 

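In limma's test with Benjamini-Hochberg adjustment, 7330 genes were called higher or lower than at 0 h at 1 or more of the later time points, SR-12 h included. The number moved most with the measure of fold change and the minimum of expression. It was 8362 with the fold change taken from the mean FPKM of each condition and 6298 with only genes of a mean FPKM of at least 5. After median-ratio scaling it was 7008. Leaving out single replicates gave 7126 (without SS-6 h replicate 1) to 7621 (without SS-6 h replicate 3).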

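Against 0 h, limma's test with Benjamini-Hochberg adjustment called 1467 genes higher and 3308 lower at SS-6 h, 1129 higher and 1813 lower at SS-12 h, 695 higher and 1048 lower at SS-24 h, and 1927 higher and 1224 lower at SS-48 h. SS-6 h thus had the most called genes, 4775, followed by SS-48 h with 3151, SS-12 h with 2942 and SS-24 h with 1743. The split between higher and lower depended on the scaling between samples more than on any other choice. Over the 13778 genes with a mean FPKM of at least 1, the median log2 fold change was -0.200 at SS-6 h, -0.060 at SS-12 h, -0.026 at SS-24 h and 0.218 at SS-48 h; median-ratio scaling, which sets such a median near 0, shifts all genes of a time point by about that amount. After it, 2067 genes were higher and 2763 lower at SS-6 h, and 1268 were higher and 1531 lower at SS-48 h, so that at SS-48 h the larger group changed from the higher to the lower genes. At SS-12 h the counts after median-ratio scaling were 1227 and 1686 and at SS-24 h 734 and 1007, and SS-12 h then had slightly more called genes than SS-48 h. Of the genes called with FPKM as deposited, 4230 at SS-6 h and 2492 at SS-48 h were also called after this scaling. Without single replicates the number of higher genes at SS-6 h was 1375 (without SS-6 h replicate 1) to 1647 (without SS-6 h replicate 3).

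**Figure D1:**
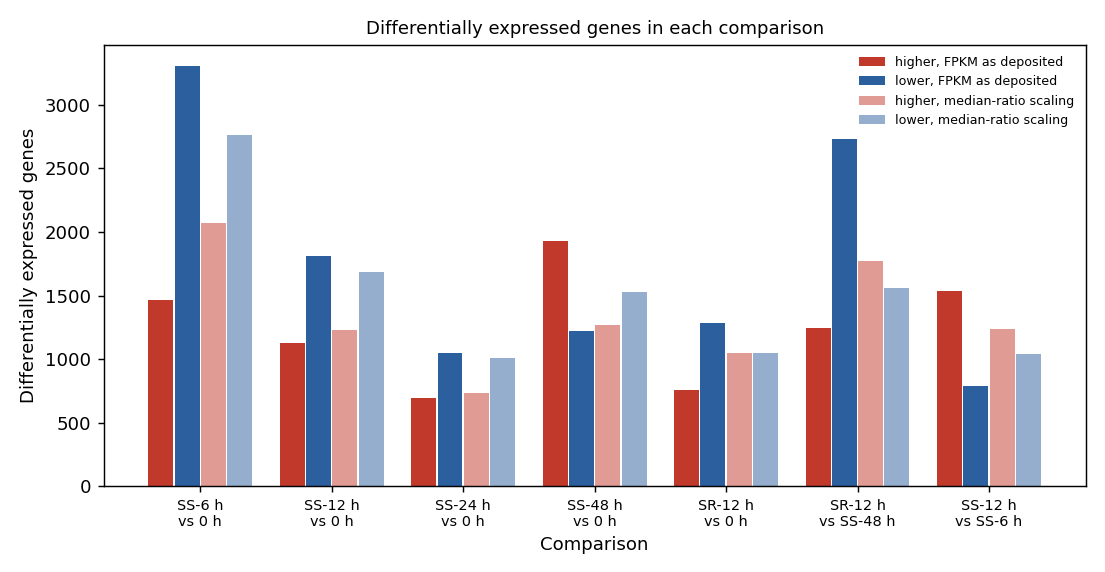
Number of genes called higher (red bars) and lower (blue bars) in limma's test for each of the 7 comparisons. Dark bars are from FPKM as deposited and light bars from FPKM after median-ratio scaling; at SS-48 h the deposited values give 1927 higher and 1224 lower genes and the scaled values 1268 and 1531.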

As shown in the volcano plots (Additional file 4: Fig. S2), the 6 h group contains more DEGs, with 2189 up-regulated genes and 2953 down-regulated genes, followed by the 12 h group with 1349 up-regulated genes and 2079 down-regulated genes. Thus, a global transcriptional cascade was stimulated by the SS stress within 6 h, and the reduction of the transcripts level during the 6- to s12-h period indicated cells begin to acclimate to the SS condition, and the transcriptional responses were effectively arrested by sulfur-resupplementation.

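Between SS-6 h and SS-12 h directly, 1533 genes were higher and 788 lower at SS-12 h in limma's test with Benjamini-Hochberg adjustment, and 1238 and 1043 after median-ratio scaling. Of the 4775 genes called at SS-6 h against 0 h, 2190 were called in the same direction at SS-12 h, 2565 were not called and 20 were called in the opposite direction. Of the genes lower at SS-6 h, 1240 were called higher at SS-12 h than at SS-6 h, and 538 of the genes higher at SS-6 h were called lower. At SS-12 h, 732 genes were called that were not called at SS-6 h. SR-12 h against SS-48 h gave 1249 genes higher and 2732 lower, whereas after median-ratio scaling 1775 were higher and 1556 lower, so the larger group depended on the scaling; the median log2 fold change of this comparison was -0.356. Against 0 h, SR-12 h had 760 genes higher and 1281 lower, and 1049 and 1049 after median-ratio scaling. The paper reads the reduced transcript level between 6 and 12 h as a sign of cells that begin to acclimate, and states that sulfur resupply arrested the transcriptional responses.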

To elucidate the key genes associated with the cellular responses to sulfur stress and recovery, DEGs of 6 h (compared with 0 h) and SR-12 h (compared with 48 h) were analyzed using the reference database “KEGG” for pathway classification and functional enrichment (Additional file 4: Fig. S3). The KEGG category containing most DEGs from the 6 h sample was “Global and overview maps”, then followed by “Translation”, “Folding, sorting and degradation”, “Carbohydrate metabolism”, “Amino acid metabolism” and “Lipid metabolism” (Additional file 4: Fig. S3a). That of the DEGs from the SR-12 h sample are “Translation”, “Carbohydrate metabolism” and “Lipid metabolism”, which indicated that SS stress and SR reversion mainly act upon protein synthesis, carbohydrate and lipid metabolism (Additional file 4: Fig. S3b). 

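The paper lists the DEGs of the enriched pathways but not those of whole KEGG categories, so the categories were not counted here. Of the pathways of translation, 28 of the 54 genes that the paper lists for "Ribosome biogenesis in eukaryotes" at SS-6 h are given in the copy of Additional file 2 used here. Against 0 h, 18 of them were called higher and 2 lower in limma's test (18 and 2 adjusted over the list alone; because the study chose these genes from the same samples, the latter is not independent evidence). Their median log2 fold change was 1.26, 1.46 above the median of all genes, and 26 were higher after median-ratio scaling. At SR-12 h against SS-48 h, 8 of the 28 were lower and none higher, and after median-ratio scaling 1 was lower and 1 higher. For lipid metabolism, all 26 genes listed under "Fatty acid biosynthesis" at SR-12 h are given; 23 were lower and 2 higher at SR-12 h than at SS-48 h (2 and 23 adjusted over the list alone), with 23 and 3 after median-ratio scaling. The 20 genes of "Fatty acid elongation" went both ways, 8 higher and 10 lower. Both fatty acid lists were chosen on SR-12 h against SS-48 h, so these counts are not independent evidence.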

The KEGG pathways significantly enriched (*p* < 0.1) were listed (see Additional file 2). 

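Of the 47 DEGs that the paper lists for "Fatty acid metabolism" at SS-6 h, 28 are given in the copy used here, and of the 312 for "Biosynthesis of secondary metabolites" also 28. These may be the top of longer lists, so no enrichment was tested. At SS-6 h against 0 h, 11 of the 28 fatty acid metabolism genes were called higher and 8 lower in limma's test (11 and 8 adjusted over the list alone, not independent evidence, since the study chose the genes on these samples), with log2 fold changes from -2.17 to 5.56. After median-ratio scaling 19 were higher and 7 lower, the largest move under any scaling. Of the 28 genes of secondary metabolites 13 were higher and 8 lower (13 and 8 adjusted over the list alone), and 18 and 7 after median-ratio scaling. Both lists therefore held genes that rose and genes that fell.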

There are 8 pathways under the “Global and overview maps” directory, among which “fatty acid metabolism” and “biosynthesis of secondary metabolites” were enriched in DEGs of the SS 6 h sample. For identification of key functional elements, 20 most enriched KEGG categories were showed (Additional file 4: Fig. S3c, d). DEGs of the 6 h sample were highly enriched in “Photosynthesis-antenna proteins” and “Proteasome”. 

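The paper's Additional file 2 counts 18 DEGs among 21 genes for antenna proteins and 31 among 41 for the proteasome at SS-6 h. All 18 antenna-protein genes and 28 of the 31 proteasome genes are given in the copy used here. For the antenna proteins the summed FPKM of the 17 genes other than LHC11 changed by a log2 ratio of -3.20 between 0 h and SS-6 h.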

The DEGs in the “Photosynthesis-antenna proteins” category were substantially down-regulated and that of the “Proteasome” category were up-regulated (Additional file 4: Fig. S4). 

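At SS-6 h against 0 h, 17 of the 18 antenna-protein genes were called lower in limma's test and 1, LHC11 (Cz14g01080), higher, and these calls held under each of the 3 scalings. Their median log2 fold change was -2.66, or -2.46 relative to the median of all genes. The largest fall was that of LHC17 (Cz07g02110), -5.43 (standard error 0.20, adjusted p = 6.7e-12), and the smallest that of LHCSR (Cz16g02040), -1.65 (standard error 0.15, adjusted p = 7.8e-08). LHC11, in contrast, rose by 5.58 (standard error 0.14, adjusted p = 2.6e-13), from 3.80 ± 0.799 to 227 ± 16.0 FPKM (mean ± SD, n = 3). The antenna-protein genes remained low at SS-48 h, where 17 were lower with a median of -5.86. Of the 28 proteasome genes 21 were higher and 2 lower, and 26 had a log2 fold change above 0. The counts were 21 and 2 adjusted over the list alone, which is not independent evidence because the study chose both lists on these samples. The number of higher proteasome genes depended on the scaling: it was 26 after median-ratio scaling, 18 after rescaling to TPM and 8 after quantile normalization. It was 16 without SS-6 h replicate 1 and 24 without SS-6 h replicate 3. The median log2 fold change of the 28 genes was 1.24, 1.44 relative to all genes. The highest values, in Cz09g20230 and Cz05g37130, were both 1.57. The 2 lower proteasome genes were Cz08g32160 (-2.69) and Cz07g09200 (-1.68); the latter was not called without SS-6 h replicate 1, where it was -0.99, with only the SS-6 h and 0 h samples in the fit or with an adjusted p of at most 0.001.

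**Figure D2:**
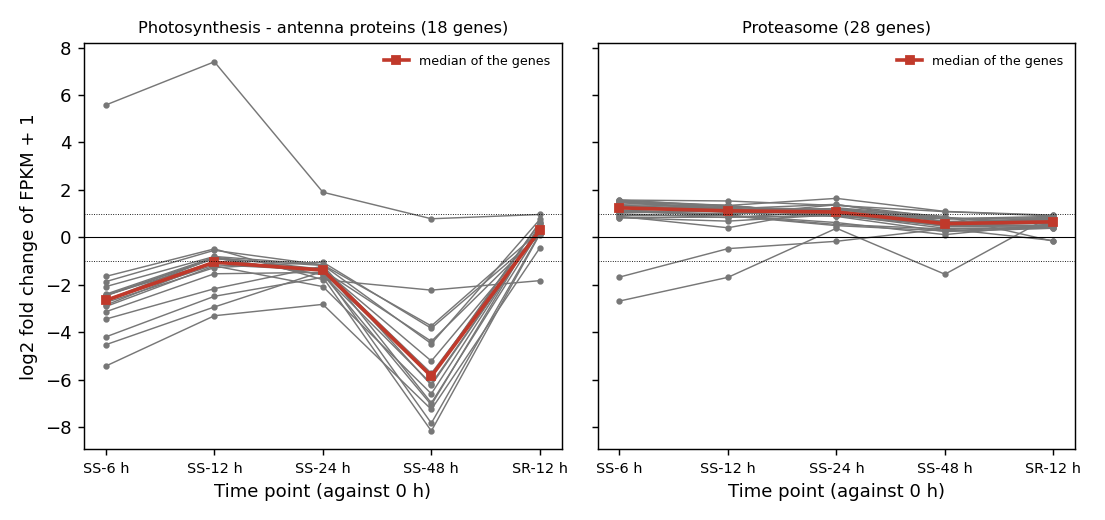
Log2 fold change against 0 h (vertical axis) at the 5 later time points for the 18 antenna-protein genes and the 28 proteasome genes. Grey lines are single genes, the red line is their median and dotted lines mark log2 fold changes of 1 and -1; all antenna-protein genes but LHC11 lie below -1 at SS-6 h.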

In tandem with previously observed protein content reduction and thylakoid damage (Fig. 2), the transcriptome analysis provided additional evidence on SS-mediated photosynthesis system and protein degradation. DEGs in significantly enriched KEGG pathways (*p* < 0.1) were listed (Additional file 2), and those appeared in both SS 6 h and SR 12 h were selected for hierarchical cluster analysis to sort these genes according to the similarity between their expression profiles and elucidate the networks of co-expressed genes (Additional file 4: Fig. S5). Not surprisingly, DEGs in “Photosynthesis-antenna proteins” and “Porphyrin and chlorophyll metabolism” categories clustered together sharing similar transcriptional patterns that down-regulated under SS and reverted after SR. 

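At SR-12 h, the paper lists 16 antenna-protein genes and 37 genes of porphyrin and chlorophyll metabolism, of which 16 and 28 are given in the copy used here. Both lists were chosen on SR-12 h against SS-48 h, so calls in that comparison are not independent evidence. All 16 antenna-protein genes were called higher at SR-12 h than at SS-48 h in limma's test, with log2 fold changes of 3.91 to 8.30. None was called against 0 h at SR-12 h (-0.45 to 0.75), although 15 values were above 0, with a median of 0.30. The list of SS-6 h holds 2 more genes. LHCSR (Cz16g02040) was called lower than at 0 h at SR-12 h, -1.83, after -2.23 at SS-48 h. LHC11 (Cz14g01080) was at 0.96 at SR-12 h and not called, but called at 1.09 without 0 h replicate 3, 1.02 without SR-12 h replicate 3, after median-ratio scaling (1.08) and quantile normalization (1.28), with a pseudocount of 0.1 (1.12) or 0.5 (1.05) and with the fold change of mean FPKM (1.12). The porphyrin genes were less uniform. At SS-6 h 13 of 28 were lower and 4 higher than at 0 h (4 and 13 adjusted over the list alone, not independent evidence, since the study chose the genes on these samples), and after median-ratio scaling 10 and 6. At SS-12 h, in contrast, 10 were higher and 2 lower, with a median log2 fold change of 0.59. At SS-24 h 15 were lower and 4 higher, and at SS-48 h 15 and 5. From SS-48 h to SR-12 h 22 were called higher and 4 lower. At SR-12 h 12 of the 28 were called higher and 1 lower than at 0 h, while 23 log2 fold changes were above 0 and 5 below.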

Gene ontology (GO) analysis was also conducted and the distribution of most enriched GO terms for biological processes, molecular functions, and cellular components was listed (See Additional file 2). In SS 6 h group, GO terms associated with ribosome were highly enriched, and GO terms linked to thylakoid, chloroplast and photosynthesis were highly enriched in SR 12 h group. 

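Additional file 2 lists the DEGs of the GO terms, for the longer terms only in part in the copy used here, and the terms were not tested. For the ribosome, 28 of the 91 DEGs of the KEGG pathway at SS-6 h are given. Of these 18 were called higher at SS-6 h and 27 at SS-12 h in limma's test (none lower; 18 and 27 adjusted over the list alone, not independent evidence, since the study chose the genes on these samples). The median log2 fold change was 1.18 and 1.32. The count at SS-6 h was 27 after median-ratio scaling and 6 after quantile normalization, and that at SS-12 h 27 and 9, but all 28 values were above 0 at either time point with FPKM as deposited. For photosynthesis, 28 of the 43 DEGs of the KEGG pathway at SR-12 h are given, and 20 of them were higher and 4 lower than at SS-48 h (20 and 4 adjusted over the list alone). The study chose this list on the same comparison, so these counts are not independent evidence.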

The top 100 genes having highest differential expression in SS 6 h group (50 for up-regulation and 50 for down-regulation) were identified (See Additional file 3), and most of them were unknown in function according to sequence BLAST in Non-Redundant Protein Sequence Database.

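Of the 100 genes, 97 are given in the copy of Additional file 3 used here, 48 up-regulated and 49 down-regulated. Limma's test with Benjamini-Hochberg adjustment called 47 of the 48 higher and 49 of the 49 lower at SS-6 h than at 0 h. Their log2 fold changes ranged over 1.81 to 9.56 and -7.02 to -1.30. No hit in the protein database is given for 17 of the 48 and 14 of the 49 genes. The largest rises of all genes whose replicates did not overlap were those of Cz03g06020, 9.56 (standard error 0.47, adjusted p = 1.1e-10), and Cz03g06010, 9.01, and the largest fall was that of UNPLg00344, -7.02 (standard error 0.39, adjusted p = 3.7e-10). Between 3 and 3 samples, 10% of genes are without overlap by chance. Without 0 h replicate 3 the value of Cz03g06020 was 10.20. At SR-12 h against 0 h 4 of the 48 were still higher and 12 lower, and of the 49 9 were still lower.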

### The transcriptional impact of SS on TAG biosynthesis

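Table S2 pairs 169 gene IDs with abbreviations, and all 169 were found among the deposited genes. Against 0 h, limma's test called 46 of them higher and 21 lower at SS-6 h (46 and 21 adjusted over the list alone, not independent evidence where the study chose genes on these samples). The counts at SS-6 h were 60 and 15 after median-ratio scaling. They were 13 and 10 at SS-12 h, 13 and 9 at SS-24 h, 25 and 11 at SS-48 h and 3 and 18 at SR-12 h. At SS-48 h the larger group changed with the scaling, with 12 and 14 after median-ratio scaling. The median log2 fold change of the 169 genes at SS-6 h was 0.32, 0.52 above the median of all genes.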

Considering the potential of using *C. zofingiensis* for co-production of TAG and astaxanthin, the genes encoding key enzymes of the TAG and carotenoids’ biosynthesis pathway were identified (Additional file 4: Table S2), and their transcriptional level at each time point was analyzed (Fig. 6).

**Fig. 6:**
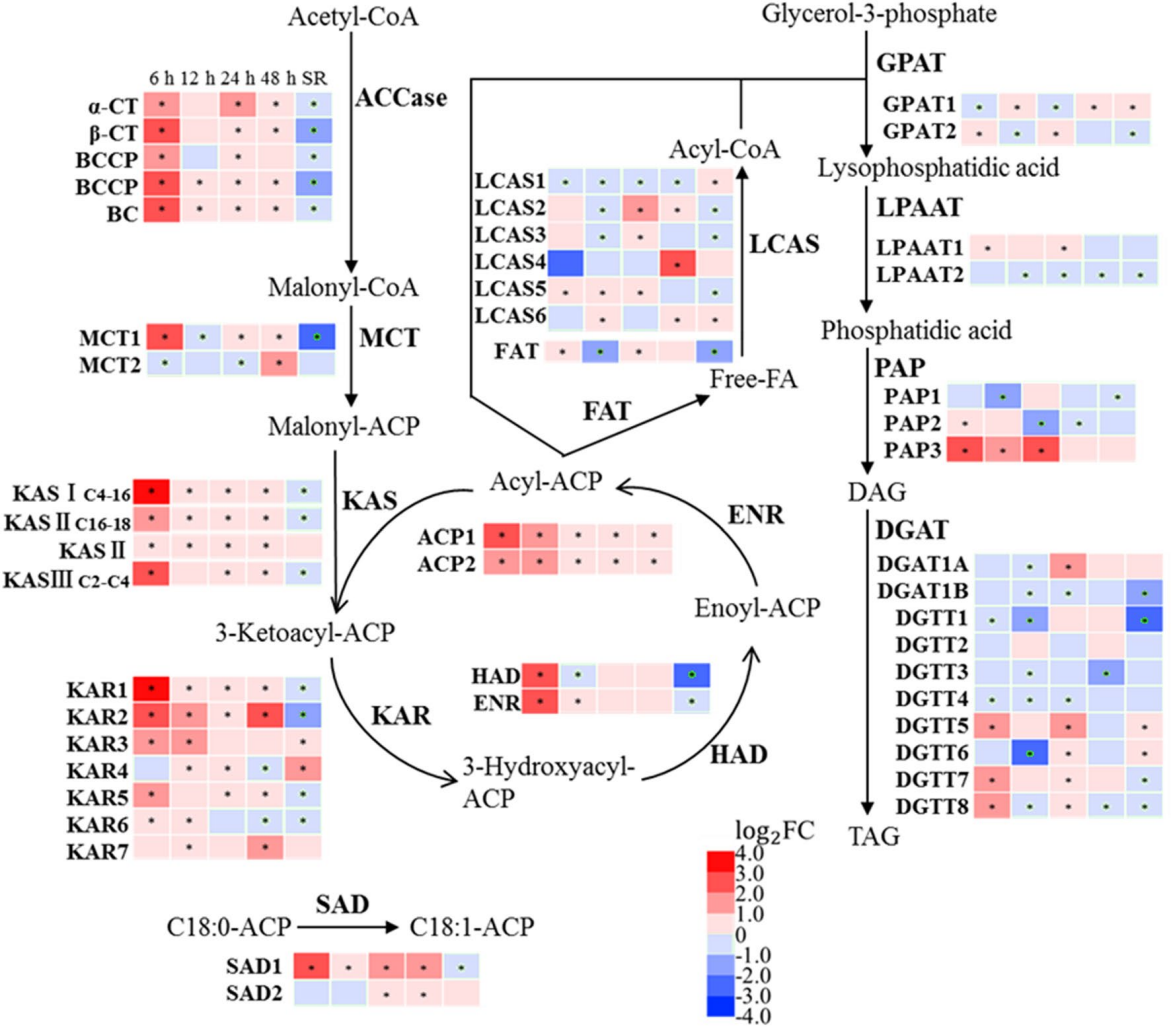
Transcriptional regulation of FA and TAG biosynthesis in response to SS and SR. The asterisk indicates Adjusted *p* value (*p*_adj_) ≤ 0.05. ACCase, acetyl-CoA carboxylase; CT, carboxyltransferase subunit; BCCP, biotin carboxyl carrier protein; BC, biotin carboxylase; MCT, malonyl-CoA:Acyl carrier protein transacylase; KAS, 3-oxoacyl-[acyl-carrier-protein] synthase; KAR, 3-oxoacyl-[acyl-carrier protein] reductase; HAD, 3-hydroxyacyl-[acyl-carrier-protein] dehydratase; ENR, enoyl-[acyl-carrier protein] reductase; SAD, Acyl-[acyl-carrier-protein] desaturase; FAT, acyl carrier protein thioesterase; LCAS, long-chain acyl-CoA synthetase; GPAT, glycerol-3-phosphate acyltransferase; LPAAT, 1-acyl-sn-glycerol-3-phosphate acyltransferase; PAP, phosphatidate phosphatase; DGAT, Diacylglycerol *O*-acyltransferase, type I; DGTT, Diacylglycerol *O*-acyltransferase, type II

Fatty acids (FAs) are required as the substrates for TAG production, and hence the expression of the key genes in the FA biosynthesis pathways was analyzed first. Acetyl-CoA is the precursor in the de novo FA biosynthesis pathway, and acetyl-CoA carboxylase (ACCase) produces malonyl-CoA which is used in fatty acid synthesis and elongation of fatty acids [29]. Subunits of ACCase [the biotin carboxylase (BC), the biotin carboxyl binding protein (BCCP), and α- and ß-carboxyltransferases (α- and ß-CT)] were all significantly up-regulated within 6 h of SS. 

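At SS-6 h, all 5 genes of the ACCase subunits in Table S2 were called higher than at 0 h in limma's test with Benjamini-Hochberg adjustment, also under each of the 3 scalings. The log2 fold change was 2.56 (standard error 0.11, adjusted p = 3.9e-11) for BCCP2 (Cz06g20040), 2.42 for BC (Cz13g10110), 1.99 for β-CT (Cz02g17060), 1.69 for BCCP1 (Cz03g28270) and 1.67 (standard error 0.15, adjusted p = 1.0e-07) for α-CT (Cz02g12030). FPKM of BCCP2 was 158 ± 5.91 at 0 h and 942 ± 123 at SS-6 h (mean ± SD, n = 3). From SS-6 h to SS-12 h all 5 genes fell, by log2 fold changes of -2.14 to -1.71, and at SS-12 h their values against 0 h were -0.09 to 0.42. At SS-24 h only α-CT was higher among the 5 (1.18). At SS-48 h α-CT (1.08) and BC (1.09) were called; BC was not called without SS-48 h replicate 2 (0.99), and BCCP2 (0.98) was called without 0 h replicate 3 (1.01) or SS-48 h replicate 1 (1.09). After median-ratio scaling none of the 5 passed the threshold at SS-48 h (α-CT 0.86, BC 0.87), whereas BCCP2 did after rescaling to TPM (1.05) and after quantile normalization (1.14). The separate gene named ACCase in Table S2 (Cz19g10190) went the other way at SS-6 h, with a log2 fold change of -1.50 (standard error 0.15, adjusted p = 4.2e-07), and at SS-48 h it was -1.03, or -0.97 without 0 h replicate 1, -0.99 without SS-48 h replicate 1 and -0.96 after rescaling to TPM, and then not called.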

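Of the 23 genes that Table S2 lists for FA biosynthesis, 14 were called higher at SS-6 h than at 0 h and 1 lower in limma's test with Benjamini-Hochberg adjustment. The counts were 14 and 1 adjusted over the list alone, which is not independent evidence where the study chose genes on these samples. Their log2 fold changes had a median of 1.73, 1.93 above the median of all genes. Median-ratio scaling moved the count most, to 17 higher genes, and it stayed at 14 without SS-6 h replicate 1. The largest rise was that of KAS I (Cz02g14160), 3.60 (standard error 0.14, adjusted p = 1.0e-11), from 101 ± 5.03 to 1247 ± 189 FPKM (mean ± SD, n = 3). KAR1 (Cz01g34370) rose by 3.24 (standard error 0.12, adjusted p = 7.7e-12) and KAR2 (Cz16g00050) by 2.32 (standard error 0.38, adjusted p = 5.5e-05). On the linear scale the fold change of KAS I was 12.1, the fold change of KAR1 9.48 and the fold change of KAR2 4.98. SS-6 h replicate 1 lowered the value of KAR2, as its log2 fold change was 2.91 without SS-6 h replicate 1. From the mean FPKM of the conditions it was 2.87, a fold change of KAR2 of 7.31, next after KAS I and KAR1. On the log2(FPKM + 1) scale with FPKM as deposited and all replicates, other FA biosynthesis genes rose by more than KAR2, with ACP1 (Cz09g30220) at 2.78, MCT1 (Cz13g05150) at 2.69, BCCP2 (Cz06g20040) at 2.56 and BC (Cz13g10110) at 2.42, as did SAD1 (Cz04g09090) of the FA desaturation genes, at 2.44. HAD (Cz01g09160) rose by 2.23, ENR (Cz11g20040) by 1.93, KAS III (Cz18g03070) by 1.88 and the KAS II gene UNPLg00257 by 1.73. The other KAS II gene, Cz06g14030, did not reach the threshold at 0.72. Of the remaining KAR genes, KAR3 (Cz10g18200) was at 0.96 and was called without SS-6 h replicate 3 (1.10), KAR5 at 0.83, and KAR4, KAR6 and KAR7 at -0.36, 0.30 and 0.12. After median-ratio scaling KAR3 (1.17) and KAR5 (1.03) were also called, KAR5 after quantile normalization (1.05) and KAR3 with the fold change of mean FPKM (1.00) as well. SAD2 (Cz13g17200), of the FA desaturation genes as well, was at -0.21. At SS-12 h 4 of the 23 genes were higher, at SS-24 h 1, and at SS-48 h 7, the last falling to 3 after median-ratio scaling.

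**Figure D3:**
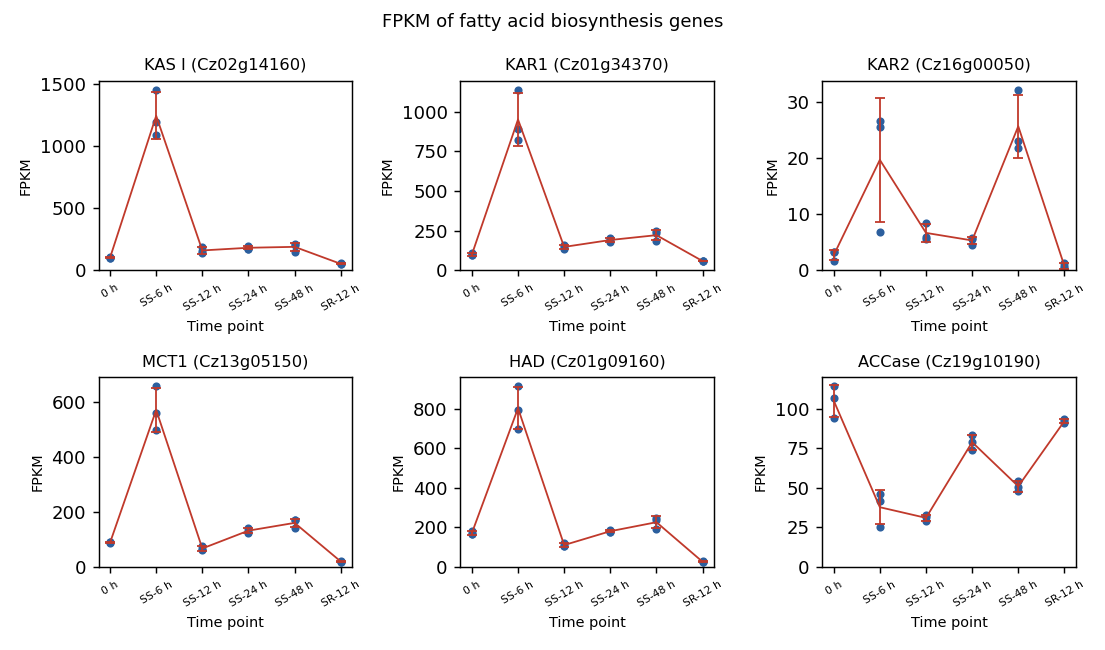
FPKM (vertical axes) of KAS I, KAR1, KAR2, MCT1, HAD and the gene named ACCase at the 6 time points (horizontal axes). Points are the 3 replicates and red lines the mean ± SD; KAS I rises from 101 at 0 h to 1247 at SS-6 h, while ACCase falls.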

Most identified gene orthologs encoding enzymes in De novo FA synthesis pathway were up-regulated, including 3-ketoacyl-ACP synthase (KAS), 3-ketoacyl-ACP reductase (KAR), 3-hydroxyacyl-ACP-dehydratase (HAD), enoyl-ACP reductase (ENR) and stearoyl-ACP desaturase (SAD), among which the transcription level of KASI (~ 14.0-fold), KAR1 (~ 10.9-fold) and KAR2 (~ 7.4-fold) was up-regulated most. After SR, the transcription level of all genes above resumed to the pre-SS level.

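At SR-12 h against SS-48 h, 16 of the 23 FA biosynthesis genes were called lower and 1 higher in limma's test (1 and 16 adjusted over the list alone), and 15 and 2 after median-ratio scaling. Against 0 h, 17 of the 23 were not called at SR-12 h, 5 were called lower and 1 higher. The 5 lower genes were HAD (Cz01g09160), -2.75 (standard error 0.12, adjusted p = 7.3e-11), MCT1 (Cz13g05150), -2.17 (standard error 0.11, adjusted p = 7.8e-10), BCCP2, -1.21, β-CT, -1.10, and KAR2, -1.07. The call of β-CT was lost after median-ratio scaling (-0.96) and that of KAR2 after quantile normalization (-0.75) and with an adjusted p of at most 0.001. KAR2 was at -0.97 without 0 h replicate 1, -0.96 without 0 h replicate 2, -0.90 without SR-12 h replicate 2, -1.05 without SR-12 h replicate 3, and then not called. The higher gene was KAR4 (Cz03g39140), 1.01, which was 0.97 without 0 h replicate 2, 0.97 without SR-12 h replicate 3 and 0.95 after rescaling to TPM, and then not called. KAS I, at -0.96, was not called with all replicates but was without SR-12 h replicate 2 (-1.00) and after rescaling to TPM (-1.02). KAR1 was at -0.76, ENR at -0.69, BC at -0.75 and SAD1 at -0.38. Of the 23 values 19 were below 0, with a median of -0.70, -0.62 relative to the median of all genes.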

The biosynthesis of TAG is achieved by esterification of FAs to glycerol-3-phosphate (G3P) via the Kennedy pathway. This route of TAG biosynthesis is referred as the acyl-CoA dependent route, using diacylglycerol (DAG) and acyl-CoA as substrates, and diacylglycerol acyltransferase (DGAT) as catalyst [30]. The acyl-CoA independent route is catalyzed by phospholipid:diacylglycerol acyltransferase (PDAT) using DAG and an acyl chain from glycerolipid molecules (phospholipid, galactolipid or DAG) as substrates [30, 31]. 

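The 2 GPAT genes of Table S2 (Cz11g03260 and Cz09g31330) and the 2 LPAAT genes (Cz16g02090 and Cz10g20070) stayed under the threshold against 0 h at every time point in limma's test and under each scaling. Over the 4 genes and 5 time points the log2 fold changes lay between -0.85 (LPAAT2 at SS-12 h) and 0.66 (GPAT1 at SS-48 h). PAP3 (Cz16g11240) rose at SS-6 h by 2.63 (standard error 0.25, adjusted p = 1.9e-07), from 46.4 ± 3.11 to 313 ± 129 FPKM (mean ± SD, n = 3), and the fold change of PAP3 on the linear scale was 6.18. Its value was 1.03 at SS-12 h, 2.39 (standard error 0.25, adjusted p = 1.6e-06) at SS-24 h and 0.34 at SS-48 h. The call at SS-12 h depended on single replicates, since PAP3 was not called at 1.00 without 0 h replicate 3, 0.95 without SS-12 h replicate 2, nor at 0.95 after rescaling to TPM, 0.96 after quantile normalization or with an adjusted p of at most 0.001. At SR-12 h PAP3 had returned to 47.6 ± 13.1 FPKM, a log2 fold change of 0.00.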

Among the genes encoding enzymes in the Kennedy pathway (Fig. 6), the transcription level of glycerol-3-phosphate acyltransferase (GPAT) and lysophosphatidate acyltransferase (LPAAT) remains unchanged throughout the test, while the expression of *PAP3* (*Cz16g11240*), one of the three genes encoding phosphatidate phosphatase (PAP), was strongly up-regulated (~ 7.4-fold). Although the other two PAP coding genes (*PAP1*, *Cz05g23060* and *PAP2*, *Cz10g16040*) were slightly down-regulated at 12 h or 24 h, the abundance of their transcripts was relatively low (< 10% of *PAP3*) at all sampled time points; hence, the impact of such transcriptional adjustment might be insignificant to the biosynthesis of TAG. 

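PAP1 (Cz05g23060) was lower at SS-12 h than at 0 h, with a log2 fold change of -1.02 (standard error 0.12, adjusted p = 4.2e-06) in limma's test with Benjamini-Hochberg adjustment, and the values without SS-12 h replicate 1 and without SS-12 h replicate 3, both -0.99, were no longer called, nor were those after median-ratio scaling (-0.98) and quantile normalization (-0.78). PAP2 (Cz10g16040) was lower at SS-24 h, by -1.22 (standard error 0.10, adjusted p = 1.2e-07). At the other starved time points PAP1 was at -0.29, 0.12 and 0.06 and PAP2 at 0.32, 0.15 and -0.17. As a percentage of the mean FPKM of PAP3, PAP1 stood at 37.5% at 0 h, 4.56% at SS-6 h, 8.40% at SS-12 h, 7.68% at SS-24 h, 30.9% at SS-48 h and 20.1% at SR-12 h. PAP2 stood at 61.6%, 11.6%, 33.1%, 4.74%, 42.7% and 49.1%. The share of PAP2 was thus below 10% at SS-24 h alone, and that of PAP1 at SS-6 h, SS-12 h and SS-24 h. FPKM of the 2 genes at 0 h was 17.4 ± 0.524 and 28.6 ± 1.76, and at SS-6 h 14.3 ± 3.01 and 36.3 ± 5.42 (mean ± SD, n = 3).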

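Table S2 lists 10 DGAT isoforms. At SS-6 h against 0 h limma's test called 2 higher and 2 lower (2 and 2 adjusted over the list alone); the directions depended on the scaling, with 3 and 1 after median-ratio scaling and 2 and 0 after quantile normalization. The higher genes were DGTT5 (Cz09g27290), 1.54 (standard error 0.10, adjusted p = 2.4e-09), and DGTT7 (Cz11g21100), 1.50 (standard error 0.22, adjusted p = 1.7e-05), and both calls held under each scaling. DGTT8 (Cz08g14220) was at 0.79 and was called only without SS-6 h replicate 1 (1.18) or after median-ratio scaling (1.00). The lower genes were DGTT3 (Cz09g23010), -1.23, which was not called without SS-6 h replicate 1 (-0.64), after quantile normalization (-0.29), with only SS-6 h and 0 h in the fit or with an adjusted p of at most 0.001, and DGTT4 (Cz11g24150), -1.02, which was not called at -0.91 without 0 h replicate 3, -0.96 without SS-6 h replicate 1, -0.99 without SS-6 h replicate 3, nor after median-ratio scaling (-0.83) and quantile normalization (-0.45). At SS-12 h the lower genes were DGTT6 (Cz15g22140), -1.97 (standard error 0.23, adjusted p = 3.5e-06), and DGTT1 (Cz06g35060), -1.62 (standard error 0.16, adjusted p = 5.2e-07). DGAT1A (Cz06g05010) was at -0.45 at SS-6 h and was called higher at SS-24 h alone, 1.02 (standard error 0.28, adjusted p = 0.007), with 0.99 without 0 h replicate 3, 0.95 without SS-24 h replicate 1 and then not called, and not with an adjusted p of at most 0.001. DGTT5 was at 0.99 at SS-24 h and passed the threshold there without 0 h replicate 1 (1.04), without 0 h replicate 3 (1.04) and without SS-24 h replicate 2 (1.07), as well as after median-ratio scaling and rescaling to TPM (both 1.02), with the other pseudocounts and with the fold change of mean FPKM. At SS-48 h no DGAT isoform reached the threshold with FPKM as deposited. DGTT3 was the lowest, at -0.88, and was called lower after median-ratio scaling (-1.06) and quantile normalization (-1.01). The values of the 10 isoforms ranged from -0.88 to 0.50.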

Diglyceride acyltransferase (DGAT) is the enzyme catalyzing the final step of the TAG biosynthesis pathway; among the 10 DGAT isoforms, the expressions of *DGAT1A*, *DGTT5*, *DGTT7* and *DGTT8* were significantly up-regulated under SS, while that of *DGTT1*, *DGTT3* and *DGTT6* were down-regulated. Differential expression of the DGAT homologs has been reported previously, and is speculated to link with the functional divergence of these isomeric proteins [32]. 

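The PDAT gene (Cz10g07180) had log2 fold changes against 0 h of 0.44 at SS-6 h, -0.18 at SS-12 h, 0.17 at SS-24 h, 0.15 at SS-48 h and -0.18 at SR-12 h in limma's test on log2(FPKM + 1). Its FPKM was 45.0 ± 3.55 at 0 h and 61.5 ± 2.32 at SS-6 h (mean ± SD, n = 3). No value reached a log2 fold change of 1 under any alternative.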

The impact of SS on the acetyl-CoA independent pathway was also assessed; the expression level of the gene encoding PDAT was unaffected. (Additional file 4: Table S2).

### The transcriptional impact of SS on astaxanthin biosynthesis

Green microalgae use the MEP (2-C-methylerythritol 4-phosphate) pathway to produce isopentenyl pyrophosphate (IPP) and dimethylallyl pyrophosphate (DMAPP) as the precursors for the carotenoids biosynthesis, and the genes of all enzymes in the MEP pathway have been identified in *C. zofingiensis* [9, 33]. 

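Table S2 lists 7 genes of the methylerythritol phosphate (MEP) pathway, DXS, DXR, CMS, CMK, MCS, HDS and HDR. At SS-6 h against 0 h 1 was called higher and the log2 fold changes of the 7 lay between -0.50 to 1.20. The higher gene was MCS (Cz02g10180), 1.20 (standard error 0.12, adjusted p = 3.6e-07) in limma's test with Benjamini-Hochberg adjustment, from 21.4 ± 0.509 to 50.9 ± 9.74 FPKM (mean ± SD, n = 3), and it was higher under each of the 3 scalings. At SS-12 h MCS was at 0.76. The other calls of this pathway were decreases at later times, CMK (Cz11g24270) at SS-24 h (-1.12) and DXS (Cz02g35280) at SS-48 h (-1.19).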

Among the genes in the MEP pathway, only that of 2-C-methyl-d-erythritol 2,4-cyclodiphosphate synthase (MCS) was up-regulated at early SS (Fig. 7). The initial step of carotenoid biosynthesis requires three IPP molecules sequentially condensed into DMAPP to form geranylgeranyl diphosphate (GGPP), and then two GGPPs are catalyzed into the first carotenoid phytoene, which is then converted into lycopene by sequential desaturation and isomerization. Among these steps, only the transcription of farnesyl diphosphate synthase (FPPS) and carotenoid isomerase (CRTISO3) was transiently up-regulated within 6 h under SS, while that of phytoene synthase (PSY) and phytoene desaturase (PDS) were down-regulated (Fig. 7). 

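At SS-6 h, FPPS (Cz01g03190) had a log2 fold change of 1.24 (standard error 0.07, adjusted p = 3.3e-10) and CRTISO3 (Cz14g22040) of 1.78 (standard error 0.12, adjusted p = 3.6e-09) against 0 h in limma's test with Benjamini-Hochberg adjustment. After quantile normalization FPPS was at 0.91 and not called. At SS-12 h they were at 0.58 and 0.55. PSY (Cz05g32220) was lower at SS-6 h, -1.46 (standard error 0.17, adjusted p = 2.1e-06), and so was PDS (Cz02g32280), -1.51 (standard error 0.09, adjusted p = 9.2e-10). PDS was at -0.23 at SS-12 h and lower again at SS-24 h, -1.47, while PSY was at -0.71 and -0.39. The other CRTISO genes did not change at SS-6 h, with -0.05 for CRTISO1 and -0.17 for CRTISO2. Of all 36 genes in the carotenoid section of Table S2, 5 were higher and 6 lower at SS-6 h (5 and 6 adjusted over the list alone, not independent evidence where the study chose genes on these samples). Scaling changed the number of higher genes more than that of lower genes, with 7 and 6 after median-ratio scaling and 2 and 6 after quantile normalization.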

Lycopene can be either catalyzed into α-carotene by Lycopene epsilon cyclase (LCYe) or β-carotene by Lycopene beta cyclase (LCYb). Under SS, the transcription of LCYe was strongly down-regulated at 6 h, 24 h and 48 h; but that of LCYb was up-regulated at 6 h, which indicated that the flux of the terpenoid backbone was directed toward the β-carotene biosynthesis pathway. 

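LCYe (Cz09g18310) was lower than at 0 h at SS-6 h, -1.34 (standard error 0.13, adjusted p = 3.0e-07), at SS-24 h, -1.62 (standard error 0.13, adjusted p = 1.2e-07), and at SS-48 h, -1.86 (standard error 0.13, adjusted p = 1.3e-08), in limma's test with Benjamini-Hochberg adjustment, and at SS-12 h it was at 0.56. Its FPKM was 83.9 ± 7.30 at 0 h and 22.3 ± 0.308 at SS-48 h (mean ± SD, n = 3). LCYb (Cz12g10170) rose at SS-6 h by 0.89 (standard error 0.08, adjusted p = 1.5e-07), from 38.9 ± 3.62 to 73.0 ± 3.31 FPKM, a change larger than the spread between replicates that did not reach a log2 fold change of 1. After median-ratio scaling it was 1.10 and was called. At SS-48 h LCYb was at 0.95, and at 1.02 without 0 h replicate 1, 1.03 without SS-48 h replicate 1, and after rescaling to TPM at 1.03, and then called. At SS-12 h and SS-24 h it was at 0.11 and 0.63. The paper takes the lower LCYe and higher LCYb transcripts as a sign of a flux of the terpenoid backbone toward β-carotene.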

Beta-carotene hydroxylase (CHYb) and beta-carotene ketolase (BKT) are responsible for the final conversion of β-carotene into astaxanthin. 

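BKT1 (Cz13g13100) had a log2 fold change at SS-6 h of 1.05 (standard error 0.16, adjusted p = 2.9e-05) in limma's test with Benjamini-Hochberg adjustment, and the fold change of BKT1 on the linear scale was 2.07. The call rested on single replicates, since BKT1 was at 0.95 without SS-6 h replicate 2, 0.92 without SS-6 h replicate 3 and then under the threshold, as it was after rescaling to TPM (0.95) and quantile normalization (0.99). FPKM rose from 34.3 ± 0.735 to 73.9 ± 18.9 (mean ± SD, n = 3). At SS-12 h, SS-24 h and SS-48 h its log2 fold change was 0.35, 0.62 and -0.57. BKT2 (Cz04g11250) was at -0.67 at SS-6 h and lower at SS-48 h, -1.38 (standard error 0.21, adjusted p = 5.0e-05).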

The transcript abundance of BKT1, the dominant BKT homolog [33], was substantially increased to 2.45-fold under SS. 

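ZEP (Cz07g30060) was called lower than at 0 h at each starved time point in limma's test with Benjamini-Hochberg adjustment. Its log2 fold change was -2.20 (standard error 0.15, adjusted p = 3.9e-09) at SS-6 h, -1.12 at SS-12 h, -1.23 at SS-24 h and -1.20 (standard error 0.15, adjusted p = 5.7e-06) at SS-48 h. FPKM was 70.5 ± 7.56 at 0 h, 14.9 ± 4.11 at SS-6 h and 30.2 ± 2.43 at SS-48 h (mean ± SD, n = 3).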

The transcription level of zeaxanthin epoxidase (ZEP) was also down-regulated, indicating cells favor astaxanthin biosynthesis through suppression of competing pathways under SS. 

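At SR-12 h against 0 h, no call was made for the 4 genes in limma's test: the log2 fold changes were 0.02 for LCYb, 0.36 for BKT1, 0.60 for LCYe (Cz09g18310) and -0.49 for ZEP (Cz07g30060). From SS-48 h to SR-12 h LCYe rose by 2.47 (standard error 0.13, adjusted p = 4.5e-10). ZEP rose by 0.71 (standard error 0.15, adjusted p = 6.8e-04), which did not reach a log2 fold change of 1 but did after median-ratio scaling (1.05) and quantile normalization (1.11). LCYb was at -0.93 in this comparison and -1.01 without SS-48 h replicate 1, and -1.06 after rescaling to TPM, where it was called. BKT1, which was already below its SS-6 h level at SS-48 h, changed by 0.93, a rise that was called after median-ratio scaling (1.26) and quantile normalization (1.41).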

After SR, the transcription level of LCYb and BKT1 reversed to a low expressional level, and the down-regulated LCYe and ZEP were also reversed.

**Fig. 7:**
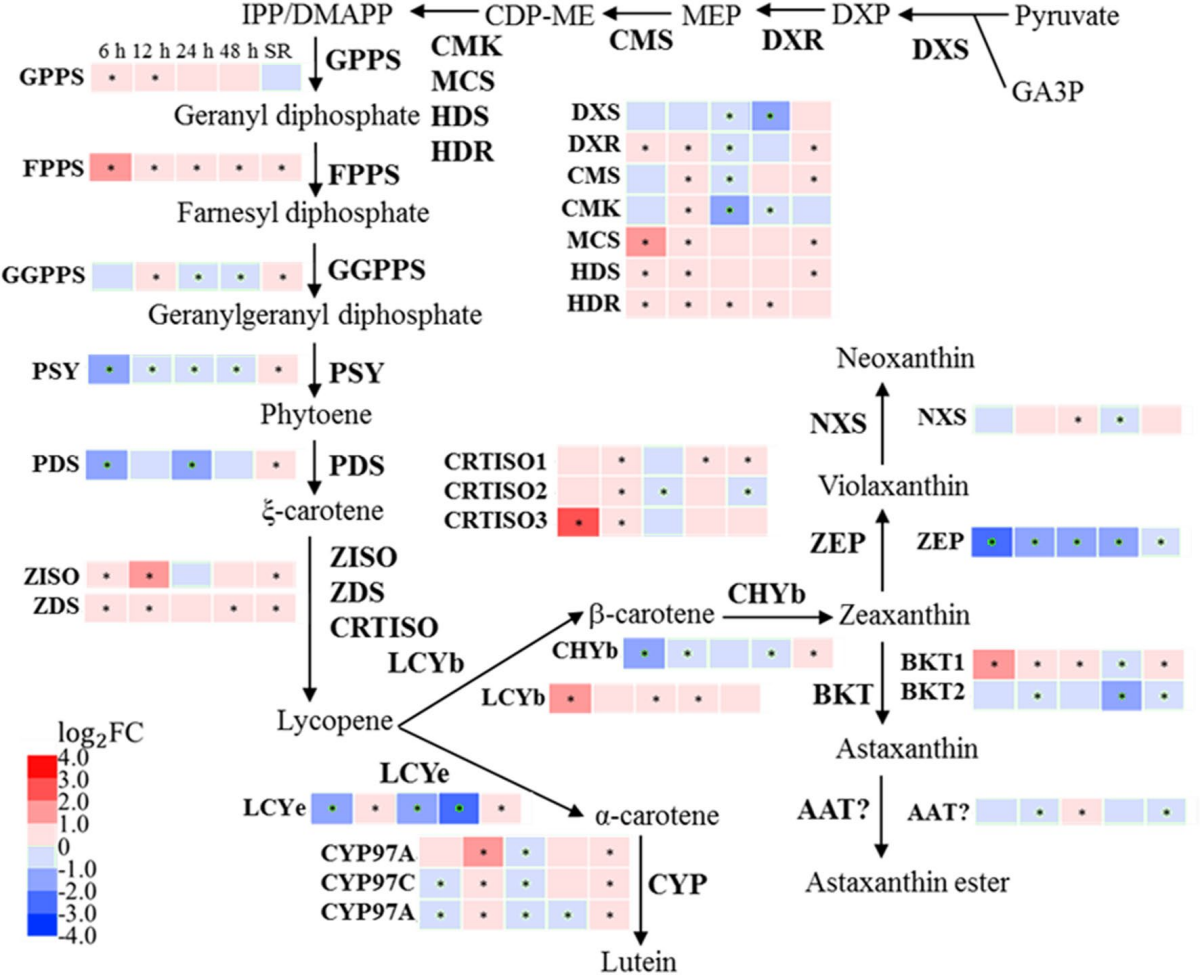
Transcriptional regulation of carotenoids biosynthesis in response to SS and SR. The asterisk indicates Adjusted *p* value (*p*_adj_) ≤ 0.05. DXS, 1-deoxy-d-xylulose 5-phosphate synthase; DXR, 1-deoxy-d-xylulose 5-phosphate reductoisomerase; CMS, 2-C-methyl-d-erythritol 4-phosphate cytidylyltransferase; CMK, 4-diphosphocytidyl-2-C-methyl-d-erythritol kinase; MCS, 2-C-methyl-d-erythritol 2,4-cyclodiphosphate synthase; HDS, 4-hydroxy-3-methylbut-2-en-1-yl diphosphate synthase; HDR, 4-hydroxy-3-methylbut-2-enyl diphosphate reductase; GPPS, geranyl diphosphate synthase; FPPS, farnesyl diphosphate synthase; GGPPS, geranylgeranyl diphosphate synthase; PSY, phytoene synthase; PDS, phytoene desaturase; ZISO, zeta-carotene isomerase; ZDS, zeta-carotene desaturase; CRTISO, carotenoid isomerase; LCYe, lycopene epsilon cyclase; LCYb, lycopene beta cyclase; CYP, cytochrome P450 beta hydroxylase; CHYb, beta-carotene hydroxylase; BKT, beta-carotene ketolase; AAT, long-chain-alcohol O-fatty-acyltransferase; ZEP, zeaxanthin epoxidase; NXS, neoxanthin synthase. GA3P, glyceraldehyde 3-phosphate; DXP, 1-deoxy-d-xylulose 5-phosphate; MEP, 2-C-methyl-d-erythritol 4-phosphate; CDP-ME, 4-(cytidine 5-diphosho)-2-C-methyl-d-erythritol; IPP, isopentenyl pyrophosphate; DMAPP, dimethylallyl pyrophosphate

### The transcriptional impact of SS on central carbon metabolism

As carbon partitioning is an important regulatory mechanism that influences the dynamics of lipid and carotenoid biosynthesis, the expression patterns of the genes involved in central carbon metabolism were investigated. 

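Of the 15 genes that Table S2 lists for the OPP pathway, 12 had a log2 fold change above 0 at SS-6 h, and limma's test called 4 higher and 1 lower (4 and 1 adjusted over the list alone, not independent evidence where the study chose genes on these samples). The counts depended on the scaling, with 6 and 0 after median-ratio scaling, 2 and 2 after rescaling to TPM and 2 and 0 after quantile normalization. The higher genes were 6PGD (Cz05g06160), 2.03 (standard error 0.07, adjusted p = 5.2e-12), PGLS2 (Cz11g03250), 1.70 (standard error 0.08, adjusted p = 4.5e-11), G6PD2 (Cz03g12030), 1.10 (standard error 0.10, adjusted p = 6.2e-08), and RPE2 (Cz04g31230), 1.02. RPE2 was at 0.97 without 0 h replicate 1, 0.99 without 0 h replicate 2, 0.76 without SS-6 h replicate 1, and then not called. After rescaling to TPM RPE2 (0.92) and G6PD2 (0.99) were not called, nor after quantile normalization (0.85 and 0.67). PGLS1 (Cz04g18010) was just under the threshold at 1.00 and was called at 1.03 without 0 h replicate 3, 1.07 without SS-6 h replicate 2, 1.10 without SS-6 h replicate 3, at 1.21 after median-ratio scaling, with a pseudocount of 0.1 and with the fold change of mean FPKM. The lower gene was RPI1 (Cz05g13260), -1.09, not called without SS-6 h replicate 3 (-0.88), after median-ratio scaling (-0.89) or after quantile normalization (-0.76). RPI2 and RPI3 were at -0.28 and 0.03, G6PD1 at 0.19 and RPE1 at 0.55. RPE3 was at -0.95 and was called lower at -1.07 without 0 h replicate 3, -1.09 without SS-6 h replicate 2, -1.31 without SS-6 h replicate 3, after rescaling to TPM (-1.05) and with a pseudocount of 0.1 (-1.00). At SS-48 h the higher genes were RPI1, 1.33 (standard error 0.14, adjusted p = 8.5e-07), and RPE2, 1.06, the latter not after median-ratio scaling (0.85) or quantile normalization (0.99).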

Under SS, the expressions of most genes in the oxidative pentose phosphate (OPP) pathway were elevated, including that of glucose-6-phosphate dehydrogenase (G6PD), 6-phosphogluconolactonase (PGLS), 6-phosphogluconate dehydrogenase (6PGD), ribose 5-phosphate isomerase (RPI) and ribulose-phosphate 3-epimerase (RPE) (Fig. 8). Notably, G6PD and 6PGD catalyze the NADPH-producing steps, which could be influential to the FA and astaxanthin biosynthesis pathway. The expression of genes belonging to the tricarboxylic acid (TCA) cycle was also up-regulated under SS, including citrate synthase (CIS), 2-oxoglutarate dehydrogenase (OGDH), succinate dehydrogenase (SDH) and malate dehydrogenase (MDH). Thus, it is likely that more energy was produced from the TCA cycle to support the biosynthesis of TAG and astaxanthin. 

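Of the 10 CIS, OGDH, SDH and MDH genes in Table S2, 8 had a log2 fold change above 0 at SS-6 h and limma's test called 4 higher and 1 lower, with 6 and 0 after median-ratio scaling, 3 and 1 after rescaling to TPM and 1 and 0 after quantile normalization. The higher genes were CIS2 (Cz02g12210), 1.46 (standard error 0.06, adjusted p = 3.1e-11), CIS1 (Cz02g27080), 1.18 (standard error 0.06, adjusted p = 8.4e-11), OGDH1 (Cz05g03220), 1.17 (standard error 0.12, adjusted p = 4.6e-07), and SDH3 (Cz07g14020), 1.01. SDH3 was at 0.94 without 0 h replicate 1, 0.87 without SS-6 h replicate 1, and 0.90 after rescaling to TPM, and then not called. After quantile normalization CIS1 (0.74), OGDH1 (0.72) and SDH3 (0.57) were not called. The lower gene was OGDH2 (Cz01g28100), -1.07, with -0.95 without SS-6 h replicate 1, -0.86 after median-ratio scaling and -0.96 after quantile normalization, and then not called. MDH (Cz02g21340) was at 0.80 at SS-6 h and was called at SS-12 h, 1.07 (standard error 0.08, adjusted p = 1.3e-08), but not after rescaling to TPM (0.98) or quantile normalization (0.75). SDH2, SDH4 and SDH1 were at 0.80, 0.74 and -0.10 at SS-6 h. After median-ratio scaling MDH and SDH2 were both at 1.01 at SS-6 h and called. At SS-24 h CIS2 was higher again, 1.43. Over all 17 TCA genes of Table S2 the median log2 fold change at SS-6 h was 0.67, 0.87 above the median of all genes, and at SS-48 h 0.22, with values from -0.11 to 0.97 and no gene past the threshold with FPKM as deposited. CIS2 was the highest, at 0.97, and was called at 1.02 without SS-48 h replicate 1, after rescaling to TPM (1.04) and after quantile normalization (1.09).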

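At SR-12 h against 0 h, the log2 fold changes of the 15 OPP genes lay between -1.37 to 0.61 and those of the 17 TCA genes between -0.95 to 0.58. Limma's test called 1 OPP gene lower, TAL1 (Cz06g25040), -1.37 (standard error 0.09, adjusted p = 5.6e-09), and no TCA gene passed the threshold with FPKM as deposited. SCSb (Cz03g31200), at -0.95, did after rescaling to TPM (-1.01). TAL1 was not among the genes higher at SS-6 h (0.98), although it was called there without SS-6 h replicate 2 (1.01) and after median-ratio scaling (1.19), and it was lower at SS-24 h, -1.27. Of the genes higher at SS-6 h, 6PGD was at -0.15, PGLS2 at 0.38, G6PD2 at -0.23, CIS1 at 0.03 and CIS2 at -0.13 at SR-12 h. The median of the OPP genes relative to that of all genes was -0.10, and that of the TCA genes -0.10.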

The transcript abundance of up-regulated genes in the OPPP pathway and the TCA cycle was resumed to pre-SS level after SR.

**Fig. 8:**
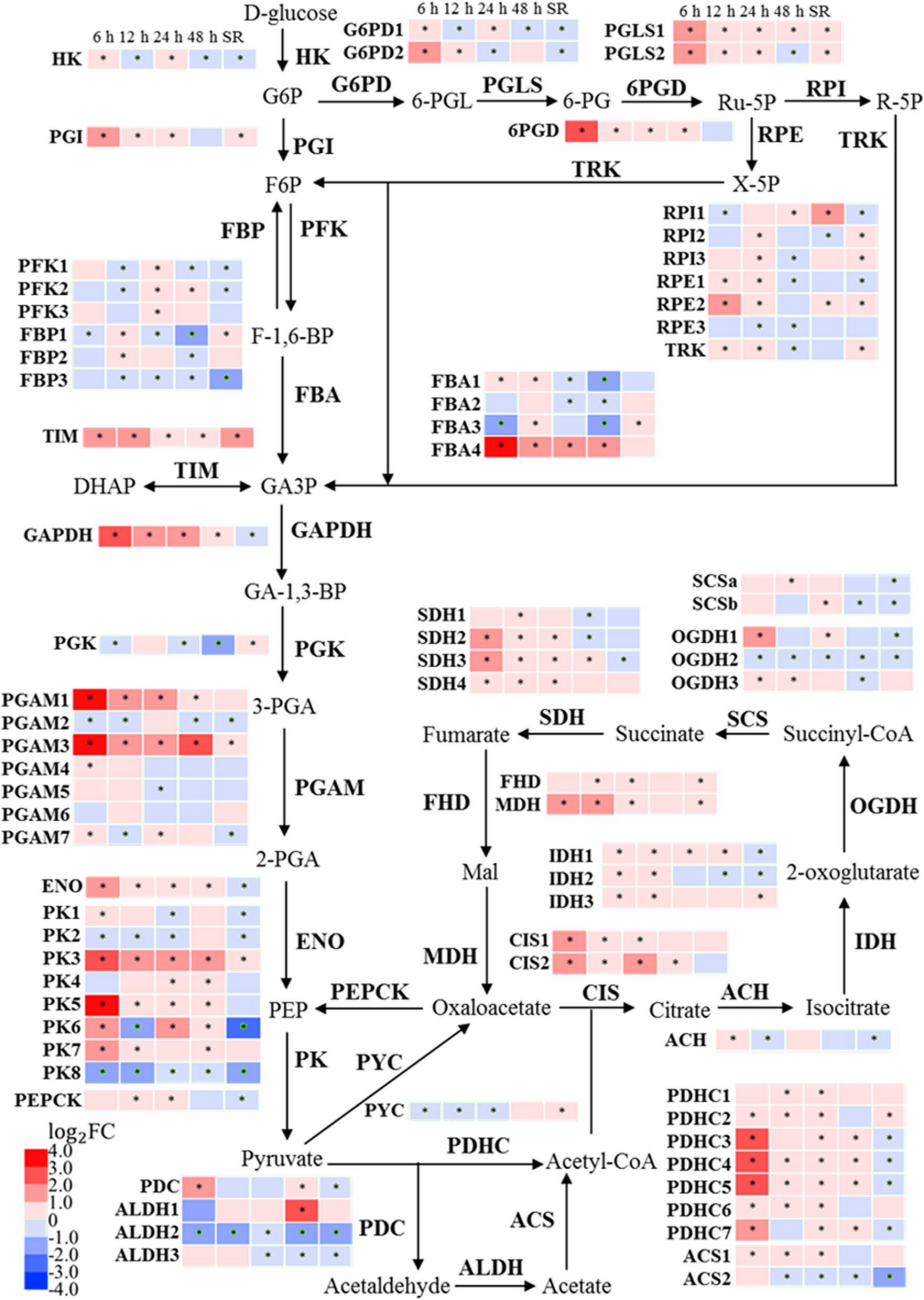
Transcriptional regulation of central carbon metabolism in response to SS and SR. The asterisk indicates Adjusted *p* value (*p*_adj_) ≤ 0.05. HK, hexokinase; PGI, glucose-6-phosphate isomerase; FBP, fructose-1,6-bisphosphatase; FBA, fructose-bisphosphate aldolase; TIM, triosephosphate isomerase; GAPDH, glyceraldehyde 3-phosphate dehydrogenase; PGK, phosphoglycerate kinase; PGAM, phosphoglycerate mutase, 2,3-bisphosphoglycerate; ENO, enolase; PK, pyruvate kinase; G6PD, glucose-6-phosphate 1-dehydrogenase; PGLS, 6-phosphogluconolactonase; 6PGD, 6-phosphogluconate dehydrogenase; RPI, ribose 5-phosphate isomerase; RPE, ribulose-phosphate 3-epimerase; TRK, transketolase; PFK,; PYC, pyruvate carboxylase; CIS, citrate synthase; ACH, aconitate hydratase; IDH, isocitrate dehydrogenase; OGDH, 2-oxoglutarate dehydrogenase; SCS, succinyl-CoA synthetase; SDH, succinate dehydrogenase; FHD, fumarate hydratase; MDH, malate dehydrogenase; PEPCK, phosphoenolpyruvate carboxykinase; PDHC, pyruvate dehydrogenase complex; ACS, acetyl-CoA synthetase; ALDH, aldehyde dehydrogenase; PDC, pyruvate decarboxylase. G6P, glucose-6-phosphate; F6P, fructose-6-phosphate; F-1,6-BP, fructosel 1,6-bisphosphate; GA3P, glyceraldehyde 3-phosphate; GA-1,3-BP, glyceraldehyde 1,3-biphosphate; PGA, phosphoglycerate; PEP, phosphoenolpyruvate; 6-PGL, 6-phosphogluconolactone; 6-PG, 6-phosphogluconate; Ru-5P, ribulose-5-phosphate; R-5P, ribose 5-phosphate; X-5P, xylulose 5-phosphate

The expression pattern of genes involved in glycolysis and gluconeogenesis was more complex under SS. The pyruvate generated from the glycolysis pathway is the essential precursors for lipid and carotenoids’ biosynthesis [34]; therefore, the transcriptional regulation of the glycolysis pathway was analyzed (Fig. 8). The transcript abundance of enolase (ENO), which catalyzes the conversion of 2-phosphoglycerate (2-PGA) to phosphoenolpyruvate (PEP), was increased during SS. 

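The ENO gene (Cz05g10010) rose at SS-6 h by 0.99 (standard error 0.09, adjusted p = 5.6e-08) in limma's test with Benjamini-Hochberg adjustment, from 568 ± 4.12 to 1132 ± 110.0 FPKM (mean ± SD, n = 3). This was larger than the spread between replicates and just under a log2 fold change of 1; it was called at 1.01 without SS-6 h replicate 2, 1.05 without SS-6 h replicate 3 and at 1.20 after median-ratio scaling. The later values were 0.28 at SS-12 h, 0.72 at SS-24 h and 0.86 at SS-48 h, the last called after quantile normalization (1.02).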

The expression levels of four of the eight putative pyruvate kinase (PK) responsible for the downstream catalysis to produce pyruvate, namely PK3, PK5, PK6 and PK7, were also up-regulated. 

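Of the 8 PK genes, limma's test called 3 higher and 1 lower at SS-6 h than at 0 h (3 and 1 adjusted over the list alone), the same numbers after rescaling to TPM and quantile normalization, and 4 higher after median-ratio scaling. The higher genes were PK5 (Cz04g17050), 2.78 (standard error 0.13, adjusted p = 5.6e-11), PK3 (Cz16g00040), 2.63 (standard error 0.08, adjusted p = 1.6e-12), and PK7 (Cz15g09100), 1.46 (standard error 0.12, adjusted p = 2.7e-08). PK3 was also called at SS-12 h, SS-24 h and SS-48 h, with 1.29, 1.12 and 1.63. At SS-48 h PK5 was at 1.15 and PK7 at 1.01, the latter 0.99 without SS-48 h replicate 3 and then not called. Neither was called at SS-48 h after median-ratio scaling (0.93 and 0.80), nor PK7 after quantile normalization (0.89). PK6 (Cz01g21060) was at 0.81 at SS-6 h, 1.02 and called after median-ratio scaling. It was lower at SS-12 h, -1.09 (standard error 0.12, adjusted p = 2.3e-06), and higher at SS-24 h, 1.27 (standard error 0.12, adjusted p = 7.4e-07). The lower gene at SS-6 h was PK8 (Cz10g06190), -1.54 (standard error 0.13, adjusted p = 4.5e-08). PK1, PK2 and PK4 were at 0.07, -0.68 and -0.45.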

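At SR-12 h against 0 h, the log2 fold change was -0.39 for ENO, 0.73 for PK3, -0.24 for PK5 and 0.08 for PK7, none past the threshold in limma's test. PK6 (Cz01g21060) was lower, -2.35 (standard error 0.12, adjusted p = 8.2e-10), and so was PK8 (Cz10g06190), -1.79 (standard error 0.13, adjusted p = 2.4e-08). FPKM of PK6 was 87.3 ± 2.84 at 0 h, 162 ± 18.3 at SS-48 h and 16.5 ± 3.08 at SR-12 h (mean ± SD, n = 3).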

After SR, the expression level of ENO, PK3, PK5 and PK7 was comparable with the control group, and PK6 was down-regulated. In summary, the up-regulation of the key genes in the glycolysis pathway could result in increased availability of pyruvate for lipid and carotenoid biosynthesis under SS.

## Discussion

### The physiological acclimation of *C. zofingiensis* to sulfur-starvation

To survive the dynamic environment, microalgae have developed sophisticated molecular mechanisms to respond environmental stimuli and acclimate to prolonged stress. While the cellular responses to N starvation have been well characterized through multi-omics methods, that of S starvation is yet unclear. In this study, phenotypical and morphological changes on *C. zofingiensis* were monitored, when cells were subjected to SS and the recovery process under SR. The photosynthetic system displayed severe damage during SS, as the chlorophyll content sharply decreased (Fig. 1c) and the thylakoid membranes were impaired (Fig. 2a). The TEM work in this study is consistent with the data from previous report that the abundance of the main lipid components of the thylakoid membranes, namely monogalactosyl diacylglycerol (MGDG), digalactosyl diacylglycerol (DGDG), sulfoquinovosyl diacylglycerol (SQDG) and phosphatidylglycerol (PG), was significantly decreased under SS [7]. 

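Of the 28 photosynthesis genes of Additional file 2 that are given in the copy used here, limma's test called 12 lower and 3 higher at SS-6 h than at 0 h (3 and 12 adjusted over the list alone; the study chose the genes on these samples, so the latter is not independent evidence). The direction of the list held under each scaling, with 4 and 16 after quantile normalization at the most. Their median log2 fold change was -0.88, -0.68 relative to the median of all genes. PSBQ1 (Cz05g13170), which is not among these 28 genes, had the largest fall at SS-48 h of the called genes whose replicates did not overlap, and was at -5.14 (standard error 0.34, adjusted p = 2.3e-09) at SS-6 h already. PSAN (Cz17g10010) was at -2.87 at SS-6 h and at -7.46 (standard error 0.18, adjusted p = 1.9e-13) at SS-48 h. The gene of the small subunit of Rubisco, RBCS (Cz17g13100), was at -2.05 (standard error 0.33, adjusted p = 4.6e-05) at SS-6 h, but at -0.36 and not called after quantile normalization. At SS-12 h 2 of the 28 genes were lower and 4 higher, at SS-24 h 11 and 2, and at SS-48 h 18 and 3.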

In tandem to the observation that the transcription of many photosynthetic genes was also repressed at SS 6 h (Additional file 4: Fig. S6a), the photosynthetic activity in *C. zofingiensis* was inhibited under SS, which would have inevitably led to the growth arrest phenomenon as observed (Fig. 1d). 

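From SS-48 h to SR-12 h the median log2 fold change of the same 28 photosynthesis genes was 2.29, and 24 of 28 rose. The study chose these genes on this same comparison, so their change in it is not independent evidence. PSAN (Cz17g10010) rose by 7.22 (standard error 0.18, adjusted p = 1.8e-13) and RBCS (Cz17g13100) by 1.71 (standard error 0.33, adjusted p = 2.6e-04) in limma's test with Benjamini-Hochberg adjustment, the latter not called after quantile normalization (0.36). PSBQ1 (Cz05g13170) rose by 1.60 (standard error 0.34, adjusted p = 6.1e-04) but remained far below its 0 h level. The 5 largest rises of all genes whose replicates did not overlap included 4 antenna-protein genes besides PSAN, LHC19 (Cz15g09060) with 8.30 (standard error 0.22, adjusted p = 3.4e-13), LHC16 (Cz13g03240) with 8.00, LHC2 (Cz04g04130) with 7.64 and LHC18 (Cz07g02100) with 7.27. At SR-12 h 5 of the 28 genes were called higher and 1 lower than at 0 h, while 24 log2 fold changes were above 0 and 4 below.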

After SR, the transcription of the photosynthesis-associated genes was rapidly up-regulated (Additional file 4: Fig. S6b), and the increase in chlorophyll content and the presence of the thylakoid membranes indicated the recovery of photosynthesis.

Under sulfur stress, the *C. zofingiensis* cells turned larger in size with altered cellular structure and biochemical composition (Fig. 2). Further analysis indicated that the accumulation of lipids such as FAs and astaxanthin was the result of redirecting carbon flux from protein biosynthesis toward fatty acids and carotenoids’ biosynthesis, whereas the starch metabolism seems not affected. 

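Of the 4775 genes called at SS-6 h, 1548 were called in the same direction and 186 in the opposite direction at SS-48 h. The other genes had therefore lost their call before sulfur was supplied again. Against 0 h at SR-12 h, 3629 (76.0%) of the 4775 were not called, 851 were called in the same direction and 295 in the opposite direction. For the 3151 genes called at SS-48 h the numbers were 2302 (73.1%), 636 and 213, and 1895 of them moved back in the direct comparison of SR-12 h with SS-48 h. Both comparisons share the SS-48 h samples, so part of such a move back may arise by chance, and that part was not measured for the called genes. Across the 13778 genes with a mean FPKM of at least 1, the log2 fold changes of SS-48 h against 0 h and of SR-12 h against SS-48 h had a Pearson r of -0.728, where 20 simulations of unchanged groups with the same shared samples gave a mean of -0.500. The log2 fold changes of SS-48 h and SR-12 h against 0 h had an r of 0.207, where unchanged groups gave 0.500; genes are not independent replicates, so no p was calculated. Unchanged groups gave a mean of 0 called genes at SS-48 h and 0.1 at SR-12 h. Of the 2041 genes called at SR-12 h against 0 h, 1192 were not called at SS-48 h and 379 at no starved time point. The paper concludes from the restored phenotype and expression that the responses to SS are reversible.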

The replenishment of sulfate effectively restored the phenotype and the gene expression pattern within 12 h, which demonstrated the reversible nature of the SS-induced metabolic responses.

Sulfur plays an important role in metabolism, for example the sulfur-containing amino acids methionine is required for protein biosynthesis and cysteine is an indispensable precursor of glutathione, which is crucial to cellular redox tuning [35]. Sulfur shortage caused apparent raise in ROS level (Fig. 1f). Importantly, ROS has been reported as signaling molecules for metabolic regulations [36]. The synthesis pathways of FAs and astaxanthin serve as electron sinks under stress conditions, and unsaturated fatty acids and astaxanthin are also antioxidants to mediate oxidative stress [37, 38]. In addition, it has been reported that supplementation of ROS could promote astaxanthin accumulation in *C. zofingiensis* [39]. Therefore, the enhanced ROS production in vivo could be an important factor to TAG and astaxanthin accumulation under the SS condition.

### The transcriptome dynamics of TAG and astaxanthin biosynthesis under SS

Acetyl-CoA is the precursor for FA synthesis, and thus the availability of cellular acetyl CoA plays an important role in TAG accumulation. In chloroplasts, there are two main routes for acetyl-CoA biosynthesis: one route is through decarboxylation of pyruvate catalyzed by pyruvate dehydrogenase complex (PDHC); and the other is via conversion of acetate to acetyl-CoA catalyzed by acetyl-CoA synthetase (ACS) [40]. In addition, a less-defined route, known as “pyruvate dehydrogenase (PDH) bypass”, which converts acetyl-CoA from pyruvate via sequentially reactions is catalyzed by aldehyde dehydrogenase (ALDH) and ACS [40]. In *C. zofingiensis*, four of seven PDHC genes, namely *PDHC3 (Cz03g08090)*, *PDHC4 (Cz01g37230)*, *PDHC5 (Cz05g28130)* and *PDHC7 (Cz07g16120)*, were strongly up-regulated at early SS (6 h) (Fig. 8), indicating PDHC could be one of the main enzymes contributes to the acetyl-CoA production during SS-induced TAG accumulation and potential target for genetic engineering. 

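The 7 PDHC genes had log2 fold changes at SS-6 h from 0.12 to 2.41, and limma's test called 4 higher than at 0 h under FPKM as deposited and under each of the 3 scalings. The values were 2.41 (standard error 0.12, adjusted p = 1.8e-10) for PDHC5 (Cz05g28130), 2.26 (standard error 0.09, adjusted p = 1.2e-11) for PDHC4 (Cz01g37230), 1.95 (standard error 0.11, adjusted p = 3.3e-10) for PDHC3 (Cz03g08090) and 1.47 (standard error 0.10, adjusted p = 4.9e-09) for PDHC7 (Cz07g16120). FPKM of PDHC5 rose from 132 ± 0.894 to 707 ± 67.4 (mean ± SD, n = 3). PDHC2, PDHC6 and PDHC1 were at 0.44, 0.32 and 0.12. At SS-12 h the 7 values were -0.18 to 0.50. At SS-48 h PDHC4 (1.14) and PDHC5 (1.02) were called, PDHC5 not at 0.96 without SS-48 h replicate 2, 0.89 without SS-48 h replicate 3, and neither after median-ratio scaling (0.92 and 0.80).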

*ACS* was not up-regulated under SS, while under N starvation *ACS* also contributes to the production of acetyl-CoA [10]. 

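The 2 ACS genes, ACS1 (Cz09g15060) and ACS2 (Cz12g10100), had log2 fold changes at SS-6 h of 0.59 (standard error 0.14, adjusted p = 0.002) and 0.15 (standard error 0.15, adjusted p = 0.41) in limma's test with Benjamini-Hochberg adjustment. Over SS-12 h, SS-24 h and SS-48 h, ACS1 was at 0.35, 0.57 and 0.19 and ACS2 at -0.91, -0.26 and -0.43, none of them past the threshold with FPKM as deposited; after quantile normalization ACS2 was called lower at SS-12 h (-1.13). ACS2 was called lower at SR-12 h, -1.62 (standard error 0.15, adjusted p = 3.8e-07).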

Pyruvate is an important precursor for central carbon metabolism and the biosynthesis of lipid and astaxanthin. The elevated glycolysis pathway under SS increased availability of pyruvate for lipid and carotenoid production. Previous transcriptome analysis on glucose feeding experiments also showed increases in gene expression of nearly all genes involved in glycolysis, and hence, the increase in lipid biosynthesis under glucose supplementation condition might also be the results of increased pyruvate availability [17].

Based on time-resolved transcriptome analysis, a hypothetical model of underlying mechanism of TAG and astaxanthin accumulation under SS was proposed (Fig. 9). 

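Of the 13 KAS, KAR, HAD and ENR genes, 12 had a log2 fold change above 0 at SS-6 h and 7 were called higher in limma's test (9 after median-ratio scaling and 8 after quantile normalization). The numbers called higher at SS-12 h, SS-24 h and SS-48 h were 2, 0 and 3, and the medians 0.36, 0.64 and 0.65. From SS-6 h to SS-12 h 7 of the 13 genes were called lower. From SS-48 h to SR-12 h 9 of the 13 genes were called lower and 1 higher, and 12 values were below 0. Their median was -1.47, -1.11 relative to all genes. The ACCase subunits had log2 fold changes of -2.19 to -1.36 in this comparison, in 5 of 5 genes and under each scaling. KAS I (Cz02g14160) was at -1.84 (standard error 0.14, adjusted p = 1.5e-08), KAR1 (Cz01g34370) at -1.91, KAR2 (Cz16g00050) at -3.94 (standard error 0.38, adjusted p = 2.3e-07), HAD (Cz01g09160) at -3.14 (standard error 0.12, adjusted p = 7.3e-12) and MCT1 (Cz13g05150) at -3.03.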

The entire de novo FA synthesis pathway was up-regulated under SS, and was down-regulated under SR. Thus, it is likely that the de novo FA synthesis was indicated to be the major source of acyl substrates for TAG accumulation under SS. 

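FPKM of DGTT5 (Cz09g27290) was 49.7 ± 5.25 at 0 h, 146 ± 8.07 at SS-6 h, 51.2 ± 2.68 at SS-12 h, 100.0 ± 9.18 at SS-24 h and 57.2 ± 5.55 at SS-48 h (mean ± SD, n = 3). That of DGTT7 (Cz11g21100) was 15.0 ± 0.0153 at 0 h and 47.0 ± 18.9 at SS-6 h, that of DGTT8 (Cz08g14220) 67.7 ± 2.48 and 127 ± 54.9, and that of DGAT1A (Cz06g05010) 31.8 ± 1.24 and 25.7 ± 13.2. At SS-12 h DGTT5 was back at a log2 fold change of 0.05 and at SS-48 h at 0.20, and DGTT7 at 0.10 and 0.40. Of the 20 genes in the TAG synthesis section of Table S2, limma's test called 4 higher and 3 lower at SS-6 h (5 and 1 after median-ratio scaling), and 1 higher at SS-48 h.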

In TAG biosynthesis pathway, PAP3 and DGATs (DGAT1A, DGTT5, DGTT7 and DGTT8) could be the key rate-limiting enzymes for de novo TAG biosynthesis as the genes of which were up-regulated under SS. Moreover, it has been demonstrated that DGAT1A and DGTT5 had the highest activity among all ten CzDGATs [32], and thus the up-regulation of DGAT1A and DGTT5 could play an important role in the TAG accumulation. *PAP3*, *DGAT1A* and *DGTT5* were promising gene targets for genetic engineering. PAP3 and DGATs were predicted to be ER-targeted [10, 32], suggesting that TAG was mainly assembled in ER under SS. Under N starvation, more genes in TAG biosynthesis pathway were up-regulated including extrachloroplastic GPAT2, LPAAT2 and chloroplastic LPAAT1 [10], which may account for the higher TAG content under N starvation (about 28.6% higher) than SS [7]. In addition, the expression of the major lipid droplet protein (MLDP) and plastid galactoglycerolipid degradation 1 (PGD1) were up-regulated during SS (Additional file 4: Table S2). 

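MLDP (Cz04g29220) was called higher than at 0 h at each starved time point in limma's test with Benjamini-Hochberg adjustment. Its log2 fold change was 2.69 (standard error 0.15, adjusted p = 5.4e-10) at SS-6 h, 1.11 at SS-12 h (0.81 and not called after quantile normalization), 1.61 at SS-24 h and 1.97 (standard error 0.15, adjusted p = 3.2e-08) at SS-48 h. From SS-48 h to SR-12 h it fell, -2.79 (standard error 0.15, adjusted p = 5.2e-10), to -0.82 against 0 h. PGD1 has no gene ID in the tables used here and was not analysed here.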

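FPKM of MLDP was 199 ± 6.54 at 0 h, 1285 ± 82.8 at SS-6 h, 429 ± 38.6 at SS-12 h, 608 ± 51.9 at SS-24 h, 805 ± 220.0 at SS-48 h and 112 ± 4.26 at SR-12 h (mean ± SD, n = 3). On the linear scale of limma's log2(FPKM + 1) values, the fold change of MLDP at SS-6 h was 6.44.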

As MLDP is associated with maintaining the size of lipid droplets (LDs) [41, 42], the up-regulation of *CzMLDP* (~ 7.41-fold) (Additional file 4: Table S2) could be a major factor for the increase in cellular lipid droplets under SS. CrPGD1 in *C. reinhardtii* was previously reported to be up-regulated under nitrogen starvation and involved in MGDG turnover for TAG synthesis [43]. In this study, the expression of CzPGD1, the homologous enzyme of CrPGD1, was fourfold increased at 6 h, 24 h and 48 h, and the transcription level of which was substantially reduced under SR (Additional file 4: Table S2); hence, the activity of CzPGD1 could correlate to the TAG accumulation.

**Fig. 9:**
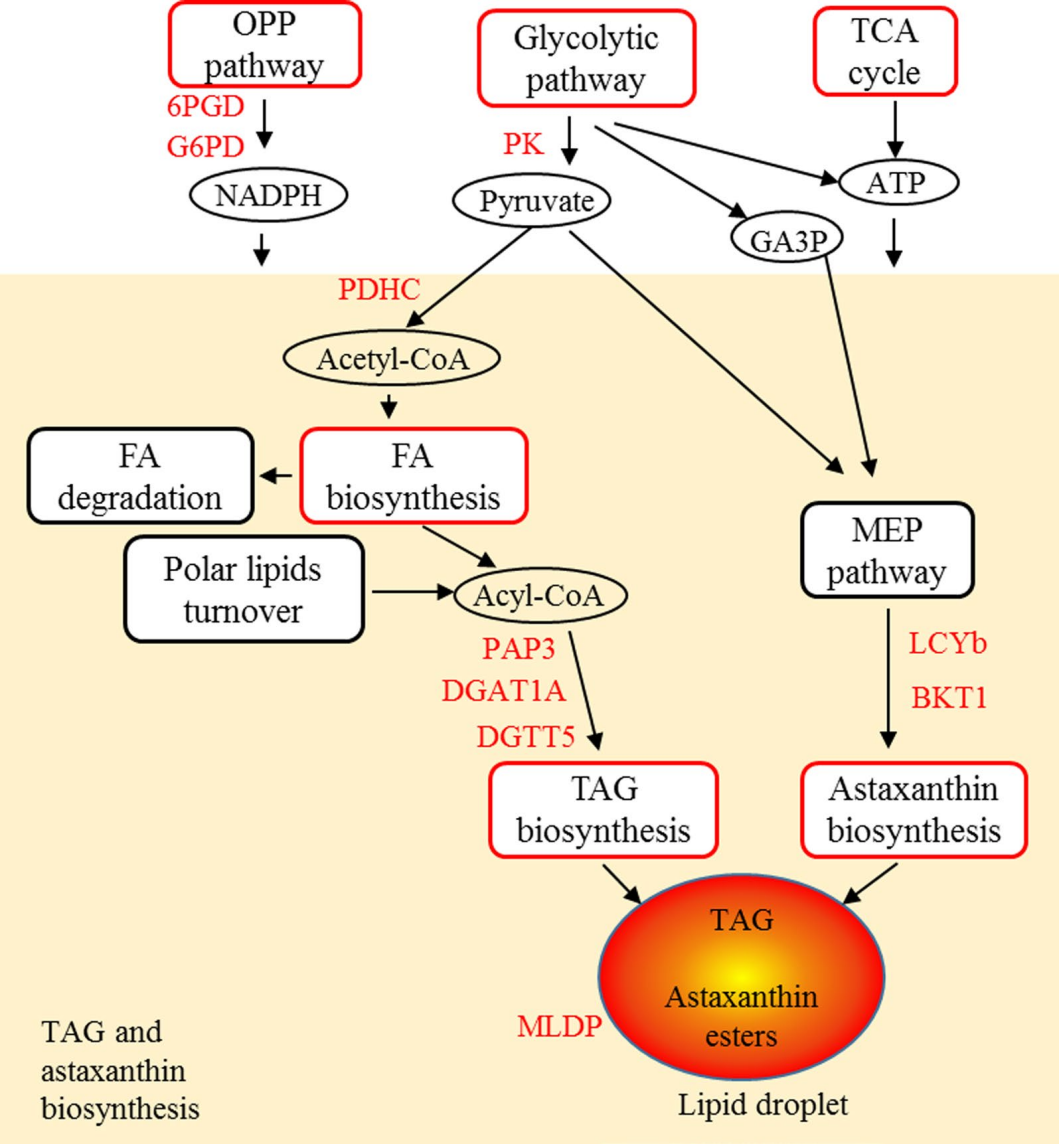
A hypothetical model for underlying mechanism of TAG and astaxanthin hyperaccumulation under SS stress. The red color of boxes and genes indicates up-regulation. The orange box represents TAG and astaxanthin biosynthesis pathway. OPP pathway, oxidative pentose phosphate pathway; 6PGD, 6-phosphogluconate dehydrogenase; G6PD, glucose-6-phosphate 1-dehydrogenase; TCA cycle, tricarboxylic acid cycle; GA3P, glyceraldehyde 3-phosphate; FA, fatty acid; PK, pyruvate kinase; PDHC, pyruvate dehydrogenase complex; PAP, phosphatidate phosphatase; DGAT, Diacylglycerol *O*-acyltransferase, type I; DGTT, Diacylglycerol *O*-acyltransferase, type II; LCYb, lycopene beta cyclase; BKT, beta-carotene ketolase; MLDP, major lipid droplet protein

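Over the 7 MEP genes the median log2 fold change was 0.15 at SS-6 h, 0.33 at SS-12 h, -0.34 at SS-24 h and 0.22 at SS-48 h, or 0.35, 0.39, -0.31 and 0.01 relative to the median of all genes. At SS-6 h the median was -0.24 after quantile normalization, so its direction depended on the scaling. The values of the 7 genes were between -0.12 to 0.76 at SS-12 h, -1.12 to 0.35 at SS-24 h and -1.19 to 0.56 at SS-48 h.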

Despite the increase in the cellular pyruvate pool under SS, the expression of most enzymes of the MEP pathway did not show significant change. The biosynthesis of astaxanthin requires the terpenoid backbones at two branching points. (1) The down-regulation of *LCYe* and up-regulation of *LCYb* redirected the lycopene to β-carotene, and (2) induction of *BKT1* and repression of *ZEP* reallocated the zeaxanthin into astaxanthin (Fig. 7), which represented the suppression of competing pathway and enhancement of the carbon flux toward astaxanthin biosynthesis. 

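At the first branch point, the mean FPKM of LCYe and LCYb was 32.6 ± 4.81 and 76.3 ± 6.96, the former at SS-6 h and the latter at SS-48 h (mean ± SD, n = 3). LCYe stood at 124 ± 1.94 at SS-12 h and 27.1 ± 6.39 at SS-24 h, and LCYb at 42.0 ± 2.62 and 60.4 ± 2.51. At the second, BKT1 stood at 44.6 ± 8.93, 53.2 ± 3.91 and 22.9 ± 2.00 FPKM at SS-12 h, SS-24 h and SS-48 h, and ZEP at 31.9 ± 2.73 and 29.3 ± 0.872 at SS-12 h and SS-24 h.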

Consistently, the astaxanthin content was increased at the expense of β-carotene, indicating the redirection of precursors toward the astaxanthin. A similar expression pattern of *LCYe* and *ZEP* has also been observed in the glucose-induced astaxanthin accumulation experiment [17, 33]. In addition, the up-regulation of *LCYb* and *BKT1* was also observed under N starvation and glucose feeding [16, 17]. Therefore, *LCYb* and *BKT1* could be gene targets for pulling precursor toward astaxanthin by genetic engineering. And furthermore, suppression of competing pathways via genetic engineering would improve precursor supply and increase target compounds [44]. 

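CHYb (Cz12g16080) had a log2 fold change of -1.52 (standard error 0.19, adjusted p = 4.2e-06) at SS-6 h against 0 h in limma's test with Benjamini-Hochberg adjustment, from 36.0 ± 3.87 to 12.5 ± 4.62 FPKM (mean ± SD, n = 3), and it was called lower under each scaling. It was at -0.38 at SS-12 h, -0.12 at SS-24 h, -0.29 at SS-48 h and 0.47 at SR-12 h, none of them past the threshold with FPKM as deposited.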

Compared with SS, the expression of *CHYb* was up-regulated under N starvation but not changed under SS, and *BKT1* was more up-regulated by N starvation [16], which may be the reason that more astaxanthin was accumulated under SS.

Apart from the substrate molecules, the FA and astaxanthin synthesis requires NADPH and ATP to provide reducing power and energy. For example, the biosynthesis of C18:1 FA needs 19 NADPH molecules as 18 are required to polymerize the C18 acyl chain, and one for the subsequent desaturation [45]. The MEP pathway also requires NADPH to synthesis the terpenoid backbone for carotenoids [34]. In phototrophic microalgae, the photosynthesis pathway generates NADPH from the linear electron chain [46]. However, because the thylakoid membrane was severely degraded and the chlorophyll content was dramatically reduced, the photosynthesis pathway was unlikely the main source of NADPH and ATP for the biosynthesis of FAs and astaxanthin under SS. Another source of cellular NADPH is the OPP pathway, which generates two NADPH molecules for each molecule of glucose-6-phosphate catalyzed. Overexpression of G6PD could elevate the NADPH content and consequently enhanced the lipid biosynthesis in microalgae [47, 48]. The OPP pathway was elevated under SS, and it has also been associated with nitrogen starvation-induced FAs and astaxanthin accumulation in *C. zofingiensis* [10]. Thus, the OPP pathway is likely to be the main source of NADPH under stress conditions, and the increasing reductant pool promotes the lipid and astaxanthin production.

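Over the 15 OPP genes the median log2 fold change was 0.54 at SS-6 h, 0.40 at SS-12 h, -0.10 at SS-24 h and 0.11 at SS-48 h in limma's fit, or 0.74, 0.46, -0.07 and -0.11 relative to the median of all genes. After quantile normalization the medians were 0.17, 0.13, -0.31 and 0.13, and at SS-48 h the sign was negative after median-ratio scaling. FPKM of 6PGD rose from 307 ± 4.34 to 1260.0 ± 49.6 at SS-6 h and stood at 551 ± 42.3 at SS-48 h (mean ± SD, n = 3).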

## Conclusion

SS leads to a series of phenotypical responses in *C. zofingiensis*, including growth inhibition, TAG and astaxanthin accumulation, cellular structural alteration and metabolic flux reallocation. 

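In the glycolysis and gluconeogenesis section of Table S2, which holds 34 genes, limma's test called 7 higher and 4 lower at SS-6 h than at 0 h (7 and 4 adjusted over the list alone, not independent evidence where the study chose genes on these samples), with 11 and 2 after median-ratio scaling. The numbers were 5 and 2 at SS-12 h, 6 and 0 at SS-24 h and 8 and 4 at SS-48 h; at SS-48 h the larger group changed with the scaling (3 and 4 after median-ratio scaling). The section covers both directions of the pathway, and its values at SS-6 h ran from -1.58 to 3.69 with a median of 0.02, 0.22 relative to all genes.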

The time-resolved transcriptome analysis of *C. zofingiensis* indicated that the accumulation of TAG and astaxanthin under SS could be associated with elevated glycolysis and the OPP pathway, which produce the pyruvate and NADPH required for FAs and carotenoids biosynthesis. 

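FPKM at 0 h and at SS-6 h was 109 ± 5.67 and 588 ± 82.1 for BC, 98.8 ± 7.38 and 952 ± 167 for KAR1, 2.68 ± 0.881 and 19.6 ± 11.1 for KAR2, 170.0 ± 8.82 and 802 ± 107 for HAD, and 107 ± 3.41 and 413 ± 45.4 for ENR (mean ± SD, n = 3). FPKM of KAR2 in the 3 replicates at SS-6 h was 6.88, 25.43 and 26.58. PAP3 stood at 248 ± 10.3 FPKM at SS-24 h.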

Key genes in de novo fatty acids biosynthesis pathway, including *ACCase*, *KAS*, *KAR*, *HAD* and *ENR*, were significantly up-regulated to provided acyl chain for TAG, and *PAP3* and *DGATs* (especially *DGTT5*) were key genes up-regulated in TAG assembly pathway. Moreover, LCYb and BKT1 played a role in diverting terpenoid backbones into astaxanthin accumulation along with the suppression of competing pathways catalyzed by LCYe and ZEP. 

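FPKM at SR-12 h was 39.5 ± 2.28 for LCYb, 44.3 ± 1.67 for BKT1, 128 ± 10.5 for LCYe and 49.8 ± 2.54 for ZEP (mean ± SD, n = 3).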

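Of the genes called at SS-12 h, 1745 (59.3%) were not called at SR-12 h against 0 h, 1053 were called in the same direction and 144 in the opposite one. Of those called at SS-24 h the numbers were 1043 (59.8%), 565 and 135. How many of these genes had lost their call before replenishment was not counted here. With FPKM as deposited, the largest changes that remained at SR-12 h among genes whose replicates did not overlap were the fall of PSBQ1 (Cz05g13170), -7.00 (standard error 0.34, adjusted p = 3.0e-10) in limma's test, and the rise of Cz18g04090, 3.36 (standard error 0.20, adjusted p = 2.6e-09), which the tables do not pair with a name.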

Physiological and transcriptomic changes were reversed after SR. This study provided valuable information for understanding TAG and astaxanthin accumulation induced by sulfur deprivation, and identified a number of genes involved in TAG and astaxanthin biosynthesis as promising targets for metabolic engineering.

## Materials and methods

### Strain and culture conditions

*Chromochloris zofingiensis* (strain ATCC 30412, from the American Type Culture Collection) was cultured in Kulh medium using 250-mL column (3-cm diameter) photoreactor according to our previous study [7]. Cultivation conditions were 25 °C, constant illumination of 80 μE m^−2^ s^−1^ and aeration of 1.5% CO_2_ enriched air in all experiments. For sulfur-starvation (SS), cells in logarithmic phase were resuspended in modified Kulh medium in which MgSO_4_ was replaced by MgCl_2_ in equal molar concentration. At the second stage for sulfur-replenishment (SR), 1 mM Na_2_SO_4_ was added into culture.

### Measurement of biomass, cell number and chlorophyll content

The biomass dry weight was determined by filtration through a pre-dried and pre-weighted Whatman GF/C filter paper (1.2 μm pore size), which was dried at 80 °C in vacuum oven. Cell number was counted using a hemocytometer. Chlorophyll in fresh algal cells was extracted with 5 mL methanol by grinding, and centrifuged (13,000 rpm, 5 min) before measurement. By measuring the optical density respectively at 665 nm, 652 nm and 750 nm with a spectrophotometer, chlorophyll concentration was calculated with the following equation [49]. Absorbencies at 652 nm, 665 nm and 480 nm were corrected by subtracting absorbency at 750 nm.

$$ \left[ {{\text{Chlorophyll}}\;{\text{a}}} \right]{\text{mg}}\;{\text{L}}^{ - 1} = 16.519 \times A_{665} - 8.0962 \times A_{652} $$

$$ \left[ {{\text{Chlorophyll}}\;{\text{b}}} \right]{\text{mg}}\;{\text{L}}^{ - 1} = 27.4405 \times A_{652} - 12.1688 \times A_{665} $$

### ROS level analysis

ROS levels were measured using the ROS assay kit (Beyotime Institute of Biotechnology, China). 10^7 cells were collected and incubated with 10 μM 2′,7′-dichlorodihydrofluorescein diacetate (DCF-DA) for 20 min, and washed three times to remove redundant probes. Nonfluorescent DCF-DA could diffuse into cells and oxidized by ROS into highly fluorescent 2′,7′-dichlorofluorescein (DCF). The fluorescent intensity of DCF was determined at 485 nm excitation and 520 nm emission by a fluorescence microplate reader (Tecan Infinite F200 Pro, USA). Finally, ROS fold change was expressed as the ratio of ROS level of SS or SR samples to that of control samples.

### Transmission electron microscopy (TEM) and measurement of protein and starch content

Cells were collected and fixed overnight in 2.5% glutaraldehyde buffer (electron microscope purity) at 4 °C. After washing, fixed mixture of osmium tetroxide and potassium ferricyanide was added to the sample for post-fixation at room temperature for 2 h. Gradient dehydration on the sample was performed using 30%–50%–70%–90%–95%–100% alcohol for 10 min per step. After replacing the alcohol with acetone, resin infiltration was performed on the rotary mixer. Then, epoxy resin with 1.5–2% of the catalyst was injected into the embedding mold, and the sample was placed in the resin of the embedding mold. Polymerization in an oven was conducted at 35° C for 12 h, then 45° C for 12 h, and then 60° C for 24 h. Sample frozen and specimen preparation were carried out according to previous study [17]. After stained with acetic acid glaze and lead citrate, subcellular structure was observed using TEM (JEOL JEM1200EX) operated at 120 kV.

Lyophilized microalgal cells were grinded and lysed by extraction solution [containing 50 mM Tris (pH 8.1), 1% Sodium dodecyl sulfate (SDS), sodium pyrophosphate, β-glycerophosphate, sodium orthovanadate, sodium fluoride, EDTA, and phenylmethanesulfonyl fluoride (PMSF)]. The supernatant was collected for protein content determination using BCA assay kit (Beyotime Institute of Biotechnology, China) by measuring the optical density at 562 nm with a spectrophotometer.

For starch content analysis, lyophilized cells were grinded and removed soluble sugar by incubation at 80 °C for 30 min with 80% ethanol solution. The mixture was cooled down and centrifuged to collect the pellets. The pellet was then boiled to digest the resistant starch, and amylase (Solarbio Science and Technology, China) was added to the mixture for the hydrolysis of starch. After hydrolysis, anthrone and sulfuric acid were used to incubate with released glucose at 95 °C for 10 min, and the optical density at 562 nm was determine to calculate the starch content of each sample as equivalents to the glucose.

### Lipid extraction and analysis

Lyophilized algal cells were grinded with liquid nitrogen, and total lipids were extracted by a solvent mixture of chloroform/methanol/0.75% aqueous NaCl solution (2:1:0.75, by volume). The chloroform layer containing lipid was extracted for lipid analysis. For total lipid quantification, lipid in chloroform was directly transesterificated with 1% (v/v) sulfuric acid in methanol at 85 °C for 2 h, and analyzed using gas chromatography–mass spectrometry (GC–MS) equipped with a DB-WAX capillary column (30 m × 0.25 mm × 0.25 μm) (Agilent, CA, USA). Heptadecanoic acid (C17:0, Sigma-Aldrich) was used as the internal standard. Helium was used as the carrier gas with the flow rate of 1.2 mL/min. The ion temperature and interface temperature were 200 °C and 240 °C, respectively. Samples were injected in split mode (5:1 split ratio) at an oven temperature of 45 °C with an injection volume of 1 μL. The oven temperature was raised to 150 °C at a rate of 15 °C min^−1^, then to 240 °C at a rate of 6 °C min^−1^ and held for 6 min. For TAG quantification, TAG was separated on a Silica gel 60 TLC plate (EMD Chemicals, Merck, Germany) using a mixture of hexane/tert-butylmethyl ether/acetic acid (80/20/2, by volume) as the mobile phase, then transesterificated and analyzed using above method.

### Carotenoids’ extraction and analysis

Pigment was extracted from lyophilized algal cells by acetone after cells were grinded with liquid nitrogen. Astaxanthin and β-carotene were analyzed on HPLC (Waters, Milford, MA, USA) equipped with a Shiseido CAPCELL PAK C18 5 μm column (4.6 × 250 mm) and a 2998 photodiode array detector (Waters, Milford, MA, USA). The gradient was as below: the gradient was started from 100% solvent B (acetonitrile/methanol/water, 84:2:14, by volume); from 0 to 15 min, solvent A (ethyl acetate) and solvent C (methanol) linearly increased from 0 to 20% and from 0 to 80%, respectively, followed by a linear gradient to 32% solvent A and 68% solvent C from 15 to 20 min; and hold on this gradient for 10 min, then linearly to 80% solvent A and 20% solvent C from 30 to 50 min; finally turned back to 100% solvent B and hold on for 5 min. The flow rate was 0.8 mL min^−1^.

### RNA extraction and RNA-seq analysis

Total RNA was extracted using the plant RNA extraction kit (TaKaRa, Tokyo, Japan), and contaminating DNA was removed with RNase-free DNase I (TaKaRa, Tokyo, Japan). RNA concentration and quality were analyzed by Agilent 2100 Bio analyzer. After purification of poly-A containing mRNA molecules using poly-T oligo-attached magnetic beads, the mRNA was fragmented into small pieces and copied into first strand cDNA, followed by second strand cDNA synthesis using DNA polymerase I and RNase H. These cDNA fragments then had the addition of a single ‘A’ base and subsequent ligation of the adapter. The products were purified and enriched with PCR amplification. The PCR yield was quantified by Qubit, and samples were pooled together to make a single-strand DNA circle (ssDNA circle) to form the final library. DNA nanoballs (DNBs) were generated with the ssDNA circle to enlarge the fluorescent signals at the sequencing process. The DNBs were loaded into the patterned nanoarrays and single-end read of 50 bp was read through on the BGISEQ-500 platform (BGI, China) for the following data analysis study. For this step, the BGISEQ-500 platform combined the DNA nanoball-based nanoarrays and stepwise sequencing using Combinational Probe-Anchor Synthesis Sequencing Method.

### Differential gene expression analysis

Clean reads were obtained by filtering the low-quality reads (more than 20% of the bases qualities are lower than 10), reads with adaptors and reads with unknown bases (N bases more than 5%) to get the clean reads, then mapped into reference genome [9] using HISAT (Hierarchical Indexing for Spliced Alignment of Transcripts) software and into reference genes using Bowtie2 software. RSEM software was used to calculate gene expression level from RNA-seq data. R software was used to perform statistics: Pearson correlation between all samples was calculated using cor; and PCA analysis was performed with all samples using princomp. Finally, we identify DEGs (differential expressed genes) between samples and do clustering with DEseq2 software using the parameters as Fold Change ≥ 2.00 and Adjusted *p* value (*P*_adj_) ≤ 0.05. The RNA-seq data were deposited in the Gene Expression Omnibus under accession number GSE130454.

### Statistical analysis

All the experiments were conducted in at least three biological replicates to ensure the reproducibility. Experimental results were expressed as mean value ± SD. The statistical significance of the results was tested by *t* test.

## Supplementary information

**Additional file 1.** Gene expression level in transcriptome of *C. zofingiensis*.

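The copy of Additional file 1 used here holds 592 rows, with the FPKM of each gene in each of the 18 samples and annotations from sequence matches. Its 10656 FPKM values were compared with the deposited ones and 0 differed beyond rounding. Among these rows, Cz03g05100 is described as a cysteine synthase and Cz03g08060 and Cz03g08070 as sulfate transporters, in each case by a sequence match to another green alga. Cz03g05100 rose at SS-48 h by a log2 fold change of 1.53 (standard error 0.09, adjusted p = 1.6e-09) in limma's test with Benjamini-Hochberg adjustment and fell again at SR-12 h by -1.50 (standard error 0.09, adjusted p = 1.5e-09) against SS-48 h. At SS-6 h, SS-12 h and SS-24 h it was at 0.73, 0.42 and 0.89, the last called after quantile normalization (1.05). At SS-48 h the values of Cz03g08060 and Cz03g08070 were -0.31 and -0.23, and at SS-6 h -0.54 and -0.97. The latter was called lower at -1.02 without 0 h replicate 1, -1.13 without SS-6 h replicate 2, -1.15 without SS-6 h replicate 3, after rescaling to TPM (-1.07) and after quantile normalization (-1.36).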

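The file holds the pathways and terms that were enriched among the DEGs of SS-6 h against 0 h and of SR-12 h against SS-48 h, each with the number of DEGs in it, the number of genes in it and the DEGs by ID. For SS-6 h, 8 pathways are given in the copy used here. For long pathways the copy stops after 28 genes, for example 28 of the 91 DEGs under "Ribosome" and 28 of the 43 under "Photosynthesis". It is complete for the shorter ones, such as the 22 DEGs under "Biosynthesis of unsaturated fatty acids" and the 13 under "Ether lipid metabolism".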

**Additional file 2.** KEGG pathway enrichment and GO term enrichment.

**Additional file 3.** The top 100 genes having highest differential expression in SS 6 h group.

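The file ranks genes by the authors' log2 fold change between SS-6 h and 0 h. At SS-48 h, 25 of the 48 higher genes given here were still called higher and 2 were called lower in limma's test, and 40 of the 49 lower genes were still lower. At SS-12 h the numbers in the original direction were 38 and 47.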

**Additional file 4.: Fig. S1.** Carotenoids contents after 4-days culture. (a) Astaxanthin forms composition (b) α-carotene content (c) total carotenoids content. **Fig. S2.** Volcano plot of DEGs. (a) SS-6 h (b) SS-12 h (c) SS-24 h (d) SS-48 h (e) SR-12 h. **Fig. S3.** KEGG pathway classification and of DEGs. (a-b) KEGG pathway classification in SS-6 h (0 h as control) and SR-12 h (SS-48 h as control) (c-d) KEGG pathway functional enrichment in SS-6 h (0 h as control) and SR-12 h (SS-48 h as control). **Fig. S4.** Transcriptional regulation at SS-6 h (0 h as control). (a) KEGG pathway of “photosynthesis-antenna protein” (b) KEGG pathway of “proteasome”. The red and blue boxes indicate up-regulation and down-regulation respectively. **Fig. S5.** Hierarchical cluster analysis of DEGs responding to both SS and SR in enriched KEGG pathways. **Fig. S6.** Transcriptional regulation in KEGG pathway of “photosynthesis”. (a) SS-6 h (0 h as control) (b) SR-12 h (SS-48 h as control). The red and blue boxes indicate up-regulation and down-regulation respectively. **Fig. S7.** RT-PCR results of *β*-*CT* (a), *DGTT5* (b) and *BKT1* (c) at early SS. **Table S1.** Reads number and mapping ratio of RNA profiling. **Table S2.** Expression patterns of genes involved in TAG, astaxanthin biosynthesis and central carbon mechanism. **Table S3.** Fatty acid composition of TAG and TFA after 4-days culture. **Table S4.** ROS abundance in *C. zofingiensis* under different status.

## Data Availability

All data generated or analyzed during this study are included in this published article (and its additional files).

## Abbreviations

ACCase: Acetyl-CoA carboxylase
BKT1: Beta-carotene ketolase
DEGs: Differentially expressed genes
DGAT: Diacylglycerol acyltransferase
FA: Fatty acid
LCYb: Lycopene beta cyclase
OPP: Oxidative pentose phosphate
ROS: Reactive oxygen species
SR: Sulfur-replenishment
SS: Sulfur-starvation
TAG: Triacylglycerol
TCA: Tricarboxylic acid
TEM: Transmission electron microscopy
TFA: Total fatty acids

# Supplementary material for: Time‑resolved transcriptome analysis during transitions of sulfur nutritional status provides insight into triacylglycerol (TAG) and astaxanthin accumulation in the green alga Chromochloris zofingiensis
**Source:** Biotechnol Biofuels. 2020 Jul 17;13:128. doi: 10.1186/s13068-020-01768-y
**Supplement:** Supplementary file 4 — Additional file 4.: Fig. S1. Carotenoids contents after 4-days culture. (a) Astaxanthin forms composition (b) α-carotene content (c) total carotenoids content. Fig. S2. Volcano plot of DEGs. (a) SS-6 h (b) SS-12 h (c) SS-24 h (d) SS-48 h (e) SR-12 h. Fig. S3. KEGG pathway classification and of DEGs. (a-b) KEGG pathway classification in SS-6 h (0 h as control) and SR-12 h (SS-48 h as control) (c-d) KEGG pathway functional enrichment in SS-6 h (0 h as control) and SR-12 h (SS-48 h as control). Fig. S4. Transcriptional regulation at SS-6 h (0 h as control). (a) KEGG pathway of “photosynthesis-antenna protein” (b) KEGG pathway of “proteasome”. The red and blue boxes indicate up-regulation and down-regulation respectively. Fig. S5. Hierarchical cluster analysis of DEGs responding to both SS and SR in enriched KEGG pathways. Fig. S6. Transcriptional regulation in KEGG pathway of “photosynthesis”. (a) SS-6 h (0 h as control) (b) SR-12 h (SS-48 h as control). The red and blue boxes indicate up-regulation and down-regulation respectively. Fig. S7. RT-PCR results of β-CT (a), DGTT5 (b) and BKT1 (c) at early SS. Table S1. Reads number and mapping ratio of RNA profiling. Table S2. Expression patterns of genes involved in TAG, astaxanthin biosynthesis and central carbon mechanism. Table S3. Fatty acid composition of TAG and TFA after 4-days culture. Table S4. ROS abundance in C. zofingiensis under different status.

**Figures**

**
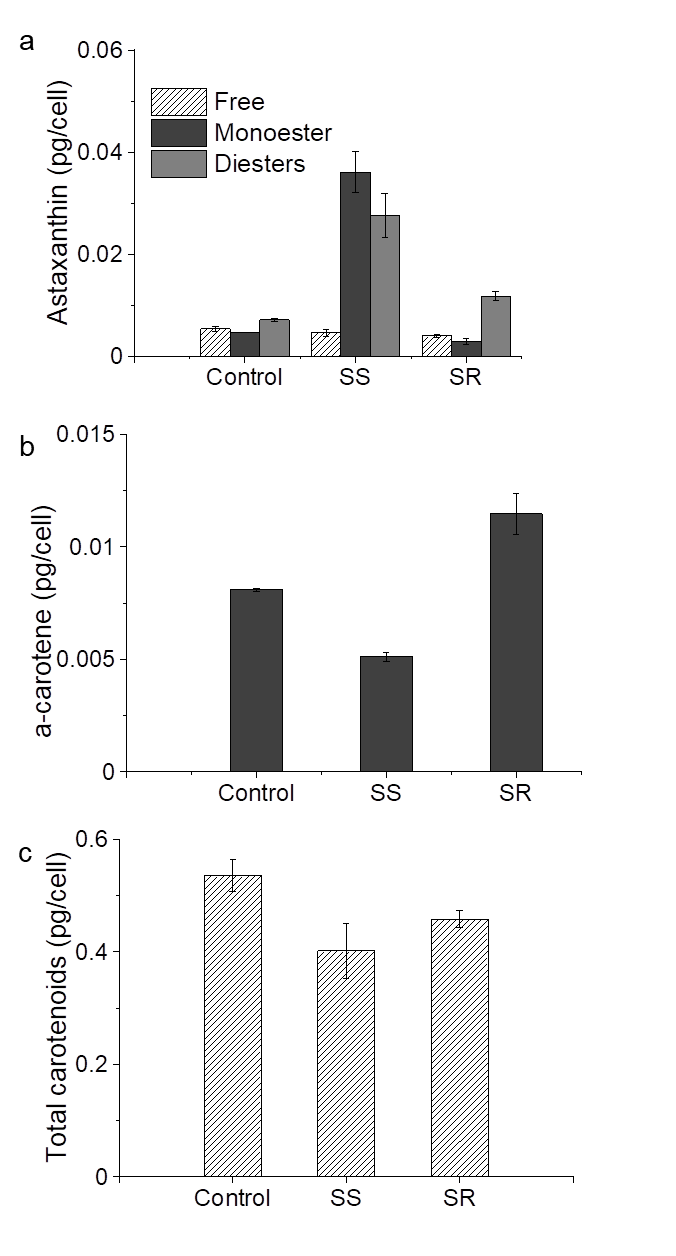
**

**Fig. S1. Carotenoids contents after 4-days culture. (a) Astaxanthin forms composition (b) α-carotene content (c) total carotenoids content.**

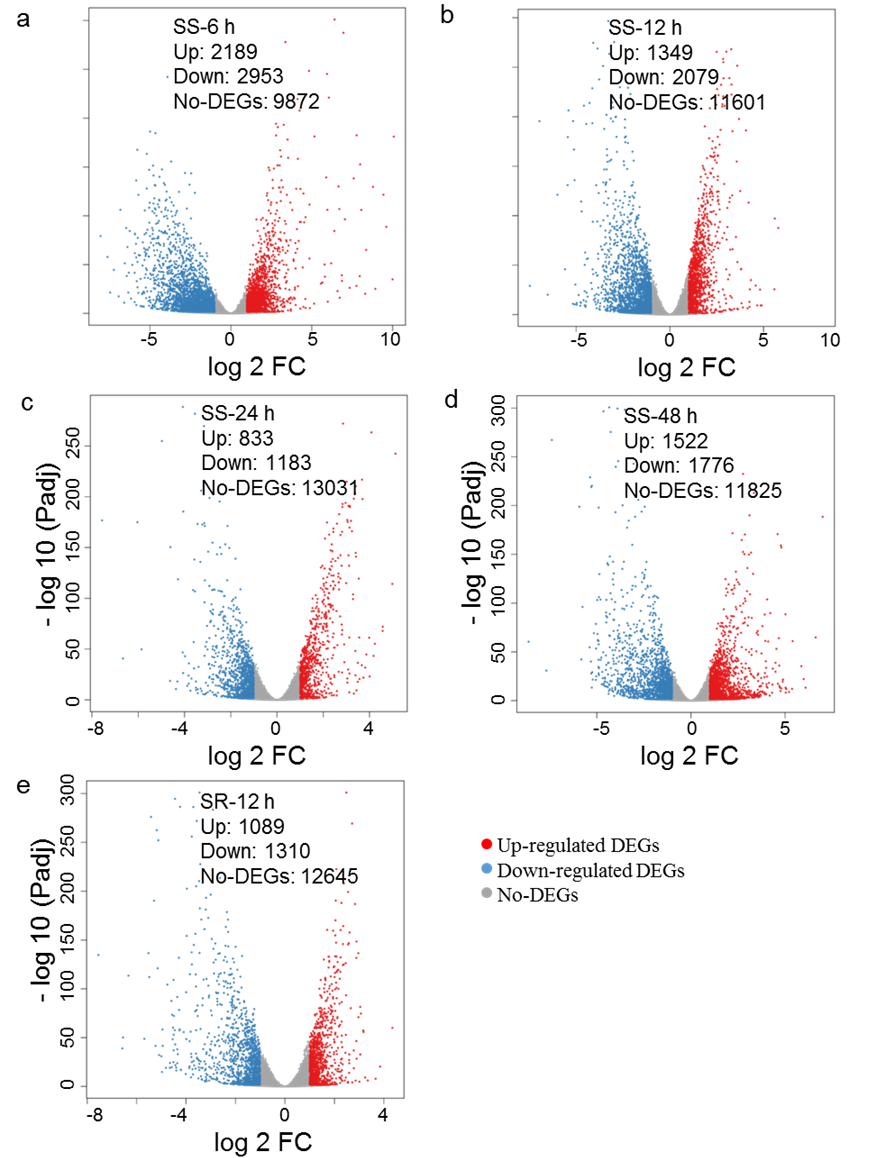

**Fig. S2. Volcano plot of DEGs. (a) SS-6 h (b) SS-12 h (c) SS-24 h (d) SS-48 h (e) SR-12 h.**

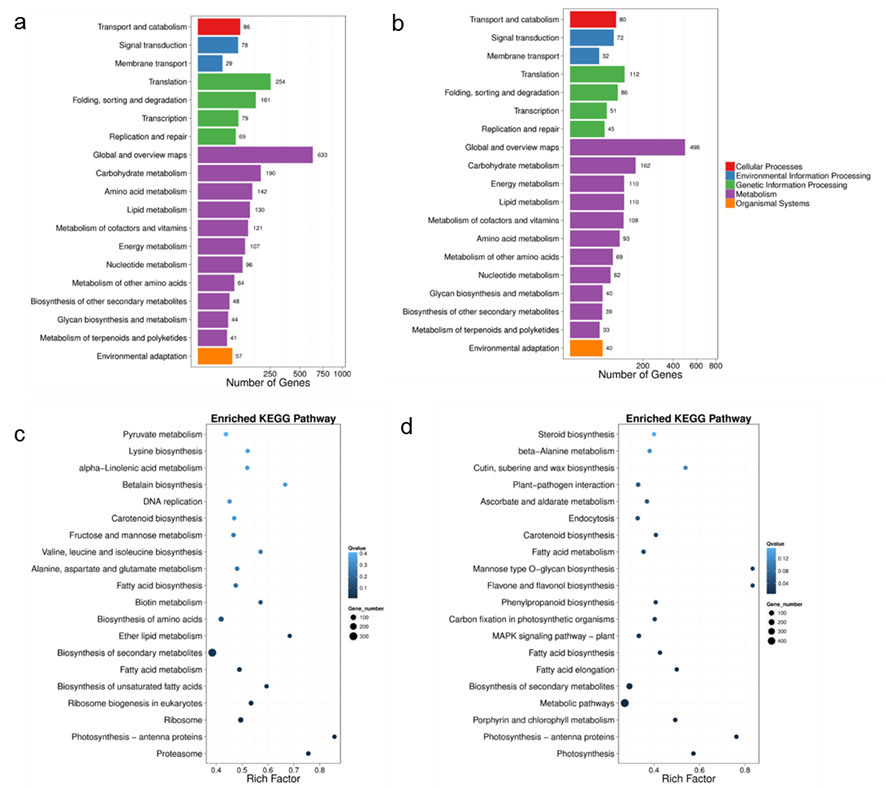

**Fig. S3. KEGG pathway classification and enrichment of DEGs. (a-b) KEGG pathway classification in SS-6 h (0 h as control) and SR-12 h (SS-48 h as control) (c-d) KEGG pathway functional enrichment in SS-6 h (0 h as control) and SR-12 h (SS-48 h as control). Rich factor indicates the ratio of DEGs to all genes in that pathway.**

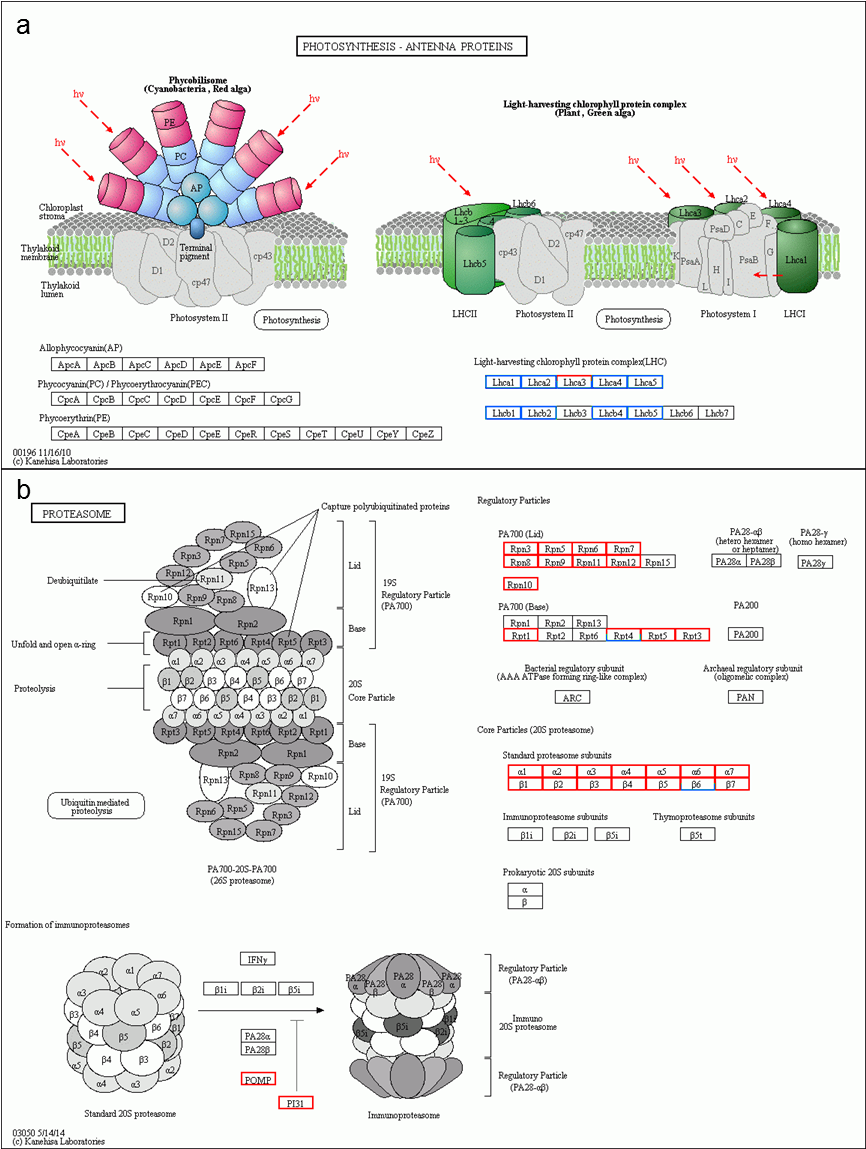

**Fig. S4. Transcriptional regulation at SS-6 h (0 h as control). (a) KEGG pathway of “photosynthesis-antenna protein” (b) KEGG pathway of “proteasome”. The red and blue boxes indicate up-regulation and down-regulation respectively.**

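In the diagram of antenna proteins each box stands for a subunit of the light-harvesting complexes and is coloured by the change of the genes assigned to it. The data behind it in the deposited FPKM are those of the antenna-protein genes of Additional file 2: at SS-12 h 10 of 18 were still lower than at 0 h in limma's test, with a median log2 fold change of -1.05, and at SS-24 h 17. For the proteasome genes the numbers higher at SS-12 h, SS-24 h and SS-48 h were 17, 16 and 2 of 28, and after quantile normalization 9, 9 and 2.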

**
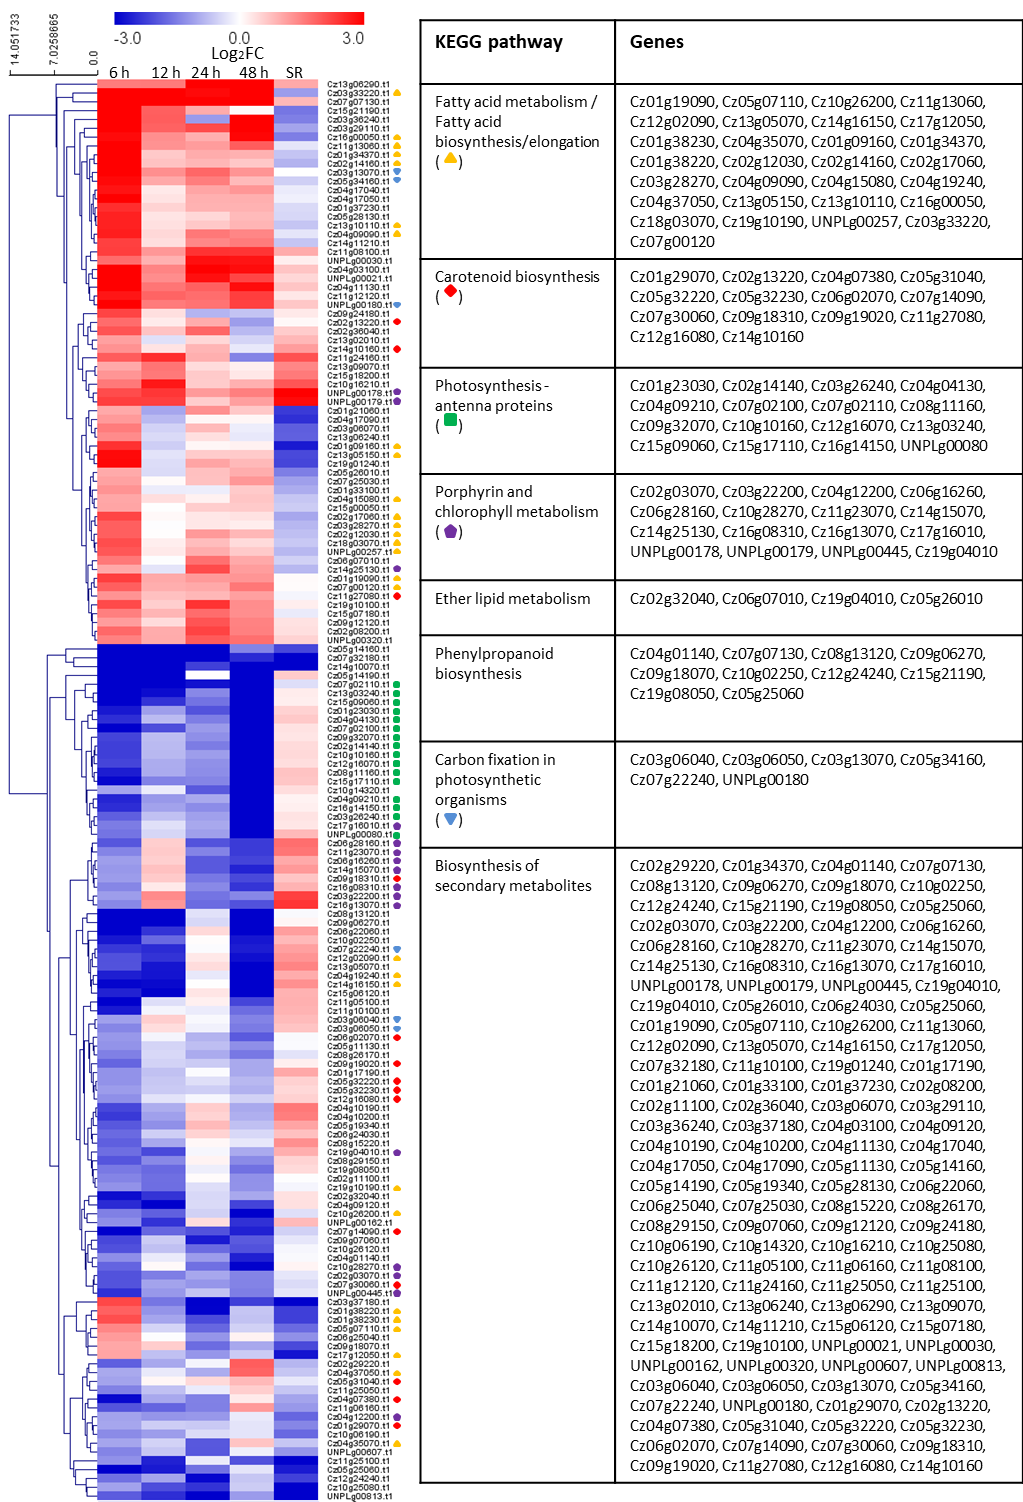
**

**Fig. S5. Hierarchical cluster analysis of DEGs responding to both SS and SR in enriched KEGG pathways.**

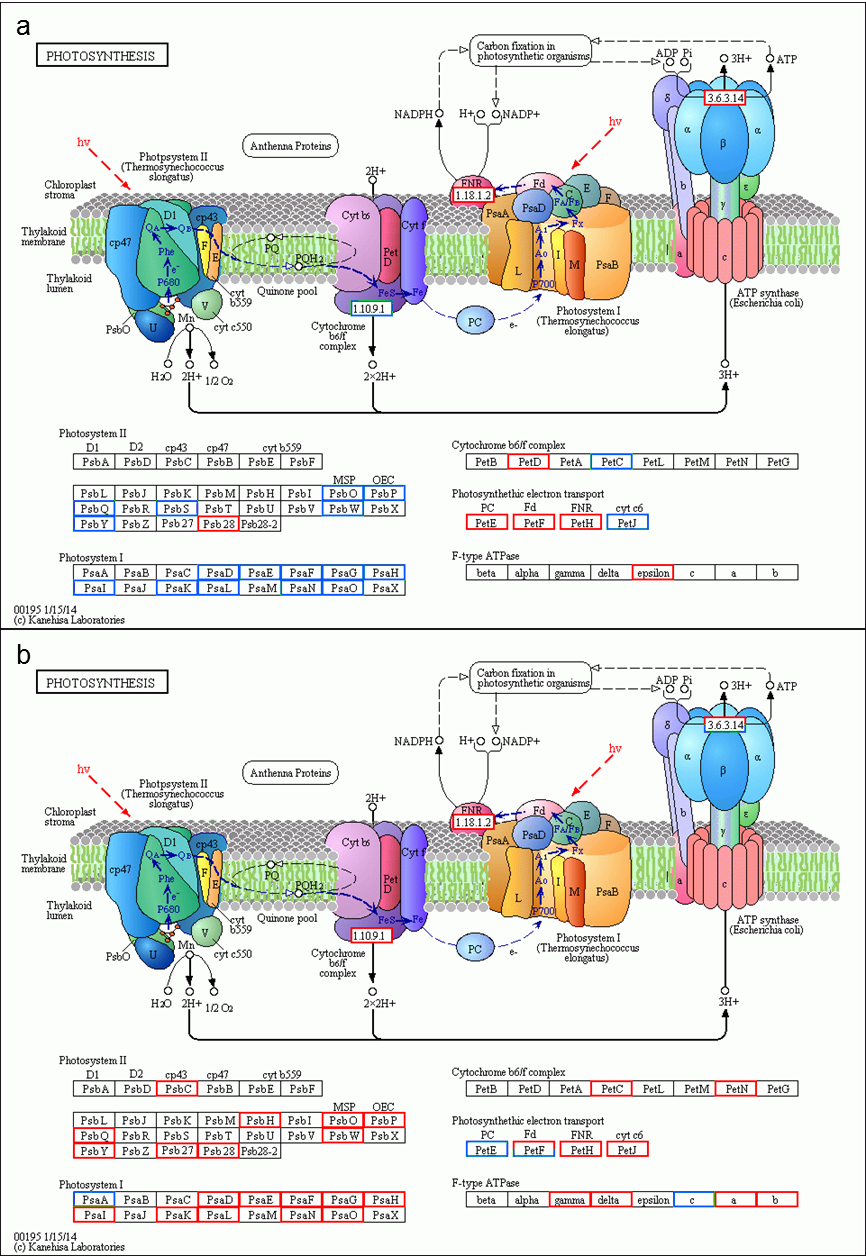

**Fig. S6. Transcriptional regulation in KEGG pathway of “photosynthesis”. (a) SS-6 h (0 h as control) (b) SR-12 h (SS-48 h as control). The red and blue boxes indicate up-regulation and down-regulation respectively.**

**
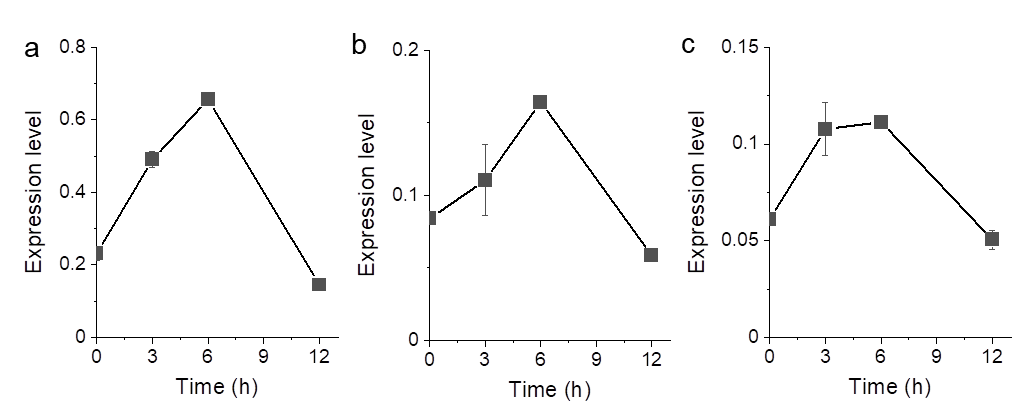
**

**Fig. S7. RT-PCR results of *β-CT* (a), *DGTT5* (b) and *BKT1* (c) at early SS.**

**Tables**

Table S1 Reads number and mapping ratio of RNA profiling

| Sample | Total Clean Reads (bp) |  | Genome Mapping | |  | Gene Mapping | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  | Total Mapping Ratio（%） | Uniquely Mapping Ratio（%） |  | Total Mapping Ratio（%） | Uniquely Mapping Ratio（%） | Gene number |
| 0 h-1 | 23960080 |  | 97.98 | 92.76 |  | 56.31 | 53.16 | 14682 |
| 0 h-2 | 23636340 |  | 97.07 | 91.07 |  | 56.03 | 52.70 | 14697 |
| 0 h-3 | 23677786 |  | 96.88 | 90.97 |  | 54.15 | 50.83 | 14684 |
| SS-6 h-1 | 23764698 |  | 96.38 | 90.77 |  | 42.54 | 40.62 | 14351 |
| SS-6 h-2 | 23805122 |  | 97.56 | 92.42 |  | 52.15 | 50.04 | 14457 |
| SS-6 h-3 | 23724876 |  | 97.22 | 91.85 |  | 53.48 | 51.4 | 14467 |
| SS-12 h-1 | 23591275 |  | 96.29 | 91.25 |  | 53.47 | 51.14 | 14521 |
| SS-12 h-2 | 23678281 |  | 96.63 | 91.50 |  | 54.76 | 52.43 | 14551 |
| SS-12 h-3 | 23623257 |  | 97.23 | 91.87 |  | 53.8 | 51.46 | 14541 |
| SS-24 h-1 | 23720077 |  | 97.11 | 91.88 |  | 55.88 | 53.49 | 14660 |
| SS-24 h-2 | 23759111 |  | 97.43 | 92.25 |  | 56.71 | 54.23 | 14647 |
| SS-24 h-3 | 23754453 |  | 96.99 | 91.72 |  | 56.64 | 54.24 | 14636 |
| SS-48 h-1 | 23688058 |  | 97.07 | 91.98 |  | 55.88 | 53.67 | 14867 |
| SS-48 h-2 | 23781211 |  | 97.21 | 91.87 |  | 56.85 | 54.59 | 14842 |
| SS-48 h-3 | 23345193 |  | 97.60 | 92.61 |  | 58.57 | 56.23 | 14802 |
| SR-12 h-1 | 23623462 |  | 96.78 | 90.84 |  | 56.83 | 53.57 | 14671 |
| SR-12 h-2 | 23686413 |  | 97.28 | 91.58 |  | 56.45 | 53.09 | 14653 |
| SR-12 h-3 | 23713087 |  | 97.34 | 91.69 |  | 57.29 | 53.91 | 14619 |

Total Clean Reads (bp): The reads amount after filtering, Unit: bp

Total Mapping Ratio: The percentage of mapped reads

Uniquely Mapping Ratio: The percentage of reads that map to only one location of reference

Table S2 Expression patterns of genes involved in TAG, astaxanthin biosynthesis and central carbon mechanism

| Gene ID | Annotation | Abbreviation | log 2 FC | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  | SS-6 h | SS-12 h | SS-24 h | SS-48 h | SR-12 h |
| **FA biosynthesis** |  |  |  |  |  |  |  |
| Cz02g12030 | carboxyltransferase subunit alpha (ACCase complex) | *α-CT* | 1.89 | 0.03 | 1.21 | 0.86 | -0.75 |
| Cz02g17060 | carboxyltransferase subunit beta (ACCase complex) | *β-CT* | 2.20 | 0.09 | 0.29 | 0.35 | -1.03 |
| Cz03g28270 | biotin carboxyl carrier protein (ACCase complex) | *BCCP1* | 1.89 | -0.02 | 0.29 | 0.22 | -0.84 |
| Cz06g20040 | biotin carboxyl carrier protein (ACCase complex) | *BCCP2* | 2.76 | 0.50 | 0.55 | 0.76 | -1.14 |
| Cz13g10110 | biotin carboxylase (ACCase complex) | *BC* | 2.62 | 0.37 | 0.65 | 0.87 | -0.67 |
| Cz19g10190 | acetyl-CoA carboxylase | *ACCase* | -1.27 | -1.70 | -0.38 | -1.28 | -0.11 |
| Cz09g30220 | acyl carrier protein | *ACP1* | 2.98 | 1.08 | 0.60 | 0.54 | 0.20 |
| Cz07g17120 | acyl carrier protein | *ACP2* | 1.18 | 1.23 | 0.97 | 0.97 | 0.67 |
| Cz13g05150 | malonyl-CoA:Acyl carrier protein transacylase | *MCT1* | 2.90 | -0.33 | 0.62 | 0.63 | -2.13 |
| Cz04g37050 | malonyl-CoA:Acyl carrier protein transacylase | *MCT2* | -1.00 | -0.25 | -0.97 | 1.83 | -0.67 |
| UNPLg00257 | 3-oxoacyl-[acyl-carrier-protein] synthase, II (C16:0 to C18:0) | *KAS II* | 1.98 | 0.26 | 0.97 | 0.63 | -0.83 |
| Cz02g14160 | 3-oxoacyl-[acyl-carrier-protein] synthase, I (C4:0 to up to C16:0) | *KAS I* | 3.80 | 0.73 | 0.87 | 0.66 | -0.89 |
| Cz18g03070 | 3-oxoacyl-[acyl-carrier-protein] synthase, III (C2:0 to C4:0) | *KAS III* | 2.10 | 0.21 | 0.78 | 0.43 | -0.64 |

Table S2 (Continued) Expression patterns of genes involved in TAG, astaxanthin biosynthesis and central carbon mechanism

| Gene ID | Annotation | Abbreviation | log 2 FC | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  | SS-6 h | SS-12 h | SS-24 h | SS-48 h | SR-12 h |
| Cz06g14030 | 3-oxoacyl-[acyl-carrier-protein] synthase, II | *KAS II* | 0.94 | 0.31 | 0.73 | 0.24 | 0.02 |
| Cz01g34370 | 3-oxoacyl-[acyl-carrier protein] reductase | *KAR1* | 3.45 | 0.64 | 0.98 | 0.93 | -0.69 |
| Cz16g00050 | 3-oxoacyl-[acyl-carrier protein] reductase | *KAR2* | 2.89 | 1.33 | 0.95 | 2.95 | -1.51 |
| Cz10g18200 | 3-oxoacyl-[acyl-carrier protein] reductase | *KAR3* | 1.19 | 1.38 | 0.09 | 0.06 | 0.34 |
| Cz03g39140 | 3-oxoacyl-[acyl-carrier protein] reductase? | *KAR4* | -0.16 | 0.59 | 0.68 | -0.27 | 1.09 |
| Cz15g00050 | 3-oxoacyl-[acyl-carrier protein] reductase | *KAR5* | 1.06 | 0 | 0.59 | 0.63 | -0.59 |
| Cz04g17270 | 3-oxoacyl-[acyl-carrier protein] reductase | *KAR6* | 0.50 | 0.44 | -0.04 | -0.37 | -0.26 |
| Cz11g27250 | 3-oxoacyl-[acyl-carrier protein] reductase? | *KAR7* | 0.35 | 0.57 | 0.14 | 1.24 | 0.06 |
| Cz01g09160 | 3-hydroxyacyl-[acyl-carrier-protein] dehydratase | *HAD* | 2.43 | -0.57 | 0.11 | 0.17 | -2.70 |
| Cz11g20040 | enoyl-[acyl-carrier protein] reductase | *ENR* | 2.14 | 0.44 | 0 | 0.23 | -0.61 |
| **FA desaturation** |  |  |  |  |  |  |  |
| Cz04g09090 | acyl-[acyl-carrier-protein] desaturase | *SAD1* | 2.67 | 0.46 | 1.60 | 1.43 | -0.31 |
| Cz13g17200 | acyl-[acyl-carrier-protein] desaturase | *SAD2* | -0.02 | -0.18 | 0.44 | 0.48 | 0.12 |
| Cz11g21120 | omega-6 fatty acid desaturase like | *FAD6 like* | 0.57 | 0.82 | 0.55 | 0.92 | 0.75 |

Table S2 (Continued) Expression patterns of genes involved in TAG, astaxanthin biosynthesis and central carbon mechanism

| Gene ID | Annotation | Abbreviation | log 2 FC | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  | SS-6 h | SS-12 h | SS-24 h | SS-48 h | SR-12 h |
| Cz08g04110 | omega-6 fatty acid desaturase | *FAD6* | 1.01 | 0.53 | 0.04 | -0.31 | -0.55 |
| Cz03g33220 | omega-6 fatty acid desaturase | *FAD2* | 5.97 | 3.22 | 2.90 | 3.75 | -1.16 |
| Cz07g00120 | MGDG delta-7 desaturase | *FAD5* | 1.89 | 0.96 | 1.02 | 1.61 | 0.06 |
| Cz06g00170 | MGDG delta-7 desaturase | *FAD5* | -0.66 | -1.66 | -1.08 | -2.48 | -2.39 |
| Cz13g01140 | MGDG delta-7 desaturase like | *FAD5 like* | -1.56 | -0.53 | -1.18 | -0.56 | -0.68 |
| Cz06g12050 | MGDG delta-4 desaturase like | *delta4FAD* | -1.29 | -0.32 | -0.69 | -0.41 | 0.05 |
| UNPLg00012 | MGDG delta-4 desaturase like | *delta4FAD* | -1.07 | -0.30 | 0.67 | -0.46 | 2.09 |
| Cz12g10230 | delta-3 palmitate desaturase | *FAD4* | -1.31 | -0.89 | -1.22 | -1.08 | -0.30 |
| **TAG synthesis** |  |  |  |  |  |  |  |
| Cz11g03260 | glycerol-3-phosphate acyltransferase | *GPAT1* | -0.51 | 0.45 | -0.44 | 0.44 | 0.69 |
| Cz09g31330 | glycerol-3-phosphate acyltransferase | *GPAT2* | 0.73 | -0.25 | 0.34 | -0.15 | -0.39 |
| Cz16g02090 | 1-acyl-sn-glycerol-3-phosphate acyltransferase | *LPAAT1* | 0.61 | 0.15 | 0.34 | -0.04 | -0.04 |
| Cz10g20070 | 1-acyl-sn-glycerol-3-phosphate acyltransferase | *LPAAT2* | -0.18 | -0.8 | -0.25 | -0.48 | -0.49 |
| Cz05g23060 | phosphatidate phosphatase, Lipin | *PAP1* | -0.09 | -1.04 | 0.15 | -0.17 | -0.78 |

Table S2 (Continued) Expression patterns of genes involved in TAG, astaxanthin biosynthesis and central carbon mechanism

| Gene ID | Annotation | Abbreviation | log 2 FC | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  | SS-6 h | SS-12 h | SS-24 h | SS-48 h | SR-12 h |
| Cz10g16040 | phosphatidate phosphatase | *PAP2* | 0.54 | 0.22 | -1.24 | -0.41 | -0.21 |
| Cz16g11240 | phosphatidate phosphatase | *PAP3* | 2.89 | 1.12 | 2.43 | 0.11 | 0.11 |
| Cz10g01120 | 2-acylglycerol O-acyltransferase | *MGAT* | -0.86 | -0.92 | -0.93 | -0.48 | -1.42 |
| Cz06g05010 | Diacylglycerol O-acyltransferase, type I | *DGAT1A* | -0.11 | -0.34 | 1.07 | 0.13 | 0.09 |
| Cz09g08290 | Diacylglycerol O-acyltransferase, type I | *DGAT1B* | -0.13 | -0.68 | -0.22 | -0.08 | -1.25 |
| Cz06g35060 | Diacylglycerol O-acyltransferase, type II | *DGTT1* | -0.52 | -1.62 | 0.24 | 0.28 | -2.21 |
| Cz06g22030 | Diacylglycerol O-acyltransferase, type II | *DGTT2* | -0.05 | 0.24 | -0.20 | 0.11 | -0.05 |
| Cz09g23010 | Diacylglycerol O-acyltransferase, type II | *DGTT3* | -0.93 | -0.77 | -0.11 | -1.22 | -0.33 |
| Cz11g24150 | Diacylglycerol O-acyltransferase, type II | *DGTT4* | -0.89 | -0.36 | -0.54 | -0.31 | -0.25 |
| Cz09g27290 | Diacylglycerol O-acyltransferase, type II | *DGTT5* | 1.75 | 0.11 | 1.03 | -0.03 | 0.68 |
| Cz15g22140 | Diacylglycerol O-acyltransferase, type II | *DGTT6* | -0.25 | -2.04 | 0.81 | -0.26 | 0.65 |
| Cz11g21100 | Diacylglycerol O-acyltransferase, type II | *DGTT7* | 1.81 | 0.17 | 0.81 | 0.19 | -0.33 |
| Cz08g14220 | Diacylglycerol O-acyltransferase, type II | *DGTT8* | 1.08 | -0.35 | 0.43 | -0.30 | -0.98 |
| Cz10g07180 | phospholipid:diacylglycerol acyltransferase | *PDAT* | 0.65 | -0.11 | 0.20 | -0.09 | -0.11 |

Table S2 (Continued) Expression patterns of genes involved in TAG, astaxanthin biosynthesis and central carbon mechanism

| Gene ID | Annotation | Abbreviation | log 2 FC | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  | SS-6 h | SS-12 h | SS-24 h | SS-48 h | SR-12 h |
| Cz04g29220 | major lipid droplet protein | *MLDP* | 2.89 | 1.18 | 1.64 | 1.77 | -0.74 |
| **Carotenoids synthesis** | |  |  |  |  |  |  |
| Cz02g35280 | 1-deoxy-D-xylulose 5-phosphate synthase (DOXP synthase) | *DXS* | -0.18 | -0.05 | -0.82 | -1.43 | 0.08 |
| Cz07g19130 | 1-deoxy-D-xylulose 5-phosphate reductoisomerase | *DXR* | 0.36 | 0.76 | -0.31 | -0.17 | 0.60 |
| Cz12g10090 | 2-C-methyl-D-erythritol 4-phosphate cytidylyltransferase | *CMS* | -0.27 | 0.45 | -0.33 | 0.00 | 0.44 |
| Cz11g24270 | 4-diphosphocytidyl-2-C-methyl-D-erythritol kinase | *CMK* | -0.08 | 0.25 | -1.12 | -0.60 | -0.04 |
| Cz02g10180 | 2-C-methyl-D-erythritol 2,4-cyclodiphosphate synthase | *MCS* | 1.44 | 0.86 | 0.01 | 0.16 | 0.38 |
| Cz13g08020 | 4-hydroxy-3-methylbut-2-en-1-yl diphosphate synthase (HMB-PP synthase, IspG) | *HDS* | 0.81 | 0.40 | 0.09 | 0.17 | 0.15 |
| Cz05g23010 | 4-hydroxy-3-methylbut-2-enyl diphosphate reductase | *HDR* | 0.36 | 0.26 | 0.38 | 0.33 | 0.06 |
| Cz04g25080 | Acetoacetyl-CoA thiolase | *AACT* | 0.32 | 0.16 | 0.79 | 0.53 | -0.48 |
| Cz19g02060 | Hydroxymethylglutaryl-CoA synthase (HMG-CoA synthase) | *HCS* | -0.20 | -0.23 | 0.42 | -0.05 | -0.28 |
| Cz03g02150 | Isopentenyl-diphosphate Delta-isomerase | *IPPI* | 1.26 | 0.63 | 0.36 | 0.40 | 0.19 |

Table S2 (Continued) Expression patterns of genes involved in TAG, astaxanthin biosynthesis and central carbon mechanism

| Gene ID | Annotation | Abbreviation | log 2 FC | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  | SS-6 h | SS-12 h | SS-24 h | SS-48 h | SR-12 h |
| Cz08g23110 | Isopentenyl-diphosphate Delta-isomerase | *IPPI1* | 1.35 | 0.16 | 0.54 | 0.15 | -0.74 |
| Cz03g10110 | Isopentenyl-diphosphate Delta-isomerase (IPP and DMAPP interconversion) | *IPPI2* | 0.09 | -0.24 | 0.72 | 0.48 | -0.77 |
| Cz02g31110 | geranyl diphosphate synthase | *GPPS* | 0.44 | 0.25 | 0.12 | 0.12 | -0.14 |
| Cz01g03190 | farnesyl diphosphate synthase | *FPPS* | 1.45 | 0.65 | 0.61 | 0.61 | 0.24 |
| Cz02g19200 | geranylgeranyl diphosphate synthase | *GGPPS* | -0.15 | 0.48 | -0.47 | -0.26 | 0.65 |
| Cz05g32220 | phytoene synthase (chloroplastic) | *PSY* | -1.28 | -0.65 | -0.37 | -0.83 | 0.54 |
| Cz02g32280 | phytoene desaturase | *PDS* | -1.38 | -0.16 | -1.50 | -0.22 | 0.65 |
| Cz10g17010 | Zeta-carotene desaturase (chloroplastic) | *ZDS* | 0.75 | 0.65 | 0.05 | 0.31 | 0.37 |
| Cz10g17130 | Zeta-carotene isomerase | *ZISO* | 0.86 | 1.07 | -0.20 | 0.26 | 0.42 |
| Cz16g01210 | carotenoid isomerase | *CRTISO1* | 0.15 | 0.53 | -0.06 | 0.53 | 0.35 |
| Cz12g03260 | carotenoid isomerase | *CRTISO2* | 0.03 | 0.24 | -0.31 | 0.11 | -0.30 |
| Cz14g22040 | carotenoid isomerase | *CRTISO3* | 2.06 | 0.67 | -0.06 | 0.13 | 0.07 |
| Cz09g18310 | Lycopene epsilon cyclase | *LCYe* | -1.16 | 0.63 | -1.59 | -2.14 | 0.68 |

Table S2 (Continued) Expression patterns of genes involved in TAG, astaxanthin biosynthesis and central carbon mechanism

| Gene ID | Annotation | Abbreviation | log 2 FC | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  | SS-6 h | SS-12 h | SS-24 h | SS-48 h | SR-12 h |
| Cz12g10170 | lycopene beta cyclase | *LCYb* | 1.10 | 0.18 | 0.66 | 0.74 | 0.10 |
| Cz13g16110 | cytochrome P450 beta hydroxylase,CYP97A5(Cr) | *CYP97A* | 0.30 | 1.01 | -0.92 | 0 | 0.90 |
| Cz09g07100 | cytochrome P450 epsilon hydroxylase, CYP97C3 | *CYP97C* | -0.36 | 0.41 | -0.93 | 0 | 0.21 |
| Cz09g14130 | Cytochrome P450 CYP97B, beta or seta-rings (At) | *CYP97A* | -0.59 | 0.30 | -0.53 | -0.40 | 0.61 |
| Cz12g16080 | beta-carotene hydroxylase | *CHYb* | -1.31 | -0.32 | -0.10 | -0.54 | 0.55 |
| Cz13g13100 | beta-carotene ketolase/oxygenase | *BKT1* | 1.29 | 0.45 | 0.66 | -0.82 | 0.45 |
| Cz04g11250 | beta-carotene ketolase/oxygenase | *BKT2* | -0.49 | -1.00 | -0.19 | -1.77 | -0.73 |
| Cz07g30060 | zeaxanthin epoxidase | *ZEP* | -2.02 | -1.07 | -1.23 | -1.45 | -0.42 |
| Cz06g02070 | violaxanthin de-epoxidase | *VDE* | -1.21 | -0.13 | -0.89 | -1.94 | -0.07 |
| Cz15g04070 | neoxanthin synthase | *NXS* | -0.11 | 0.16 | 0.23 | -0.31 | 0.06 |
| Cz02g29020 | Long-chain-alcohol O-fatty-acyltransferase | *AAT?* | -0.34 | -0.58 | 0.59 | -0.12 | -0.76 |
| UNPLg00514 | Carotenoid cleavage dioxygenase | *CCD* | -0.23 | -0.35 | -0.42 | 0.03 | -0.46 |
| Cz04g35010 | Carotenoid cleavage dioxygenase | *CCD* | 0.38 | -0.28 | 0 | 0.72 | -0.20 |
| **OPP Pathway** |  |  |  |  |  |  |  |

Table S2 (Continued) Expression patterns of genes involved in TAG, astaxanthin biosynthesis and central carbon mechanism

| Gene ID | Annotation | Abbreviation | log 2 FC | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  | SS-6 h | SS-12 h | SS-24 h | SS-48 h | SR-12 h |
| Cz06g12080 | Glucose-6-phosphate 1-dehydrogenase | *G6PD1* | 0.40 | -0.23 | 0.25 | -0.23 | -0.88 |
| Cz03g12030 | Glucose-6-phosphate 1-dehydrogenase | *G6PD2* | 1.31 | 0.47 | -0.27 | 0.17 | -0.16 |
| Cz04g18010 | 6-phosphogluconolactonase | *PGLS1* | 1.21 | 0.81 | 0.19 | 0.63 | 0.24 |
| Cz11g03250 | 6-phosphogluconolactonase | *PGLS2* | 1.90 | 0.25 | 0.95 | -0.63 | 0.46 |
| Cz05g06160 | 6-phosphogluconate dehydrogenase | *6PGD* | 2.23 | 0.71 | 0.75 | 0.61 | -0.07 |
| Cz05g13260 | ribose 5-phosphate isomerase | *RPI1* | -0.90 | 0.20 | 0.59 | 1.12 | -0.65 |
| Cz09g17220 | ribose 5-phosphate isomerase | *RPI2* | -0.06 | 0.67 | -0.07 | -0.57 | 0.69 |
| Cz01g08190 | ribose 5-phosphate isomerase | *RPI3* | 0.27 | 0.77 | -0.51 | 0.12 | 0.28 |
| Cz05g11190 | ribulose-phosphate 3-epimerase | *RPE1* | 0.78 | 0.43 | -0.49 | -0.13 | -0.23 |
| Cz04g31230 | ribulose-phosphate 3-epimerase | *RPE2* | 1.27 | 0.96 | -0.31 | 0.83 | 0.54 |
| Cz14g07140 | ribulose-phosphate 3-epimerase | *RPE3* | -0.62 | -0.56 | -0.46 | -0.29 | -0.11 |
| Cz03g04080 | transketolase | *TRK* | 0.72 | 0.56 | -0.23 | -0.17 | 0.22 |
| Cz06g25040 | transaldolase | *TAL1* | 1.18 | -0.03 | -1.24 | 0.16 | -1.30 |
| Cz04g12210 | transaldolase | *TAL2* | 0.59 | 0.48 | 0.14 | -0.47 | -0.34 |

Table S2 (Continued) Expression patterns of genes involved in TAG, astaxanthin biosynthesis and central carbon mechanism

| Gene ID | Annotation | Abbreviation | log 2 FC | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  | SS-6 h | SS-12 h | SS-24 h | SS-48 h | SR-12 h |
| Cz12g20290 | transaldolase | *TAL3* | 0.77 | -0.32 | 0.50 | -0.24 | -0.75 |
| **Glycolysis and Glucogenesis** | |  |  |  |  |  |  |
| Cz13g07170 | hexokinase | *HK* | 0.73 | -0.34 | 0.33 | -0.77 | -0.54 |
| Cz06g03010 | glucokinase | *GK* | -0.43 | 0.08 | 0.05 | -0.11 | 0.27 |
| Cz01g30020 | glucose-6-phosphate isomerase | *PGI* | 1.15 | 0.55 | 0.28 | -0.10 | 0.35 |
| Cz09g25120 | 6-phosphofructokinase | *PFK1* | 0.16 | -0.59 | 0.28 | -0.45 | -0.68 |
| Cz16g11260 | 6-phosphofructokinase | *PFK2* | -0.23 | -0.25 | 0.38 | 0.23 | -0.58 |
| Cz07g13120 | 6-phosphofructokinase | *PFK3* | 0.29 | -0.16 | 0.36 | 0.13 | -0.15 |
| Cz04g03070 | Fructose-1,6-bisphosphatase, class I | *FBP1* | -0.95 | 0.20 | -0.90 | -1.32 | 0.37 |
| Cz01g04250 | Fructose-1,6-bisphosphatase, class II | *FBP2* | -0.24 | 0.52 | 0.19 | -0.37 | 0.19 |
| Cz05g01180 | Fructose-1,6-bisphosphatase, class II | *FBP3* | -0.33 | -0.54 | -0.55 | -0.50 | -1.92 |
| Cz05g37140 | Fructose-bisphosphate aldolase | *FBA1* | 0.72 | 0.26 | -0.93 | -1.48 | -0.07 |
| Cz06g07090 | Fructose-bisphosphate aldolase | *FBA2* | -0.26 | 0.20 | -0.48 | -0.35 | 0.12 |
| Cz03g06050 | Fructose-bisphosphate aldolase | *FBA3* | -1.42 | 0.40 | -0.16 | -1.55 | 0.70 |

Table S2 (Continued) Expression patterns of genes involved in TAG, astaxanthin biosynthesis and central carbon mechanism

| Gene ID | Annotation | Abbreviation | log 2 FC | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  | SS-6 h | SS-12 h | SS-24 h | SS-48 h | SR-12 h |
| Cz03g13070 | Fructose-bisphosphate aldolase | *FBA4* | 3.27 | 1.32 | 1.79 | 1.27 | 0.01 |
| Cz06g17270 | triosephosphate isomerase | *TIM* | 1.03 | 1.17 | 0.51 | 0.83 | 1.14 |
| Cz05g34160 | glyceraldehyde 3-phosphate dehydrogenase (NAD) | *GAPDH* | 2.91 | 1.01 | 1.54 | 0.81 | -0.56 |
| Cz16g19260 | phosphoglycerate kinase | *PGK* | -0.43 | 0.11 | -0.55 | -1.53 | 0.41 |
| Cz06g01110 | phosphoglycerate mutase, 2,3-bisphosphoglycerate-dependent | *PGAM1* | 3.54 | 1.21 | 1.18 | 0.96 | 0.01 |
| Cz09g03220 | phosphoglycerate mutase, 2,3-bisphosphoglycerate-independent | *PGAM2* | -0.60 | -0.35 | 0.10 | -0.28 | -0.34 |
| Cz04g11130 | phosphoglycerate mutase, 2,3-bisphosphoglycerate-independent | *PGAM3* | 4.01 | 1.63 | 1.88 | 2.86 | 0.69 |
| Cz08g21030 | phosphoglycerate mutase, 2,3-bisphosphoglycerate-independent | *PGAM4* | 0.86 | 0.26 | -0.20 | -0.19 | -0.22 |
| Cz14g01200 | phosphoglycerate mutase | *PGAM5* | 0.25 | 0.12 | -0.71 | -0.05 | -0.23 |
| Cz14g08090 | phosphoglycerate mutase | *PGAM6* | -0.18 | 0.13 | -0.21 | -0.23 | 0.00 |
| Cz01g38050 | phosphoglycerate mutase | *PGAM7* | 0.51 | -0.37 | 0.33 | 0.13 | -0.39 |

Table S2 (Continued) Expression patterns of genes involved in TAG, astaxanthin biosynthesis and central carbon mechanism

| Gene ID | Annotation | Abbreviation | log 2 FC | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  | SS-6 h | SS-12 h | SS-24 h | SS-48 h | SR-12 h |
| Cz05g10010 | enolase | *ENO* | 1.19 | 0.35 | 0.75 | 0.62 | -0.31 |
| UNPLg00362 | pyruvate kinase | *PK1* | 0.27 | 0.07 | -0.48 | 0.02 | -0.39 |
| Cz08g12170 | pyruvate kinase | *PK2* | -0.48 | -0.16 | -0.42 | 0.15 | -0.86 |
| Cz16g00040 | pyruvate kinase | *PK3* | 2.85 | 1.38 | 1.16 | 1.42 | 0.82 |
| Cz14g14130 | pyruvate kinase | *PK4* | -0.22 | 0.08 | 0.23 | 0.40 | -0.20 |
| Cz04g17050 | pyruvate kinase | *PK5* | 3.02 | 0.34 | 0.93 | 0.95 | -0.17 |
| Cz01g21060 | pyruvate kinase | *PK6* | 1.02 | -1.04 | 1.31 | 0.66 | -2.31 |
| Cz15g09100 | pyruvate kinase | *PK7* | 1.70 | 0.58 | 0.06 | 0.80 | 0.17 |
| Cz10g06190 | pyruvate kinase | *PK8* | -1.35 | -1.14 | -0.42 | -0.31 | -1.76 |
| Cz01g05160 | phosphoenolpyruvate carboxykinase (ATP) | *PEPCK* | 0.04 | 0.48 | 0.59 | -0.10 | -0.84 |
| Cz04g02090 | pyruvate carboxylase | *PYC* | -0.90 | -0.25 | -0.34 | 0.22 | 0.20 |
| **TCA** |  |  |  |  |  |  |  |
| Cz02g27080 | citrate synthase | *CIS1* | 1.38 | 0.84 | 0.34 | 0.02 | 0.11 |
| Cz02g12210 | citrate synthase | *CIS2* | 1.66 | 0.92 | 1.46 | 0.74 | -0.05 |

Table S2 (Continued) Expression patterns of genes involved in TAG, astaxanthin biosynthesis and central carbon mechanism

| Gene ID | Annotation | Abbreviation | log 2 FC | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  | SS-6 h | SS-12 h | SS-24 h | SS-48 h | SR-12 h |
| Cz13g00140 | aconitate hydratase | *ACH* | 0.31 | -0.01 | 0.11 | -0.01 | -0.43 |
| Cz11g28180 | isocitrate dehydrogenase, NAD-dependent | *IDH1* | 0.95 | 0.03 | 0.33 | 0.21 | -0.66 |
| Cz11g08120 | isocitrate dehydrogenase, NAD-dependent | *IDH2* | 0.66 | 0.22 | -0.06 | -0.24 | -0.30 |
| Cz12g16160 | isocitrate dehydrogenase, NADP-dependent | *IDH3* | 0.84 | 0.76 | 0.16 | 0.19 | 0.49 |
| Cz05g03220 | 2-oxoglutarate dehydrogenase, E1 | *OGDH1* | 1.37 | -0.07 | 0.31 | -0.20 | -0.63 |
| Cz01g28100 | 2-oxoglutarate dehydrogenase, E1 | *OGDH2* | -0.89 | -0.78 | -0.43 | -0.24 | -0.22 |
| Cz02g11010 | 2-oxoglutarate dehydrogenase, E2 | *OGDH3* | 0.87 | 0.39 | 0.06 | -0.29 | 0.11 |
| Cz01g33150 | succinyl-CoA synthetase, alpha subunit | *SCSa* | 0.32 | 0.36 | 0.15 | -0.07 | -0.35 |
| Cz03g31200 | succinyl-CoA synthetase, beta subunit | *SCSb* | 0.27 | -0.08 | 0.19 | -0.30 | -0.88 |
| Cz03g18320 | succinate dehydrogenase (ubiquinone) flavoprotein subunit | *SDH1* | 0.14 | 0.17 | 0.15 | -0.30 | -0.10 |
| Cz15g13230 | succinate dehydrogenase (ubiquinone) iron-sulfur subunit | *SDH2* | 1.00 | 0.26 | 0.57 | -0.34 | -0.07 |
| Cz07g14020 | succinate dehydrogenase (ubiquinone) cytochrome b560 subunit | *SDH3* | 1.22 | 0.57 | 0.80 | 0.31 | -0.20 |
| Cz07g14015 | succinate dehydrogenase (ubiquinone) membrane anchor subunit | *SDH4* | 0.95 | 0.79 | 0.50 | 0.04 | 0.02 |

Table S2 (Continued) Expression patterns of genes involved in TAG, astaxanthin biosynthesis and central carbon mechanism

| Gene ID | Annotation | Abbreviation | log 2 FC | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  | SS-6 h | SS-12 h | SS-24 h | SS-48 h | SR-12 h |
| Cz07g04030 | fumarate hydratase, class I | *FHD* | 0.18 | 0.58 | 0.20 | 0.14 | 0.18 |
| Cz02g21340 | malate dehydrogenase (NAD) | *MDH* | 1.01 | 1.14 | 0.37 | 0.13 | 0.66 |
| **Acetyl CoA source** |  |  |  |  |  |  |  |
| Cz18g13050 | pyruvate dehydrogenase, E1 alpha | *PDHC1* | 0.32 | 0.37 | 0.19 | 0.00 | 0.01 |
| Cz07g25130 | pyruvate dehydrogenase, E1 beta | *PDHC2* | 0.64 | 0.57 | 0.35 | -0.14 | 0.16 |
| Cz03g08090 | pyruvate dehydrogenase, E1 alpha | *PDHC3* | 2.15 | 0.17 | 0.79 | 0.68 | -0.30 |
| Cz01g37230 | pyruvate dehydrogenase, E1 beta | *PDHC4* | 2.47 | 0.52 | 0.91 | 0.91 | -0.43 |
| Cz05g28130 | pyruvate dehydrogenase, E2 (dihydrolipoamide acetyltransferase) | *PDHC5* | 2.61 | 0.32 | 0.47 | 0.81 | -0.46 |
| Cz10g25060 | pyruvate dehydrogenase, E3 (dihydrolipoamide dehydrogenase) | *PDHC6* | 0.53 | 0.43 | 0.34 | -0.05 | 0.08 |
| Cz07g16120 | pyruvate dehydrogenase, E3 (dihydrolipoamide dehydrogenase) | *PDHC7* | 1.68 | -0.11 | 0.32 | 0.49 | -0.55 |
| Cz01g33100 | Pyruvate decarboxylase | *PDC* | 1.28 | -0.22 | -0.21 | 0.63 | -0.97 |

Table S2 (Continued) Expression patterns of genes involved in TAG, astaxanthin biosynthesis and central carbon mechanism

| Gene ID | Annotation | Abbreviation | log 2 FC | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  | SS-6 h | SS-12 h | SS-24 h | SS-48 h | SR-12 h |
| Cz11g04290 | aldehyde dehydrogenase (NAD+) | *ALDH1* | -1.10 | 0.71 | 0.64 | 2.90 | 0.44 |
| Cz03g20090 | aldehyde dehydrogenase (NAD+) | *ALDH2* | -1.52 | -1.25 | -0.44 | -1.21 | -1.66 |
| Cz05g18170 | aldehyde dehydrogenase | *ALDH3* | 0.24 | 0.12 | -0.18 | -0.45 | -0.60 |
| Cz09g15060 | acetyl-CoA synthetase | *ACS1* | 0.81 | 0.42 | 0.60 | -0.03 | 0.02 |
| Cz12g10100 | acetyl-CoA synthetase | *ACS2* | 0.37 | -0.85 | -0.22 | -0.65 | -1.55 |

Table S3 Fatty acid composition of TAG and TFA after 4-days culture

| Fatty acids | TAG | | |  | TFA | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  | Control (%) | SS (%) | SR (%) |  | Control (%) | SS (%) | SR (%) |
| C16:0 | 19.37±0.79 | 21.98±0.09 | 20.48±2.59 |  | 30.88±1.41 | 21.37±0.18 | 22.67±0.40 |
| C16:1 | 1.72±0.11 | 3.01±0.06 | 2.38±0.66 |  | 2.31±1.62 | 2.82±0.26 | 2.03±1.32 |
| C16:2 | 1.88±0.18 | 2.16±0.03 | 1.62±0.29 |  | 1.23±0.36 | 2.15±0.32 | 2.02±0.49 |
| C16:3 | 2.95±0.05 | 2.44±0.04 | 2.44±0.28 |  | 1.51±0.13 | 3.02±0.54 | 2.51±1.43 |
| C16:4 | 1.68±0.13 | 0.19±0.02 | 1.87±0.69 |  | 1.11±0.06 | 0.72±0.13 | 3.61±1.40 |
| C18:0 | 6.56±0.08 | 5.98±0.17 | 5.19±0.43 |  | 10.20±0.29 | 5.80±0.93 | 4.16±1.52 |
| C18:1 | 40.75±0.93 | 42.75±0.18 | 39.11±1.00 |  | 30.21±1.14 | 39.59±1.45 | 34.94±1.23 |
| C18:2 | 13.75±0.09 | 14.10±0.19 | 15.80±0.46 |  | 8.83±0.45 | 13.62±0.83 | 14.30±0.73 |
| C18:3 | 10.35±0.19 | 7.02±0.04 | 9.42±0.99 |  | 7.35±0.63 | 8.97±0.87 | 9.92±3.24 |
| C18:4 | 1.00±0.11 | 0.33±0.03 | 1.64±0.53 |  | 6.37±0.14 | 1.94±0.41 | 3.87±0.92 |

Table S4 ROS abundance in *C. zofingiensis* under different status

| Time (Days) | ROS abundance(Fluorescence Intensity/10^7 cells) | | |
| --- | --- | --- | --- |
| Phase 1 | Control | SS | |
| 0 | 716.6±18.9 | 702.3±23.3 | |
| 1 | 786.7±33.9 | 768.3±63.4 | |
| 2 | 873.0±29.1 | 1216.7±80.7 | |
| Phase 2 | Control | SS | SR |
| 3 | 669.7±36.2 | 1131.0±94.6 | 891.3±4.04 |
| 4 | 754.3±15.0 | 1246.6±20.2 | 634.7±20.2 |

How the deposited data were processed for this re-analysis (not part of the article)

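The data are RNA-seq values of C. zofingiensis cultures, 18 samples in 6 conditions of 3 biological replicates: 0 h, sulfur starvation for 6, 12, 24 and 48 h (SS-6 h to SS-48 h), and 12 h of sulfur replenishment after 48 h of starvation (SR-12 h). The condition of each sample was taken from its label. Per gene and sample, the deposited values are FPKM given to 0.01. The authors purified poly-A mRNA, sequenced single-end reads, removed low-quality and adaptor reads, aligned the clean reads to the genome with HISAT and to the reference genes with Bowtie2, and calculated expression with RSEM; versions are not stated. The authors computed fold changes and adjusted p with DESeq2, Pearson correlations with the cor function and principal components with princomp in R. DESeq2 works on read counts, and counts were not used here.

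A gene that a sample does not list was taken as 0, and the genes listed in at least 1 sample, 15220, were tested. Sample depth was calculated from Table S1 as clean reads multiplied by the percentage mapped to genes, which gave 10109503 to 13673280 reads. This depth was checked against the smallest steps between FPKM values, with a largest difference of 0.012 in relative depth. Genes of low FPKM rest on few reads, so their values are the least precise, and the spread between replicates was taken as the measure of precision. The values of Additional file 1 were checked against the deposited ones and 0 of 10656 differed beyond rounding.

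The values log2(FPKM + 1) of all 18 samples were fitted with limma 3.58.1 (lmFit, contrasts.fit and eBayes with trend) in R 4.3.3, without a block for the replicate number. There were 7 comparisons: SS-6 h, SS-12 h, SS-24 h, SS-48 h and SR-12 h each against 0 h, SR-12 h against SS-48 h and SS-12 h against SS-6 h. P was adjusted by the Benjamini-Hochberg method over all genes of a comparison, and a gene was called higher or lower with a log2 fold change of at least 1 in size and an adjusted p of at most 0.05. Errors of log2 fold changes are limma's standard errors and FPKM is given as mean ± SD of 3 replicates. The fit was tested on simulated data in which 200 of 15218 genes were changed: 193 of them were called in the right direction and 1 unchanged gene was called. Correlations, principal components and figures were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, with 100000 relabellings of the samples for the test of the correlations.

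The alternatives were pseudocounts of 0.1 and 0.5; a mean FPKM of at least 1 or 5; median-ratio scaling, rescaling to TPM and quantile normalization; a fit of only the 2 conditions compared; a block for the replicate number; no trend; the fold change of the mean FPKM, with 0.01 added to each mean; an adjusted p of at most 0.001; and leaving out each replicate. In the last case the remaining replicates are assumed to vary like the other groups. Detection was also set at an FPKM above 0.1 or of at least 1. For correlations the log2(FPKM + 1) and log2(FPKM + 0.1) scales, ranks and the values without the 20 highest genes were tried, and for principal components the covariance matrix, the log2 scale and the samples as observations. The closing section gives their effect.

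Genes were named by a rule of 5 parts. Part 1 takes each gene that the results or discussion of the paper name by an abbreviation that Table S2 pairs with a gene ID, and other genes of the same section of the table where a count singles them out. Part 2 takes the extremes and exceptions of the antenna-protein and proteasome lists of Additional file 2, and Cz14g01080 of Additional file 3. Part 3 takes the genes of Additional file 1, in the part available, described as sulfate transporter, sulfate adenylyltransferase, sulfite reductase, cysteine synthase or methionine synthase, and Cz17g13100 and Cz13g03240. Part 4 takes the 5 largest called rises and falls without overlap of replicates at SS-6 h and SS-48 h against 0 h, and at SR-12 h against SS-48 h and against 0 h, named where a table gives a name and otherwise at most 2 IDs each way. Part 5 takes genes of part 1 called in opposite directions at 2 time points, which were then compared directly. The values of Table S2 and of Additional files 1 to 3 had been seen when the rule was written.

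Values of Table S2 were compared with those calculated from FPKM as deposited. Median-ratio scaling, with 22 differing, was among the alternatives set before the data were examined and is reported as such; whether to make it the main basis of this comparison was considered only after Table S2 was seen, and it was not made so. After Table S2 was seen, 2 further bases were looked at and are not used: values shifted by the median offset to Table S2, with 10, and a paper value of 0.00 counted as another sign, with 219, against the 217 reported. The KEGG and GO enrichment of the paper was not repeated, since the lists of all annotated genes were not analysed here, and the supplementary lists were used only as far as they are available. No genome was used. Growth, lipid, pigment and other measurements outside the transcriptome were not analysed here.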

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

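The tests of scaling between samples, and of reads shared between genes, as explanations were chosen only after the results of this part had been seen. Limma's test with Benjamini-Hochberg adjustment over all genes gave the standard errors and adjusted p below, with 3 samples per condition. The first results are genes that were called higher than at 0 h at 1 time point and lower at another, so that the 2 time points were then compared directly. Of the 118 genes the paper names, 8 showed such a pattern, in 11 pairs of time points, and 5 of the pairs held under each of the 3 scalings.

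Within starvation there were 2 such genes. RPI1 (Cz05g13260) was at -1.09 at SS-6 h and 1.33 at SS-48 h, and the difference of the 2 time points was 2.42 (standard error 0.14, adjusted p = 9.3e-10). The fall at SS-6 h was -0.88 without SS-6 h replicate 3 and then not called. Under FPKM as deposited and the 3 scalings the difference was at least 2.01, which argues against scaling as the whole cause of the difference, although the calls against 0 h did not hold under each scaling. PK6 (Cz01g21060) was at -1.09 at SS-12 h and 1.27 at SS-24 h, a difference of 2.36 (standard error 0.12, adjusted p = 5.0e-10) that was at least 2.31 under the same 4 settings, so scaling as the whole cause is argued against there too. FPKM of PK6 was 40.4 ± 1.57 at SS-12 h and 213 ± 18.0 at SS-24 h (mean ± SD, n = 3). A change of these genes with the duration of starvation stays open and was not tested apart from these comparisons.

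The other genes were higher during starvation and lower than at 0 h after replenishment. SR-12 h against SS-6 h gave -4.86 (standard error 0.11, adjusted p = 1.1e-13) for MCT1 (Cz13g05150), -4.97 (standard error 0.12, adjusted p = 1.1e-13) for HAD (Cz01g09160), -3.77 (standard error 0.11, adjusted p = 9.0e-13) for BCCP2 (Cz06g20040), -3.09 (standard error 0.11, adjusted p = 4.7e-12) for β-CT (Cz02g17060) and -2.06 (standard error 0.14, adjusted p = 2.5e-09) for PDC (Cz01g33100). SR-12 h against SS-24 h gave -3.62 (standard error 0.12, adjusted p = 8.3e-12) for PK6 (Cz01g21060), and SR-12 h against SS-48 h -3.94 (standard error 0.38, adjusted p = 2.3e-07) for KAR2 (Cz16g00050). Against 0 h, the 4 genes BCCP2, MCT1, HAD and PK6 were at -1.21, -2.17, -2.75 and -2.35, and the highest of their values over FPKM as deposited and the 3 scalings was -1.08, which argues against scaling as the whole cause of their low level. The values of β-CT, KAR2 and PDC were -1.10, -1.07 and -1.02. Their highest value over the same settings was -0.75, so for these 3 genes the call against 0 h may come from the scaling of the samples. KAR2 was also no longer called at -0.97 without 0 h replicate 1, -0.96 without 0 h replicate 2, -0.90 without SR-12 h replicate 2, -1.05 without SR-12 h replicate 3, and PDC at -1.00 without 0 h replicate 2, -0.94 without SR-12 h replicate 2. The rise of PDC at SS-6 h, 1.05, was 0.91 without SS-6 h replicate 3 and then not called. For BCCP2, MCT1, HAD and PK6 a fall below the 0 h level after replenishment stays open as a hypothesis. A change of medium at replenishment was not separated from the sulfur itself, since the paper and the sample records describe the step differently and no sample is of cells given new medium without sulfur at that time.

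The other results are signals in genes or time points that the paper does not discuss. LHC11 (Cz14g01080) rose at SS-6 h by 5.58 while the other 17 antenna-protein genes fell, and was at 7.40 at SS-12 h and 1.90 at SS-24 h. Over FPKM as deposited and the 3 scalings the lowest value at SS-6 h was 5.49, which argues against scaling. A fixed share of the reads of the other antenna-protein genes would move LHC11 with these genes. Their highest log2 fold change at SS-6 h and SS-12 h was -0.49, which argues against a fixed share. A share that changed between the samples cannot be told apart from a rise of LHC11 itself: the log2 ratio of the summed FPKM of those genes, SS-6 h to 0 h, was -3.20, which both allow, and the share of each gene in shared reads is not given. A response of this gene to starvation stays open as a hypothesis, as does a change in the cells that the design does not separate from it.

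PSBQ1 (Cz05g13170) remained low after replenishment, at -7.00 against 0 h. The highest value over FPKM as deposited and the 3 scalings was -6.88, which argues against scaling. Whether reads of PSBQ1 were counted for PSBQ2 cannot be told apart from a fall of PSBQ1 itself. PSBQ2 was chosen after its values were seen, and the log2 ratio of the summed FPKM of the 2 genes, SR-12 h to 0 h, was 0.13, a value that both explanations allow because the share of each gene in shared reads is not given. A slower recovery of PSBQ1 stays open as well.

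The cysteine synthase gene Cz03g05100, named so by a sequence match to another green alga, was higher at SS-48 h than at 0 h by 1.53. Its lowest value over FPKM as deposited and the 3 scalings was 1.32, which argues against scaling as the whole cause. A response to the length of starvation stays open as a hypothesis, and length bias, GC content and reads from other organisms were not tested.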

How the results depend on the processing

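The splits of the samples, and the 2 further bases for the comparison with Table S2 that are given with the processing, were chosen as tests only after the results were seen; the alternatives below were set before the data were examined. Counts of genes moved little. Of 282 combinations of a count over all genes and an alternative, 277 were within 1.5 times the reported count. The exceptions were the lower genes at SS-6 h, 2070 after quantile normalization; the higher genes at SS-48 h, 1268 after median-ratio scaling; the lower genes of SR-12 h against SS-48 h, 1556 after median-ratio scaling and 1809 after quantile normalization; and the higher genes of SS-12 h against SS-6 h, 935 after quantile normalization. Among the list counts followed under every alternative, only that of the higher proteasome genes at SS-6 h, 21, moved so far, to 8 after quantile normalization. Other list counts, followed under the 3 scalings only, moved as well. The higher ribosome genes fell from 18 to 6 at SS-6 h and from 27 to 9 at SS-12 h after quantile normalization. The higher genes of Table S2 at SS-48 h fell from 25 to 12 after median-ratio scaling. Median-ratio scaling sets the median log2 change of the genes near 0 by its construction, and it therefore moves genes from 1 side to the other by the shift given with the numbers of called genes; for quantile normalization the cause was not tested.

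The higher genes at SS-6 h, 1467, ranged from 1258 (rescaled to TPM) to 2067 (median-ratio scaling) and the lower genes, 3308, from 2070 to 3933 (pseudocount 0.1). At SS-48 h the higher genes, 1927, ranged from 1268 to 2379 and the lower genes, 1224, from 997 to 1610. Which of the groups was larger at SS-48 h depended on the scaling, as 1268 higher and 1531 lower genes were called after median-ratio scaling. At SS-6 h, SS-12 h and SS-24 h the lower genes were the larger group under FPKM as deposited and each of the 3 scalings. Leaving out single replicates gave 1375 (without SS-6 h replicate 1) to 1647 (without SS-6 h replicate 3) higher and 3028 (without SS-6 h replicate 1) to 3502 (without SS-6 h replicate 3) lower genes at SS-6 h, and 1822 to 1990 and 1160 to 1276 at SS-48 h. A stricter adjusted p, a fit of only the 2 conditions compared and a fit without the trend changed these counts by less than 1.5 times. The antenna-protein genes lower at SS-6 h numbered 17 under each alternative, and those higher at SR-12 h than at SS-48 h 16. The FA biosynthesis genes higher at SS-6 h numbered 14 to 17.

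With the replicate number as a block in the fit, 1467 genes were higher and 3306 lower at SS-6 h and 7328 genes were called in any comparison with 0 h. The numbers do not appear to pair the samples: the correlation between samples of the same number, after removal of the condition means, was -0.42, 0.2 and -0.57 for SS-6 h and 0 h, and no comparison had values above 0.1 for all 3 numbers. In each of the 7 comparisons 1 of the 10 splits of the 6 samples into 3 and 3 gave as many called genes, namely the real one, and the others gave at most 1. With 10 splits the share cannot be under 0.1, so this share cannot decide on a chance split of the samples. In 20 simulations of unchanged groups a mean of 0 genes was called at SS-48 h and 0.1 at SR-12 h against 0 h. The real samples gave 3151 and 2041, which argues against chance as the source of the calls at these time points. For the other comparisons no such number is given.

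For single genes, 388 log2 fold changes of 138 genes are given in the text. Of these, 323 had the same direction and side of the threshold under every alternative that gave a value. Over 6975 combinations with an alternative, 169 were on the other side of the threshold and 0 were called in the opposite direction; 144 changed sign without a call. In 9 combinations the filter on a mean FPKM of at least 5 left no value. Among the alternatives other than leaving out replicates, scaling mattered most. After median-ratio scaling 14 lost and 16 gained a call, after rescaling to TPM 9 lost and 9 gained a call, and after quantile normalization 22 lost and 14 gained a call. For the other choices the numbers were 0 lost and 6 gained a call with a pseudocount of 0.1, 5 lost and 0 gained a call with an adjusted p of at most 0.001, and 0 lost and 6 gained a call with the fold change of mean FPKM. Single replicates mattered too, most of all those of SS-6 h, with 116 values each. Without replicate 1, 6 lost and 1 gained a call, without replicate 2, 1 lost and 5 gained, and without replicate 3, 4 lost and 5 gained.

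The Pearson r between samples moved with the choice of scale. On the log2(FPKM + 1) scale, on the log2(FPKM + 0.1) scale, by ranks (Spearman) and without the 20 highest genes, the mean r with 0 h was 0.848, 0.864, 0.819 and 0.611 for SS-6 h, 0.918, 0.924, 0.887 and 0.720 for SS-12 h, 0.941, 0.945, 0.917 and 0.803 for SS-24 h, 0.888, 0.891, 0.864 and 0.619 for SS-48 h and 0.930, 0.934, 0.901 and 0.877 for SR-12 h. SS-6 h and SS-48 h had the lowest values on each of these scales. Leaving out single replicates gave 0.533 to 0.553 at SS-6 h, 0.790 to 0.801 at SS-12 h, 0.859 to 0.867 at SS-24 h, 0.541 to 0.586 at SS-48 h and 0.911 to 0.924 at SR-12 h. Why the values on the log scale are higher was not tested.

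The first principal component held 78.79% of the variance and the second 12.41%. With the covariance matrix these were 82.64% and 9.96%, on the log2(FPKM + 1) scale 91.50% and 3.44%, and with the samples as observations on the log2(FPKM + 1) scale and each gene centred 41.47% and 22.33%. Leaving out single replicates gave 78.26% (without SS-12 h replicate 2) to 79.68% (without SS-6 h replicate 3) for the first and 11.84% (without SS-6 h replicate 3) to 13.12% (without SS-12 h replicate 3) for the second. The cause of these moves was not tested.

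Depth limits mainly the genes of low FPKM. The lowest depth, 10109503 reads, was that of SS-6 h replicate 1, and the highest was 13673280 reads. Without read counts the precision of single values is known only from the replicates. Detected genes numbered 15220, with 15132 above an FPKM of 0.1 and 14410 at an FPKM of at least 1.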

Differences from the paper's values

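The 2 further bases for this comparison, which are given with the processing, were chosen as tests only after Table S2 was seen. Of 590 log2 fold changes that Table S2 gives for the 118 genes named here, 217 differ from those calculated here by more than the SD between replicates (the table gives no error), or in sign: 50 at SS-6 h, 22 at SS-12 h, 6 at SS-24 h, 102 at SS-48 h and 37 at SR-12 h. The sign and the log base of the table match, as the Pearson r between the paper's values and those calculated here, over all 169 genes of the table, was 0.997, 0.998, 0.998, 0.992 and 0.997 at the 5 time points. The median difference, the paper's value minus that calculated here, was 0.21, 0.07, 0.03, -0.23 and 0.08, and after median-ratio scaling 0.00, 0.02, 0.00, -0.01 and -0.06. Among the alternatives set before the data were examined, 22 of the 590 values differed after median-ratio scaling, 356 after rescaling to TPM, 326 after quantile normalization, 213 with a pseudocount of 0.1, 216 with one of 0.5, 208 with a mean FPKM of at least 5 (which leaves some genes without a value) and 210 with the fold change of mean FPKM. With a mean FPKM of at least 1, only the 2 conditions compared in the fit, the replicate block, no trend or an adjusted p of at most 0.001 it was 217 in each case. In the paragraphs that follow, the paper's value comes first and the one calculated here stands in parentheses.

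At SS-6 h, 50 log2 fold changes differed from those of Table S2. Under median-ratio scaling alone, 42 of them fall within the paper's. The paper gives 2.20 (here 1.99) for β-CT, 1.89 (here 1.69) for BCCP1, 2.10 (here 1.88) for KAS III, -0.16 (here -0.36) for KAR4, 0.50 (here 0.30) for KAR6 and 2.14 (here 1.93) for ENR. The paper gives -0.02 (-0.21) for SAD2, 0.73 (0.52) for GPAT2, 1.75 (1.54) for DGTT5, 0.65 (0.44) for PDAT, 2.89 (2.69) for MLDP and -0.18 (-0.39) for DXS. The paper gives 0.81 (0.61) for HDS, 0.36 (0.16) for HDR, 1.45 (1.24) for FPPS, 0.15 (-0.05) for CRTISO1, 0.03 (-0.17) for CRTISO2 and 1.10 (0.89) for LCYb. The paper gives 1.90 (1.70) for PGLS2, 2.23 (2.03) for 6PGD, 0.72 (0.52) for TRK, 1.18 (0.98) for TAL1, 1.19 (0.99) for ENO and 0.27 (0.07) for PK1. The paper gives -0.48 (-0.68) for PK2, 2.85 (2.63) for PK3, 3.02 (2.78) for PK5, 1.38 (1.18) for CIS1, 1.66 (1.46) for CIS2 and 0.31 (0.12) for ACH. The paper gives 0.84 (0.64) for IDH3, 0.87 (0.67) for OGDH3, 0.27 (0.07) for SCSb, 0.14 (-0.10) for SDH1, 1.00 (0.80) for SDH2 and 0.18 (-0.03) for FHD. The paper gives 1.01 (0.80) for MDH, 0.64 (0.44) for PDHC2, 2.47 (2.26) for PDHC4, 2.61 (2.41) for PDHC5, 0.53 (0.32) for PDHC6 and 0.24 (0.04) for ALDH3. The paper gives 2.76 (2.56) for BCCP2 and 1.68 (1.47) for PDHC7, reached under median-ratio scaling and the fold change of mean FPKM and no other alternative. The paper gives -0.51 (-0.69) for GPAT1 and 2.06 (1.78) for CRTISO3, reached under median-ratio scaling and quantile normalization and no other alternative. The paper gives -1.10 (-0.28) for ALDH1, reached under a pseudocount of 0.1 and no other alternative. The paper gives 1.06 (0.83) for KAR5, reached under a pseudocount of 0.1, median-ratio scaling, quantile normalization and the fold change of mean FPKM and no other alternative. The paper gives -1.00 (-0.58) for MCT2, reached under a pseudocount of 0.1, a pseudocount of 0.5 and the fold change of mean FPKM and no other alternative. The paper gives 2.90 (2.69) for MCT1, reached under a pseudocount of 0.1, a pseudocount of 0.5, median-ratio scaling and the fold change of mean FPKM and no other alternative.

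At SS-12 h, 22 log2 fold changes differed from those of Table S2. Under median-ratio scaling alone, 16 of them fall within the paper's. The paper gives 0.03 (here -0.04) for α-CT, 0.57 (here 0.49) for KAR7, 0.45 (here 0.37) for GPAT1, 0.15 (here 0.08) for LPAAT1, 0.76 (here 0.69) for DXR and 0.26 (here 0.19) for HDR. The paper gives 0.24 (0.16) for CRTISO2, 0.56 (0.49) for TRK, 0.35 (0.28) for ENO, 0.07 (0.00) for PK1, -0.16 (-0.23) for PK2 and 0.92 (0.85) for CIS2. The paper gives 0.03 (-0.04) for IDH1, 0.22 (0.15) for IDH2, 0.57 (0.50) for PDHC2 and 0.12 (0.05) for ALDH3. The paper gives 1.38 (1.29) for PK3 and 0.84 (0.77) for CIS1, reached under a pseudocount of 0.1, median-ratio scaling and the fold change of mean FPKM and no other alternative. The paper gives 1.14 (1.07) for MDH, reached under no alternative. The paper gives -0.18 (-0.24) for SAD2, reached under median-ratio scaling and quantile normalization and no other alternative. The paper gives 0.17 (0.10) for DGTT7, reached under a pseudocount of 0.1, a pseudocount of 0.5, median-ratio scaling and the fold change of mean FPKM and no other alternative. The paper gives 0.71 (0.25) for ALDH1, reached under a pseudocount of 0.1, quantile normalization and the fold change of mean FPKM and no other alternative.

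At SS-24 h, 6 log2 fold changes differed from those of Table S2. The paper gives 0.34 (here 0.30) for LPAAT1, 0.34 (here 0.31) for CIS1 and 0.35 (here 0.32) for PDHC2, reached under median-ratio scaling and rescaling to TPM and no other alternative. The paper gives 0.01 (-0.02) for MCS, reached under median-ratio scaling and quantile normalization and no other alternative. The paper gives -0.97 (-0.51) for MCT2, reached under a pseudocount of 0.1 and the fold change of mean FPKM and no other alternative. The paper gives 0.64 (0.25) for ALDH1, reached under a pseudocount of 0.1, a pseudocount of 0.5 and the fold change of mean FPKM and no other alternative.

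At SS-48 h, 102 log2 fold changes differed from those of Table S2. Under median-ratio scaling and quantile normalization and no other alternative, 51 of them fall within the paper's. The paper gives -1.28 (here -1.03) for ACCase, 0.63 (here 0.84) for UNPLg00257, 0.24 (here 0.46) for Cz06g14030, 0.06 (here 0.28) for KAR3, -0.27 (here -0.04) for KAR4 and 0.63 (here 0.84) for KAR5. The paper gives -0.37 (-0.13) for KAR6, 0.23 (0.46) for ENR, 0.48 (0.70) for SAD2, 0.44 (0.66) for GPAT1, -0.15 (0.08) for GPAT2 and -0.04 (0.19) for LPAAT1. The paper gives -0.48 (-0.24) for LPAAT2, -0.17 (0.06) for PAP1, -0.41 (-0.17) for PAP2, 0.11 (0.34) for PAP3, -0.48 (-0.24) for MGAT and 0.13 (0.35) for DGAT1A. The paper gives -0.08 (0.15) for DGAT1B, 0.11 (0.33) for DGTT2, -1.22 (-0.88) for DGTT3, -0.31 (-0.07) for DGTT4, -0.03 (0.20) for DGTT5 and 0.19 (0.40) for DGTT7. The paper gives -0.30 (-0.07) for DGTT8, -0.09 (0.15) for PDAT, -1.43 (-1.19) for DXS, -0.17 (0.07) for DXR, 0.00 (0.22) for CMS and -0.60 (-0.36) for CMK. The paper gives 0.16 (0.37) for MCS, -0.83 (-0.57) for PSY, -0.22 (0.02) for PDS, 0.53 (0.74) for CRTISO1, 0.11 (0.33) for CRTISO2 and 0.13 (0.33) for CRTISO3. The paper gives 0.74 (0.95) for LCYb, -0.54 (-0.29) for CHYb, -0.82 (-0.57) for BKT1, -1.45 (-1.20) for ZEP, -0.63 (-0.40) for PGLS2 and 0.12 (0.35) for RPI3. The paper gives 0.83 (1.06) for RPE2, -0.29 (-0.04) for RPE3, 0.40 (0.63) for PK4, -0.31 (-0.07) for PK8, -0.24 (0.00) for OGDH2 and -0.29 (-0.05) for OGDH3. The paper gives 0.63 (0.85) for PDC, -1.21 (-0.98) for ALDH2 and -0.45 (-0.22) for ALDH3. Under median-ratio scaling alone, 46 of them fall within the paper's. The paper gives 0.86 (1.08) for α-CT, 0.76 (0.98) for BCCP2, 0.97 (1.21) for ACP2, 0.63 (0.86) for MCT1, 1.24 (1.45) for KAR7 and 0.17 (0.39) for HAD. The paper gives 0.17 (0.40) for HDS, 0.33 (0.56) for HDR, 0.61 (0.84) for FPPS, -2.14 (-1.86) for LCYe, -0.23 (0.01) for G6PD1 and 0.17 (0.40) for G6PD2. The paper gives 0.63 (0.87) for PGLS1, 0.61 (0.84) for 6PGD, 1.12 (1.33) for RPI1, -0.57 (-0.33) for RPI2, -0.13 (0.11) for RPE1 and -0.17 (0.06) for TRK. The paper gives 0.16 (0.38) for TAL1, -0.47 (-0.25) for TAL2, -0.24 (-0.01) for TAL3, 0.62 (0.86) for ENO, 0.15 (0.38) for PK2 and 1.42 (1.63) for PK3. The paper gives 0.66 (0.88) for PK6, 0.80 (1.01) for PK7, 0.02 (0.25) for CIS1, 0.74 (0.97) for CIS2, 0.21 (0.44) for IDH1 and -0.24 (-0.01) for IDH2. The paper gives 0.19 (0.42) for IDH3, -0.20 (0.03) for OGDH1, -0.07 (0.17) for SCSa, -0.30 (-0.07) for SCSb, -0.30 (-0.06) for SDH1 and -0.34 (-0.11) for SDH2. The paper gives 0.31 (0.54) for SDH3, 0.04 (0.26) for SDH4, 0.14 (0.37) for FHD, 0.13 (0.36) for MDH, 0.00 (0.24) for PDHC1 and -0.14 (0.09) for PDHC2. The paper gives 0.91 (1.14) for PDHC4, -0.05 (0.19) for PDHC6, 0.49 (0.71) for PDHC7 and -0.03 (0.19) for ACS1. The paper gives 0.02 (0.25) for PK1 and -0.01 (0.22) for ACH, reached under no alternative. The paper gives 2.90 (1.78) for ALDH1, reached under a pseudocount of 0.1 and the fold change of mean FPKM and no other alternative. The paper gives -1.77 (-1.38) for BKT2, reached under a pseudocount of 0.1, median-ratio scaling, quantile normalization and the fold change of mean FPKM and no other alternative. The paper gives 1.83 (1.50) for MCT2, reached under a pseudocount of 0.1, a pseudocount of 0.5, rescaling to TPM and the fold change of mean FPKM and no other alternative.

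At SR-12 h, 37 log2 fold changes differed from those of Table S2. Under median-ratio scaling alone, 18 of them fall within the paper's. The paper gives -1.03 (here -1.10) for β-CT, -1.14 (here -1.21) for BCCP2, -0.74 (here -0.82) for MLDP, 0.08 (here 0.00) for DXS, 0.06 (here -0.03) for HDR and -0.16 (here -0.23) for G6PD2. The paper gives 0.24 (0.17) for PGLS1, -0.07 (-0.15) for 6PGD, 0.69 (0.61) for RPI2, 0.22 (0.14) for TRK, -0.75 (-0.83) for TAL3 and 0.11 (0.03) for CIS1. The paper gives -0.30 (-0.37) for IDH2, 0.02 (-0.06) for SDH4, 0.01 (-0.06) for PDHC1, -0.46 (-0.54) for PDHC5, 0.08 (0.01) for PDHC6 and 0.02 (-0.06) for ACS1. Under median-ratio scaling and quantile normalization and no other alternative, 8 of them fall within the paper's. The paper gives 0.02 (-0.06) for Cz06g14030, 0.06 (-0.02) for KAR7, 0.69 (0.60) for GPAT1, 0.09 (0.01) for DGAT1A, 0.60 (0.52) for DXR and 0.07 (-0.02) for CRTISO3. The paper gives 0.45 (0.36) for BKT1 and -0.22 (-0.30) for OGDH2. The paper gives -0.30 (-0.37) for CRTISO2, -0.05 (-0.13) for CIS2, 0.49 (0.41) for IDH3, 0.66 (0.58) for MDH, 0.16 (0.08) for PDHC2 and -0.55 (-0.63) for PDHC7, reached under no alternative. The paper gives 0.11 (0.00) for PAP3 and 0.44 (0.36) for CMS, reached under median-ratio scaling, quantile normalization and the fold change of mean FPKM and no other alternative. The paper gives 0.44 (0.15) for ALDH1, reached under a pseudocount of 0.1 and the fold change of mean FPKM and no other alternative. The paper gives 0.17 (0.08) for PK7, reached under a pseudocount of 0.1, median-ratio scaling, quantile normalization and the fold change of mean FPKM and no other alternative. The paper gives -0.67 (-0.40) for MCT2, reached under a pseudocount of 0.1, a pseudocount of 0.5 and the fold change of mean FPKM and no other alternative.

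Other statements of the paper differ in a ranking, a direction or a call. The paper places SS-12 h second in the number of differentially expressed genes, whereas here SS-48 h was second with 3151, ahead of 2942 at SS-12 h. After median-ratio scaling the order was that of the paper, with 1227 higher and 1686 lower genes at SS-12 h and 1268 and 1531 at SS-48 h. Both rank SS-6 h first, with 4775 here. In Fig. S2 more genes are lower than higher at SS-48 h, whereas limma's test called 1927 higher and 1224 lower; after median-ratio scaling the lower genes were the larger group here too.

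The paper describes the FA biosynthesis genes as back at their earlier level after replenishment. Here 17 of the 23 were not called against 0 h at SR-12 h, 5 were lower and 1 higher. The lower genes were MCT1 (Cz13g05150) with -2.17, HAD (Cz01g09160) with -2.75, BCCP2 (Cz06g20040) with -1.21, β-CT (Cz02g17060) with -1.10 and KAR2 (Cz16g00050) with -1.07. KAR2 was -0.97 without 0 h replicate 1, -0.96 without 0 h replicate 2, -0.90 without SR-12 h replicate 2, -1.05 without SR-12 h replicate 3 and then not called. The paper's own log2 fold change in Table S2 has the same direction for each of the 5: -2.13 for MCT1, -2.70 for HAD, -1.14 for BCCP2, -1.03 for β-CT and -1.51 for KAR2. Among the KAS, KAR, HAD, ENR and SAD genes at SS-6 h, the paper ranks KAR2 next after KAS I and KAR1. With all replicates it stood here at 2.32, below SAD1 (Cz04g09090) with 2.44. Without SS-6 h replicate 1 KAR2 was at 2.91, above that value of SAD1. The value of SAD1 without the same replicate is not given here, so the order may rest on that replicate. With all replicates the order depended on the scale. It was the paper's with the fold change of mean FPKM (2.87 for KAR2 and 2.49 for SAD1), with a pseudocount of 0.1 (2.66 and 2.46) or 0.5 (2.49 and 2.45) and after quantile normalization (3.05 and 2.09), and not after median-ratio scaling (2.50 and 2.65) or rescaling to TPM (2.24 and 2.34).

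Some genes of enzymes that the paper reports as up-regulated under starvation were not past the threshold of limma's test at SS-6 h. LCYb (Cz12g10170) was at 0.89 (1.10 after median-ratio scaling, where it was called). ENO (Cz05g10010) was at 0.99, and called after median-ratio scaling (1.20) and at 1.01 without SS-6 h replicate 2, 1.05 without SS-6 h replicate 3. DGTT8 (Cz08g14220) was at 0.79, and 1.18 without SS-6 h replicate 1, where it was called, as it was after median-ratio scaling (1.00). PK6 (Cz01g21060) was at 0.81 (1.02 after median-ratio scaling, called) but higher at SS-24 h with 1.27, MDH (Cz02g21340) at 0.80 (1.01, called) but higher at SS-12 h with 1.07, and SDH2 (Cz15g13230) at 0.80 (1.01, called).

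The paper reports no change of CHYb under starvation, whereas CHYb (Cz12g16080) was lower at SS-6 h here, with a log2 fold change of -1.52; the paper's Table S2 has the same direction, -1.31. The paper's conclusion counts ACCase among the up-regulated genes; of the 5 subunit genes 5 were called higher at SS-6 h, whereas the single gene that Table S2 names ACCase (Cz19g10190) was at -1.50; the log2 fold change in that table has the same direction, -1.27. The paper also lists RPI among the enzymes of the OPP pathway with raised expression. Of the 15 OPP genes 12 were above 0 at SS-6 h, and RPI1 (Cz05g13260) was below with -1.09, or -0.88 without SS-6 h replicate 3 and then not called, and reached 1.33 at SS-48 h. The paper puts the transcripts of PAP1 and PAP2 at a small share of those of PAP3 at each time point. As a share of PAP3, those of PAP1 were at 37.5% and those of PAP2 at 61.6% at 0 h, and both were below 10% at SS-24 h alone, with 7.68% and 4.74%.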

Other observations

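The tests on SS-6 h replicate 1 and on the FA biosynthesis genes without it were written down before their values were seen, and the tests of abundant genes, of the genes listed at SS-48 h and of the transfer to new medium were chosen only after the results were seen. No batch is given by the paper or the sample records.

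SS-6 h replicate 1 stood apart from the other SS-6 h replicates. Over the 4105 genes with a mean FPKM of at least 50, where few reads are not a limit, the Pearson r of log2(FPKM + 1) was 0.925 and 0.880 between replicate 1 and replicates 2 and 3, against 0.990 between the latter. The lowest such r in the other conditions was 0.965 to 0.992. Low depth would blur genes of low FPKM first, so the value of 0.880 in abundant genes argues against sequencing depth as the whole cause. A weaker form of the same response is argued against by the share of the log2 change of the other 2 replicates that this sample held, with a median of 1.043, where the other samples of the 5 later conditions held 0.894 to 1.045. The clean reads of replicate 1, 23764698, were within the range of the other samples. Of these reads 42.54% mapped to genes, against 52.15% and 53.48% in SS-6 h replicates 2 and 3. Its low depth thus came from the share mapped to genes and not from the number of clean reads. Why fewer reads mapped was not tested, and what sets this sample apart stays open. A difference in handling or sampling may be involved, and was not tested beyond the values 0.880 and 1.043.

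The rise of the FA biosynthesis genes at SS-6 h does not rest on that library, since 14 of the 23 genes were higher without SS-6 h replicate 1, which argues against the SS-6 h library of lowest depth as the cause. The effect of sulfur starvation cannot be told apart from the transfer of the cells to new medium, because 0 samples are of cells moved to sulfur-replete medium and taken at the same times.

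The median log2 fold change of the genes with a mean FPKM of at least 1 was below 0 at SS-6 h and above 0 at SS-48 h. A few abundant genes that take reads from the others would produce such a shift, and leaving these out should remove it. Without the 20 genes of highest mean FPKM, and with each sample rescaled to 1 sum, the medians were -0.41 at SS-6 h and 0.16 at SS-48 h, against -0.30 and 0.29 with equal sums of all genes. The shift at SS-6 h was therefore not removed and that at SS-48 h only in part, which argues against these 20 genes as the whole cause. The 20 highest genes of a sample held 6.5% to 8.0% of the summed FPKM at SS-6 h, against 12.4% to 14.0% at 0 h. Such genes took less at SS-6 h, so leaving them out could not have reduced the shift there. Other abundant genes were not tested. Whether the RNA content of the cells changed was not tested, and FPKM alone cannot show it.

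The 3 SS-48 h samples each listed more genes than any sample of another condition, 14802 to 14867. Of the samples of other conditions, 8 had at least as many reads as the shallowest SS-48 h sample, and none of these listed more than 14697 genes, which argues against sequencing depth. SS-12 h samples, whose 20 highest genes hold less of the summed FPKM than those at 0 h, listed at most 14551, which argues against the share of reads in a few abundant genes as the whole cause. A change in the number of expressed genes late in starvation stays open as a hypothesis.

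Across the 13778 genes, the log2 fold changes at SS-48 h and SS-6 h had a Pearson r of 0.544, and 63.4% had the same sign. Both share the 0 h samples, and 20 simulations without any change gave a mean r of 0.5 and 66.82% of genes with the same sign. These simulations called 0 genes at SS-48 h on average, against 3151 here, so they give the values where no gene changes and not a level for data with many changed genes. The Pearson r and the share of equal signs are therefore not read as evidence for or against a common response. Of the genes called at both time points, 1548 changed in the same direction and 186 in opposite directions.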
